# Single-Cell RNA Sequencing Reveals Cellular and Transcriptional Changes Associated With M1 Macrophage Polarization in Hidradenitis Suppurativa

**DOI:** 10.3389/fmed.2021.665873

**Published:** 2021-08-24

**Authors:** Paula Mariottoni, Simon W. Jiang, Courtney A. Prestwood, Vaibhav Jain, Jutamas Suwanpradid, Melodi Javid Whitley, Margaret Coates, David A. Brown, Detlev Erdmann, David L. Corcoran, Simon G. Gregory, Tarannum Jaleel, Jennifer Y. Zhang, Tamia A. Harris-Tryon, Amanda S. MacLeod

**Keywords:** single cell sequencing, macrophage-cell, hidradenitis suppurativa, antiviral immune pathways, non-healing wounds, interferon

## Abstract

Hidradenitis suppurativa (HS) is a chronic inflammatory skin disease characterized by recurrent abscesses, nodules, and sinus tracts in areas of high hair follicle and sweat gland density. These sinus tracts can present with purulent drainage and scar formation. Dysregulation of multiple immune pathways drives the complexity of HS pathogenesis and may account for the heterogeneity of treatment response in HS patients. Using transcriptomic approaches, including single-cell sequencing and protein analysis, we here characterize the innate inflammatory landscape of HS lesions. We identified a shared upregulation of genes involved in interferon (IFN) and antimicrobial defense signaling through transcriptomic overlap analysis of differentially expressed genes (DEGs) in datasets from HS skin, diabetic foot ulcers (DFUs), and the inflammatory stage of normal healing wounds. Overlap analysis between HS- and DFU-specific DEGs revealed an enrichment of gene signatures associated with monocyte/macrophage functions. Single-cell RNA sequencing further revealed monocytes/macrophages with polarization toward a pro-inflammatory M1-like phenotype and increased effector function, including antiviral immunity, phagocytosis, respiratory burst, and antibody-dependent cellular cytotoxicity. Specifically, we identified the STAT1/IFN-signaling axis and the associated IFN-stimulated genes as central players in monocyte/macrophage dysregulation. Our data indicate that monocytes/macrophages are a potential pivotal player in HS pathogenesis and their pathways may serve as therapeutic targets and biomarkers in HS treatment.

## Introduction

Hidradenitis suppurativa (HS) is a chronic inflammatory skin disease with a relapsing and remitting course. The disorder is characterized by painful abscesses and nodules in areas with high apocrine sweat gland (SG) and hair follicle density, such as the groin, axilla, and buttocks (1). Severe features of HS disease may include sinus tracts, malodorous discharge, and extensive scarring in affected skin areas (1). These debilitating features can cause substantial psychosocial burden, increasing the risk of mood disorders and completed suicide (2, 3).

Despite the significant physical and psychosocial morbidity associated with the diagnosis, the pathogenesis of HS still remains incompletely understood. An interplay of multiple environmental factors, genetics, host-microbe interactions, and immune dysregulation likely contribute to disease risk and severity (1). The underlying mechanisms of immune dysregulation are especially complex and interesting, as multiple pathways in innate and adaptive immunity are involved. Across multiple studies, tumor necrosis factor (TNF)-α, interleukin (IL)-1β, IL-12, IL-17, IL-23, and complement have been identified as relevant targets for immunotherapy in patients with HS (4–8).

Macrophages secrete the cytokines TNF-α, IL-1β, and IL-23 and are among the most abundant cell types found in HS lesions (9, 10). Notably, macrophages producing TNF-α and IL-1β are characteristic of “pro-inflammatory” and “phagocytic” M1-like macrophages (11). M1 macrophages are typically induced by interferon (IFN) and microbial signals, such as lipopolysaccharide (LPS) (12). A phenotypic switch from proinflammatory M1 macrophages to anti-inflammatory M2 macrophages is a key step in the transition from the inflammatory phase of wound healing to the proliferative phase, as well as for the resolution of various inflammatory skin diseases (13, 14). Dysregulation of this switch can perturb the inflammatory phase and lead to chronic non-healing wounds, as found in diabetic foot ulcers (DFUs) and chronic venous leg ulcers (14). The M1 to M2 macrophage transition may also be of particular relevance in understanding the disease mechanism of HS, which is characterized by aberrant skin inflammation and tissue disorganization (15).

In addition to infiltration of macrophages and other immune cells, HS skin is characterized by high expression of antimicrobial peptides and proteins (AMPs) and antiviral proteins (AVPs) (16). Transcriptomic analysis from our group has revealed the upregulation of many genes encoding for AMPs and AVPs, including S100 family proteins, human β-defensin (hBD)-2, and oligoadenylate synthetase (OAS) proteins in HS lesions (16). These molecules are components of the early innate immune response and are typically activated in both keratinocytes and immune cells to destroy invasive microorganisms and protect the host barrier (17). In addition to their direct antimicrobial activity, AMPs also play immunomodulatory roles. For instance, cathelicidin LL-37 and hBD-2 regulate chemotaxis of immune cells, while LL-37 has been described to promote wound closure and re-epithelialization (17, 18). AMPs and AVPs can also serve as important biomarkers for the induction of specific immune pathways. Perhaps one of the most important of these pathways is IFN signaling, which canonically leads to activation of antiviral and antimicrobial immunity. OAS family proteins are part of the AVPs induced by type I IFNs that lead to downstream activation of the antiviral enzyme RNase L (19). Other AVPs are induced by type II (IFN-γ) and type III (IFN-λ) IFNs (20, 21). IFN-γ and LPS induce expression of the AMPs hBD-1 and hBD-2 in monocytes and monocyte-derived macrophages (22).

Though our previous work had shown the dysregulation of AMP and AVP expression in HS lesions, the transcriptomic data was unable to reveal the specific cell types that contribute to this dysregulation (16). Furthermore, numerous studies have found upregulation of type I and II IFN pathways in HS lesions (23–26). The current body of work is deficient in profiling of HS lesions at the single-cell level, which can elucidate the key cell types implicated in these responses and highlight the most relevant pathways. Additionally, our dataset uncovered a shared antimicrobial gene signature between HS skin and healing wounds (HW), but there are limited data comparing HS lesions and chronic, non-healing wounds (16). This latter comparison may elucidate additional features of the disease given that HS lesions share clinical features with chronic venous leg ulcers and DFUs including a tendency to form chronic open lesions, prolonged inflammatory responses, and increased gram negative microbiota (27–29). Thus, understanding the cell types and pathways involved in dysregulation of antiviral and antimicrobial responses is crucial to developing potential novel therapies for HS.

Our interest and earlier work in AMPs/AVPs and wound healing led us to characterize the cell types and innate immune pathways that may contribute to HS lesions. First, we analyzed and compared transcriptomic data from DFUs, HS lesions, and HWs to show that HS and chronic non-healing wounds are enriched in immune processes indicative of macrophage function. To provide insight into the transcriptomic landscape of non-healing HS lesions on a per-cell basis, we utilized single-cell RNA sequencing (scRNA-seq) technology. We demonstrate that innate immune processes are upregulated not only in immune cells, such as monocytes and macrophages, but also in keratinocytes and SG cells. Monocytes and macrophages are upregulated in genes indicative of polarization toward an M1 macrophage phenotype. These cells have increased expression of genes that function in phagocytosis, respiratory burst, antibody-dependent cellular toxicity (ADCC), and type I and type II IFN signaling. Multiple cell types have increased expression of key AMPs, such as S100 family proteins, as well as AVPs. With upregulated genes associated with activation of mononuclear phagocytes, effectors of ADCC, and IFN signaling, the transcriptional landscape of HS skin is skewed toward type 1 immunity. Together, our data show that HS skin possesses a proinflammatory transcriptional profile associated with M1-like macrophage polarization, which may exacerbate continued inflammation and impede wound healing.

## Methods

### Microarray and Bulk RNA-Sequencing Overlap Comparison

We used the publicly available microarray datasets from Blok et al. (30) (GSE72702) and Ramirez et al. (31) (GSE80178) as well as the RNA-seq data set from Iglesias-Bartolome et al. (32) (GSE97615). The data from each study were downloaded from the Gene Expression Omnibus (33).

The Blok et al. (30) (GSE72702) dataset contains mRNA microarray experiments performed on skin biopsy samples from patients with HS. The samples were divided between lesional skin (*N* = 17) and healthy skin (*N* = 13); all 13 healthy skin samples were paired with one lesional skin sample. We used the Robust Multichip Average normalized dataset provided by the authors as available in the Gene Expression Omnibus (33). The four lesional skin samples for which there were no matched healthy skin samples were removed from subsequent analysis. We first filtered lowly-expressed and invariant microarray probes, i.e., with an expression level ≥4 in <3 samples, or a standard deviation < 0.1. After filtering, the dataset consisted of 51,567 probes. To identify differentially expressed genes (DEGs) between lesional and non-lesional samples, we used the R package nlme to implement a mixed-effects model including the variable “patient” as a random effect (34). The Benjamini-Hochberg method was used to correct for multiple hypothesis testing.

The Ramirez et al. (31) (GSE80178) dataset contains mRNA microarray experiments carried out on DFU samples, diabetic foot skin, or non-diabetic foot skin. Data were normalized with the Robust Multichip Average preprocessing methodology using R package oligo to eliminate systematic differences across arrays (35). We mapped microarray probes (53,617) to gene names based on annotation from the hugene20sttranscriptcluster.db R package (36). Probes were excluded from the analysis if they did not match a known gene. This resulted in 29,208 remaining annotated probes for downstream analysis. Statistically significant DEGs were determined for each of the following phenotypic comparisons: “Diabetic Foot Ulcer vs. Diabetic Foot Skin” and “Diabetic Foot Ulcer vs. Foot Skin” using an empirical Bayes moderated test statistic from the limma R package (37). The *p*-values were corrected for multiple hypothesis testing by the Benjamini-Hochberg method. Genes were considered differentially-expressed in the foot ulcer if they had an adjusted *p*-value ≤ 0.05 in each comparison with the diabetic foot skin and the healthy foot skin.

The RNA-sequencing dataset from Iglesias-Bartolome et al. (32) (GSE97615) contains samples from human axillary skin wounds at baseline (Day 1, unwounded), 2 days after full-thickness 3-mm punch biopsy wounding (Day 3), and 5 days after wounding (Day 6). The raw data were processed using the fastp toolkit to trim low-quality bases and Illumina sequencing adapters from the 3′ end of the reads (38). Only reads that were 20 nucleotides or longer after trimming were kept for further analysis. Reads were mapped to the GRCh38v93 version of the human genome and transcriptome using the STAR RNA-seq alignment tool (39, 40). Reads were kept for subsequent analysis if they mapped to a single genomic location. Gene counts were compiled using the feature Counts tool (41). Only genes that had at least 10 reads in any given library were used for subsequent analysis. This resulted in a set of 12 samples and 23,378 genes. Normalization and differential expression between Day 6 and Day 1, as well as Day 3 and Day 1, were carried out using the DESeq2 Bioconductor package with the R statistical programming environment (42, 43). The *p*-values were corrected for multiple hypothesis testing by the Benjamini-Hochberg method. A gene was considered downregulated if it had an adjusted *p-*value ≤ 0.05 and a negative fold-change in either the Day 3-vs.-Day 1 analysis or the Day 6-vs.-Day 1 analysis. Likewise, a gene was considered upregulated if it was significant in either comparison along with a positive fold-change.

Genes were considered in the overlap analysis if they (1) had an adjusted *p*-value ≤ 0.05 in that particular dataset and (2) were changing in the same direction relative to their respective controls.

### Preparation of Single-cell Suspension

HS patients undergoing surgical excision for Hurley stage 3 therapy were consented to provide skin tissue for scRNA-seq analysis (Supplementary Table 1). Surgical excisions from 3 patients with HS (axillary lesions) and 1 healthy control were collected and approved under the Duke University Health System Institutional Review Board (IRB) protocol Pro00102244 and Pro00079799 as well as exempt due to the nature of otherwise discarded tissue. Skin was manually disrupted using scissors. Tissues were processed using Dispase II (Thermo Fisher Scientific, catalog 17105041, 2.4U/ml) and Collagenase type II (Thermo Fisher Scientific, catalog 17101015, 2 mg/ml) at a 1:1 ratio overnight at 4°C with intermittent vigorous shaking for single-cell isolation. The suspension was filtered through a 70 μm cell strainer. Cells were centrifuged at 1,500 rpm for 12 min at 4°C. Cells were resuspended in 0.4% bovine serum albumin (BSA). Dead cells and erythrocytes were removed using Lympholyte Cell Separation Media, Human (Cedarlane, catalog CL5020) according to the manufacturer's protocol. Cells were centrifuged at 1,500 rpm for 15 min at 4°C and resuspended in 0.4% BSA.

### 10x Single-cell RNA Sequencing

Libraries were prepared following the 10x Genomics Chromium Single Cell 3′ protocols, using either v2 or v3 assays (10X Genomics, catalog 120237, 120236, 100075, 1000153, 120262). Cellometer (Nexcelom - Lawrence, MA) was used to determine the cell viability and concentration to normalize to 1E6 cells/ml. 10,000 cells were targeted for each library. Cells were combined with a master mix that contained reverse transcription reagents. The gel beads carrying the Illumina TruSeq Read 1 sequencing primer, a 16bp 10x barcode, a 12bp unique molecular identifier and a poly-dT primer were loaded onto the chip, together with oil for the emulsion reaction. The Chromium Controller partitioned the cells into nanoliter-scale gel beads in emulsion (GEMS) within which reverse-transcription occurred. All cDNAs within a GEM, i.e., from one cell, shared a common barcode. After the reverse-transcription reaction, the GEMs were broken and the full length cDNAs cleaned with both Silane Dynabeads and SPRI beads (Beckman Coulter, catalog B233180). After purification, the cDNAs were assayed on an Agilent 4200 TapeStation High Sensitivity D5000 ScreenTape (Santa Clara, CA) for qualitative and quantitative analysis. Enzymatic fragmentation and size selection were used to optimize the cDNA amplicon size. Illumina P5 and P7 sequences, a sample index, and TruSeq read 2 primer sequence were added *via* end repair, A-tailing, adaptor ligation, and PCR. The final libraries contained P5 and P7 primers used in Illumina bridge amplification. Sequence was generated using paired end sequencing (one end to generate cell specific, barcoded sequence and the other to generate sequence of the expressed poly-A tailed mRNA) on an Illumina NovaSeq 6000, with a S2 flow cell configured for 28 × 8 × 91 bp reads at a minimum of 50,000 reads/cell.

### Single-cell RNA-sequencing Analysis

The primary analytical pipeline for the scRNA-seq analysis followed the recommended protocols from 10X Genomics. Briefly, we demultiplexed raw base call (BCL) files generated by Illumina sequencers into FASTQ files, upon which alignment to the appropriate reference transcriptome (GRCh38-3.0.0), filtering, barcode counting, and unique molecular identifier counting were performed using 10X Cell Ranger software version 3.1.0. The company protocol uses the Chromium cell barcode to generate feature-barcode matrices encompassing all cells captured in each library. Cell Ranger aggr function was used to pool 3 HS lesion libraries into one combined HS lesion library. The secondary statistical analysis was performed using an R package in Seurat version 3.1.2, which performs quality control and subsequent analyses on the feature-barcode matrices produced by Cell Ranger (44). In Seurat, data was first normalized and scaled after basic filtering for minimum gene and cell observance frequency cut-offs. We then closely examined the data and performed further filtering based on a range of metrics in order to identify and exclude possible multiplets (i.e., instances where more than one cell was present and sequenced in a single emulsified gel bead). The removal of further technical artifacts was performed using regression methods to reduce noise. HS sample reads were integrated for downstream analysis.

After quality control procedures and integration were complete, we performed linear dimensional reduction calculating principal components using the most variably expressed genes in our dataset. Library size and/or the numbers of genes expressed across subsets of cells may necessitate the restriction of cells upon which the variably expressed genes were selected for inclusion when calculating principal components. Significant principal components for downstream analyses were determined through methods mirroring those implemented by Macosko and colleagues, and these principal components were carried forward for two main purposes: to perform cell clustering and to enhance visualization (45). Cells were grouped into an optimal number of clusters for *de novo* cell type discovery using Seurat's FindNeighbors() and FindClusters() functions (44). Graph-based clustering approaches with visualization of cells was achieved through the use of Uniform Manifold Approximation and Projection (UMAP) technique, which reduced the information captured in the selected significant principal components to two dimensions (46).

Differential expression of relevant cell marker genes was visualized on UMAP plot to reveal specific individual cell types. Additional downstream analyses included examining the cellular distribution of a priori genes of interest, closer examination of genes associated with cell clusters, and the refined clustering of cells in order to identify further resolution of cell types, in addition to comparing differences between experiments of different states. Combining multiple libraries using the integration strategy described by Stuart and colleagues allowed for calculation of differential expression, not only between clusters, but within clusters across libraries (47). This allowed for calculation of differential expression within cell types between multiple libraries/samples. Gene expression plots were created using Seurat's VlnPlot(), DotPlot(), FeaturePlot() functions (44, 47).

### Quantitative Polymerase Chain Reaction

HS samples (lesional) and normal skin from HC donors were collected and approved under the Duke University Health System IRB protocol Pro00102244 and Pro00079799 as well as exempt due to the nature of otherwise discarded tissue. RNA was extracted using the Direct-zol RNA Purification Kit (Zymo Research, catalog R2056). cDNA was synthesized using the iScript cDNA Synthesis Kit (Bio-Rad, catalog 1708890). qPCR was performed on 3 HS lesion samples and 3 HC samples in technical duplicates using the Fast SYBR Green Master Mix (Applied Biosystems, catalog 4385617) on a StepOnePlus Real-Time PCR machine. Primers for GBP1, GBP5, IRF1, and STAT1 (Integrated DNA Technologies) are listed in Supplementary Table 2. The melting temperature was 95°C for 3 s and the annealing/extension temperatures were 60°C for 30 s over 40 cycles. Data were normalized to average gene expression of HC skin using the comparative ΔΔ C_T_ method to quantify fold change (48).

Statistical analysis of qPCR results was performed using GraphPad Prism v9.0. Fold change values were log_2_ transformed. Data are represented as mean +/– standard error of the mean of these transformed values. A two-tailed, unpaired samples *t*-test was performed with α = 0.05.

### Immunohistochemistry

HS and normal skin samples were obtained from surgical excisions. The HS skin sample from the buttock was obtained with informed written consent in accordance with the Declaration of Helsinki and with the UT Southwestern IRB protocol STU 072018-067. A normal skin sample was obtained in accordance with the IRB protocol STU 072018-067. The tissues were preserved in paraffin blocks. Samples were deparaffinized in xylene with decreasing ethanol rehydration steps. For epitope retrieval, the slides were immersed in a boiling 10 mm sodium citrate buffer, 0.05% Tween 20, pH 6.0 solution for 30 min. The slides were incubated with a peroxidase suppressor and a blocking buffer from a commercialized IHC kit (Thermo Fisher Scientific, catalog 36000). Samples were then incubated overnight at 4°C with a rabbit monoclonal phospho-STAT1 antibody (Tyr701,clone 58D6) (Cell Signaling Technology, catalog 9167, 1:100), rabbit ISG15 polyclonal antibody (Thermo Fisher Scientific, catalog PA5-31865, 1:100), rabbit polyclonal IFN-β antibody (Novus Biologicals, catalog NBP1-77288, 1:100), rabbit polyclonal OAS2 antibody (Thermo Fisher Scientific, catalog 19279-1-AP, 1:200), or rabbit OASL polyclonal antibody (Thermo Fisher Scientific, catalog PA5-31317, 1:100) at the indicated concentrations. Controls using no primary antibody and rabbit IgG isotype control (Thermo Fisher Scientific, catalog 02-6102) were also completed on the same block of tissue. A goat anti-rabbit IgG secondary antibody (Thermo Fisher Scientific, catalog G-21234) was employed followed by visualization with a DAB/metal concentrate (10x) diluted in a peroxide buffer (Thermo Fisher Scientific, catalog 36000). The samples were counterstained with Vector Nuclear Laboratories VECTOR Nuclear Fast Red (Thermo Fisher Scientific, catalog NC9483816). Images were captured with an Olympus BX46 microscope and CellSens software.

### Immunofluorescence

HS samples (lesional and non-lesional) and normal skin were collected and approved under the Duke University Health System IRB protocol Pro00102244 and Pro00079799 as well as exempt due to the nature of otherwise discarded tissue. Sections were fixed in 4% paraformaldehyde, permeabilized in 0.1% Triton X-100 and blocked in a blocking buffer containing 10% normal goat serum, 5% normal donkey serum, 1% BSA, and 0.05% Triton X-100. Samples were incubated with mouse cytokeratin (KRT)-14 (Novus Biologicals, catalog NBP2-34270, 1:100) and rabbit polyclonal OAS1 (Proteintech, catalog 14955-1-AP, 1:200) or mouse pan-cytokeratin (Abcam, catalog ab226477, 1:250) or unlabeled IgG controls (rabbit IgG, Southern Biotech, catalog 0111-01; mouse IgG, Santa Cruz Biotechnology, catalog sc-3877) overnight at 4°C. Samples were washed with 0.01% TritonX-100 and incubated with AF555-conjugated goat anti-rabbit IgG (Thermo Fisher Scientific, catalog A21428) and AF647-conjugated goat anti-mouse IgG (Thermo Fisher Scientific, catalog A21236) or Cy3-conjugated goat anti-mouse IgG (Thermo Fisher Scientific, catalog A10521) secondary antibodies for 60 min. Samples were then washed and incubated with FITC-conjugated mouse monoclonal CD14 antibody (clone 61D3) (Tonbo Biosciences, catalog 35-0149-T100) or FITC-conjugated isotype IgG control (clone MOPC-21) (Tonbo Biosciences, catalog 35-4714-U100) for 45 min, followed by washing. Nuclear staining was performed with Hoechst solution. Images were captured with an Olympus IX73 inverted microscope and CellSens software.

## Results

### Microarray Dataset Comparison Between HS Lesions and Chronic Non-Healing Wounds Reveals Shared Enrichment in Genes Involving Innate Immunity and Phagocytosis

Our previous work found that HS shares an antimicrobial and SG gene signature with skin wounds that go on to heal (16). While this transcriptomic analysis showed that interferon stimulated genes (ISGs) were elevated in HS lesions as well as in the inflammatory phase of healing wounded skin, we did not address how such an immune response may relate to a chronic wound environment (16). Therefore, we here included an additional dataset from DFUs (GSE80178) (31) in the comparison between HS lesions (GSE72702) (30) and HW in the inflammatory phase (GSE97615) (32) to characterize the shared characteristics of HS with healing and non-healing skin. During wound healing, the inflammatory phase is important for controlling microbial colonization and eliminating cellular and microbial debris *via* phagocytosis (14). Analysis of the DFU dataset identified DEGs with an adjusted *p*-value ≤0.05 in the comparisons between both “Diabetic Foot Ulcer vs. Diabetic Foot Skin” and “Diabetic Foot Ulcer vs. Foot Skin,” but not in “Diabetic Foot Skin vs. Foot Skin” (31). For the HS dataset, we identified DEGs between HS lesions and non-lesional HS skin with an adjusted *p*-value ≤0.05 (30). Finally, in the HW dataset, either day 3 or 6 post-wound skin samples were compared with unwounded “day 1” samples to determine DEGs with an adjusted *p*-value ≤0.05 (32). We found that many DEGs involved in IFN pathways were upregulated among all three datasets, including *IRF7, ISG15, ISG20*, and *OASL* (Figure 1A). Similarly, many DEGs that encode for AMPs were upregulated among these datasets, such as *DEFB4, S100A7A, S100A8*, and *S100A9* (Figure 1A). In the overlap analysis between HS and DFU alone, we determined that DEGs associated with phagocytosis, Fc-mediated signaling, and monocyte activation were upregulated (Figure 1A). However, DEGs associated with SG function, including *DCD* and *PIP*, were downregulated in this comparison (Figure 1B). Together, our data indicate that HS and DFU share a gene signature of antimicrobial activity, IFN signaling, and macrophage function with diminished expression of SG associated genes.

**Figure 1:**
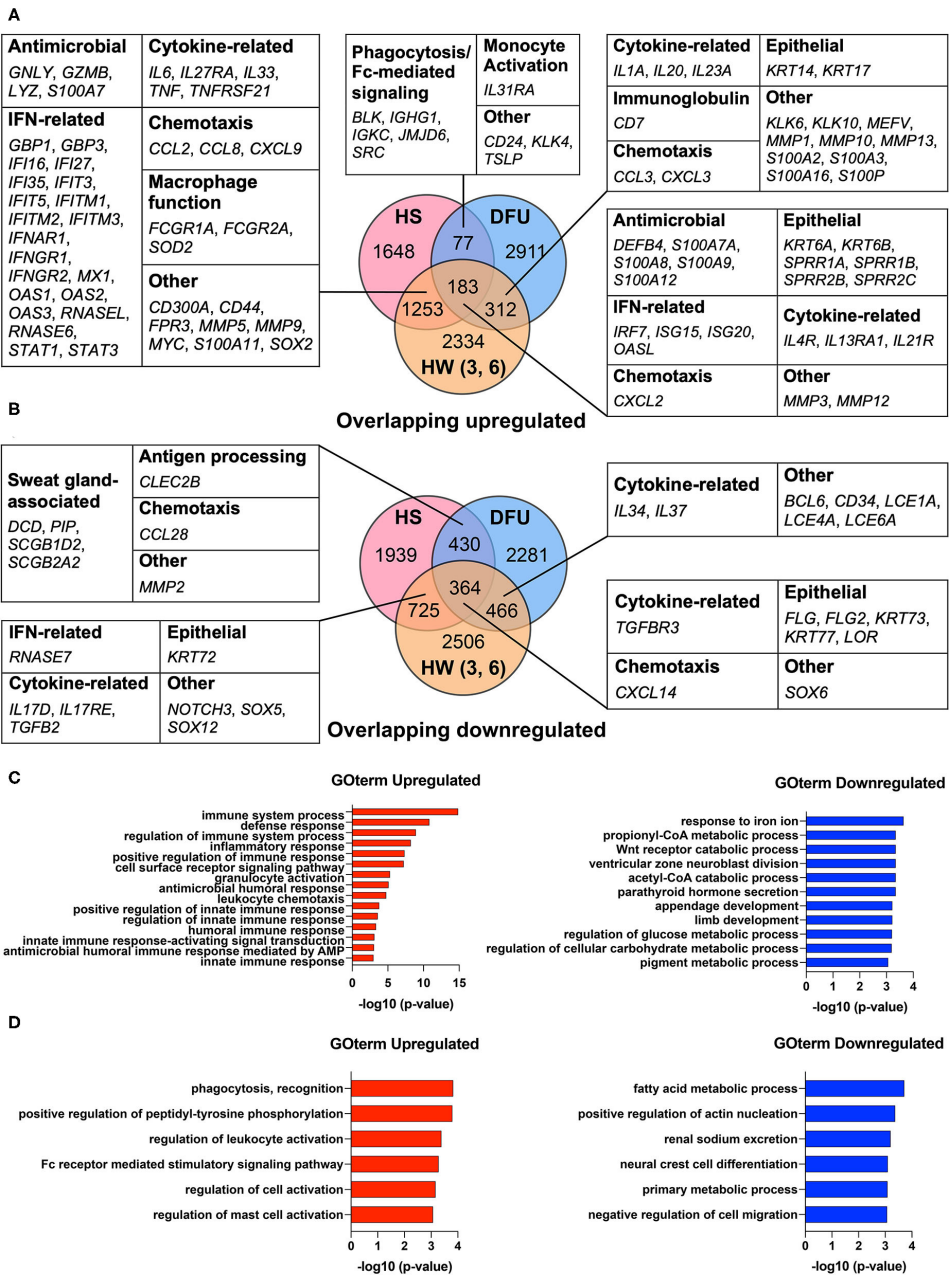
HS and DFU share an increased innate immune response enriched in macrophage function. **(A)** Notable upregulated DEGs shared between HS, HW, and DFU organized by biological function. Numbers in overlapping circles indicate the amount of shared upregulated genes for that respective comparison. Comparisons involving the HW dataset included “day 3 vs. day 1”, “day 6 vs. day 1”, or “day 3 and 6 vs. day 1”. **(B)** Notable downregulated DEGs shared between HS, HW, and DFU organized by biological function. **(C)** Enriched biological processes in the analysis of HS, HW, and DFU. DEGs in the HS dataset were used as the background dataset. **(D)** Enriched biological processes in the analysis of HS and DFU only. DEGs in the HS dataset were used as the background dataset. DEG, differentially expressed gene; HW (3, 6), healing wound, post-wound days 3 and/or 6 vs. day 1; DFU, diabetic foot ulcer.

To better understand the biological processes that are significantly altered in HS, DFU, and the inflammatory phase of HW, we performed Gene Ontology Enrichment Analysis (GOrilla) among DEGs upregulated across all three datasets using DEGs in the HS dataset as a background set (49). The same was performed for downregulated DEGs across all three datasets (49). We found that innate immunity-related GO terms, including “positive regulation of innate immune response” (GO:0045089, *p* = 1.53E-5), “regulation of innate immune response” (GO:0045088, *p* = 2.43E-5), and “innate immune response” (GO:0045087, *p* = 7.05E-5), were significantly enriched (Figure 1C). GO terms relating to cellular metabolic processes were among the most significantly reduced in the shared downregulated DEGs (Figure 1C). To focus our analysis on the shared characteristics between HS and chronic wounds, we used GOrilla to compare shared upregulated DEGs in the HS and DFU datasets only. Among the most significantly enriched processes included “phagocytosis, recognition” (GO:0006910, *p* = 1.47E-4) and “Fc receptor mediated stimulatory signaling pathway” (GO:0002431, *p* = 5.16E-4) (Figure 1D). Overall, our results suggest that the innate immune processes observed in HS and DFUs are enriched in pathways related to phagocytosis and Fc receptor-mediated signaling.

### Single-cell RNA Sequencing Uncovers Upregulation of Immune System Processes in Immune and Skin-structural Cells

To examine the cell types and cell-specific transcriptome of HS, we performed scRNA-seq on cells isolated from axillary lesions excised from 3 patients with severe HS and normal skin from 1 healthy control (HC). 

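Cells of each donor were captured and sequenced as 1 droplet-based library (10x Genomics), in which every transcript molecule carries a unique molecular identifier (UMI) and is counted once. The authors deposited the UMI counts per gene and cell that Cell Ranger 3.1.0 produced on the GRCh38 reference, without normalization. The counts held 74308976 UMIs in HS replicate 1, 189507768 in HS replicate 2, 95608978 in HS replicate 3 and 49668961 in HC. The median per cell was 5436, 10427, 5463 and 3807 UMIs in the same order. Starting from these counts, cells with at least 200 detected genes and at most 20% mitochondrial UMIs were kept, and the cells with the highest Scrublet doublet scores were removed at a rate of 0.8% per 1000 cells of a library. The 4 libraries were integrated and clustered with Seurat 5.3.0 on 2000 variable genes, 30 dimensions and a resolution of 1. The genes that the paper reports as results, immunoglobulin genes and sex-linked genes were left out of the clustering, so that a cell class was not defined by its own results. For each class, the raw counts were summed over the cells of each library, and the 3 HS libraries were compared with the HC library by edgeR's quasi-likelihood test with TMM normalization, edgeR's filter on genes with low counts and Benjamini-Hochberg adjustment over the genes tested in the class, at a threshold of 0.05. A library entered with at least 10 cells of the class, and single cells were not treated as replicates. The HC group is 1 library, so the test assumes that HC donors vary as the HS donors do, and disease cannot be separated from any other difference between the HC donor and the patients. An exact permutation of 3 libraries against 1 cannot give a p below 0.25. In simulated counts of 9532 genes in the monocyte/macrophage-like class, of which 200 were changed, edgeR recovered 43.5% of the genes changed by 3 on the log2 scale and 0% of those changed by 2, so an adjusted p above the threshold leaves room for changes of that size. Log2 fold changes are HS relative to HC and CPM values are edgeR's TMM-normalized counts relative to library size. Gene positions are on GRCh38 from GENCODE release 44. Confidence intervals are exact 95% binomial (Clopper-Pearson) intervals and cover counting error only. The filters, classes, tests and alternatives were chosen before the data were examined, except where stated.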

A total of 23,911 cells in HS lesions and 9,713 cells in HC skin were sequenced, with a median of 1,842 genes detected in HS and 1,504 genes detected in HC. 

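The deposited counts held 10009 cells in HS replicate 1, 6795 in HS replicate 2 and 7107 in HS replicate 3, which is 23911 HS cells in total, and 9773 cells in HC. The median number of genes detected per cell was 1658, 2373 and 1798 in the HS libraries, 1842 over all HS cells together, and 1504 in HC. The filters on detected genes and mitochondrial UMIs left 6552, 5670 and 6146 HS cells and 7938 HC cells, from which 343, 257, 302 and 504 cells were removed as doublets. The 17466 HS cells and 7434 HC cells that remained had a median of 2206 and 1797.5 genes.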

We performed unsupervised clustering analysis which grouped cells into 32 clusters (Figure 2A). From these clusters, we identified 18 cell types using signature genes (Figures 2B,C, and Supplementary Table 3). 

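Clustering of the filtered cells gave 30 clusters, and between 26 and 33 clusters under the other clustering settings. Each cluster was compared with marker lists for 21 cell classes, which hold the signature genes of Supplementary Table 3 that the paper does not also report as results, and further markers. A cluster took the name of the class with the highest mean log2 ratio of its markers to the other clusters if at least 3 of these markers were detected in at least 10% of its cells and no other class had more markers among its 10 leading genes. The classes are called monocyte/macrophage-like, T-cell-like and so on because they rest on transcripts alone. The monocyte/macrophage-like class joined a cluster of 999 cells with C1QA, C1QB and CD163 among its leading genes and a cluster of 609 cells with FCN1 and S100A12 among them. A cluster of 592 cells with a median of 832.5 UMIs, led by C1QC, had fewer than 3 detected markers of its best class and stayed unnamed.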

The majority of cells in the control samples were epithelial cells (keratinocytes, melanocytes, and SG cells), fibroblasts, and the dermal components of blood vessels, including endothelial cells and pericytes (Figure 2D and Supplementary Figure 1). On the other hand, immune cells comprised a greater proportion of HS samples than of control (Figure 2D and Supplementary Figure 1). 

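Of the 7434 HC cells, 2931 were endothelial-like (39.4%, 95% confidence interval 38.3 to 40.6%), 1589 fibroblast-like (21.4%, 20.5 to 22.3%), 772 pericyte-like (10.4%, 9.70 to 11.1%) and 493 keratinocyte-like (6.63%, 6.08 to 7.22%). Melanocyte-like cells made up 1.94% and sweat-gland-like cells 0.70%. In the HS libraries, the mean share was 0.496% ± 0.318 (SD, n = 3) for endothelial-like cells, 2.22% ± 0.70 for fibroblast-like cells, 0.0524% ± 0.0348 for pericyte-like cells and 0.329% ± 0.313 for keratinocyte-like cells, and each of the 3 libraries lay below HC for each of these 4 classes. Of the settings tried, leaving out the integration of the libraries moved the fibroblast-like share of HC most, to 25.4%. An exact permutation test of these shares, with 3 libraries against 1, cannot give a p below 0.25.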

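Immune cells took larger shares of the HS libraries than of HC. T-cell-like cells made up 39.9%, 12.0% and 23.5% of the cells of HS replicates 1 to 3 (mean 25.1% ± 14.0, SD, n = 3) and 5.70% of HC (95% confidence interval 5.19 to 6.26%). Plasma-cell-like cells made up 3.25%, 51.5% and 12.5% (mean 22.4% ± 25.6) and 1.39% of HC, so the HS mean rests on HS replicate 2, and B-cell-like cells made up 12.0% ± 4.26 and 1.49%. Natural-killer-like cells took 13.2%, 2.81% and 2.70% of the HS libraries and 1.94% of HC, and Langerhans-like cells 5.59%, 1.05% and 1.66% against 1.88%, where HS replicates 2 and 3 lay below HC. The B-cell-like share of HC was 0% without integration and 0.252% with doublets kept, and the plasma-cell-like share of HC was 0.0775% with cells of at least 500 genes only.

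**Figure D1:**
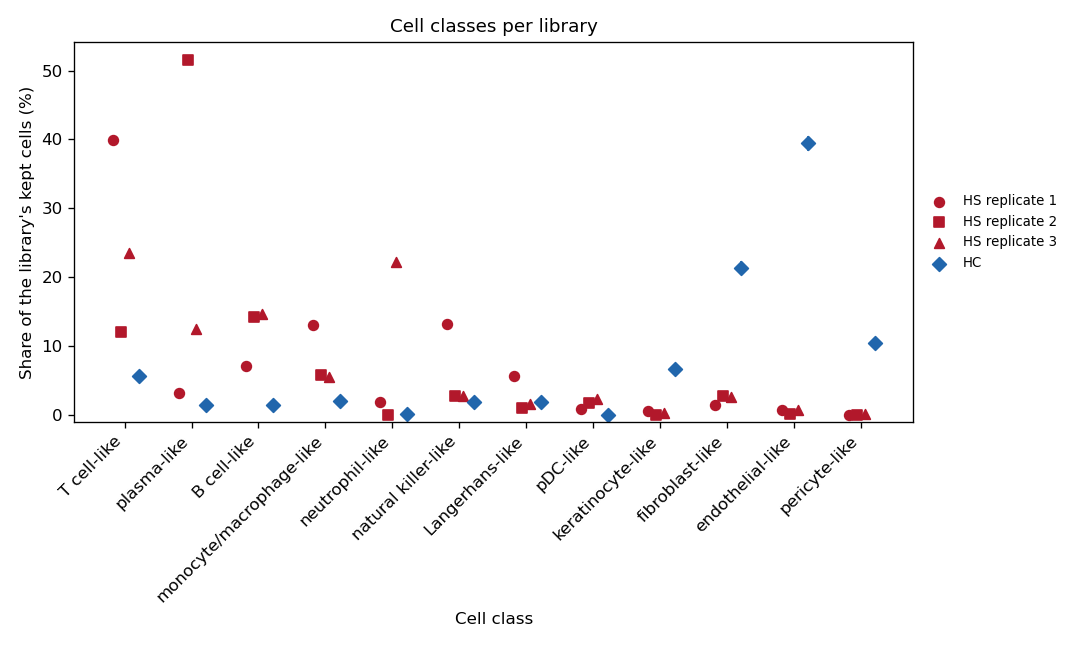
Share of cells (%, linear axis) of selected cell classes in the 3 HS libraries and the HC library, 1 point per library. The plasma-cell-like shares of the HS libraries spread from 3.25% to 51.5%, and the endothelial-like share of HC, 39.4%, lies above all HS libraries.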

GOrilla analysis on DEGs in HS relative to HC for each cell type revealed significantly enriched biological processes; the top 15 GO terms for select epithelial and immune cells are represented in Supplementary Figure 2. 

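The number of genes past an adjusted p of 0.05 was counted for each class from the edgeR comparison of HS with HC. In monocyte/macrophage-like cells 4 genes rose and 46 fell of 12471 tested, and in T-cell-like cells 69 rose and 196 fell of 13459. In natural-killer-like cells 8 genes rose and 68 fell of 8616, in Langerhans-like cells 83 rose and 292 fell of 9901, and in keratinocyte-like cells, where only HS replicates 1 and 3 had enough cells, 44 rose and 85 fell of 9482. Sweat-gland-like cells numbered 9 in HS replicate 1, 0 in HS replicate 2 and 1 in HS replicate 3, too few for a test at this minimum. The counts depend on single libraries. Without HS replicate 1, 424 genes rose and 593 fell in monocyte/macrophage-like cells, and without HS replicate 2 or HS replicate 3 none passed in edgeR, although 1572 and 1759 genes had an unadjusted p below 0.05. With DESeq2 in place of edgeR, 174 genes rose and 317 fell in this class, and without a filter on low counts 148 rose and 315 fell, so the ratio of rises to falls depends on the processing. In T-cell-like cells, 279 genes rose and 394 fell with DESeq2, and 300 rose and 549 fell without HS replicate 1. Without HS replicate 2, 3 genes rose and 51 fell in T-cell-like cells, and 99 genes passed in natural-killer-like cells and 59 in Langerhans-like cells.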

Notably, “immune effector process” (GO:0002252) and “immune response” (GO:0006955) were present not only in immune cells clusters such as monocytes/macrophages, dendritic cells (DCs), Langerhans cells (LCs), and B/T cells, but also in keratinocytes and SG cells (Supplementary Figure 2). Humoral and complement-related GO terms were also enriched in the cell types represented in Supplementary Figure 2. Biological processes related to phagocytosis, including “phagocytosis, recognition” (GO:0006910) and “phagocytosis, engulfment” (GO:0006911) were among the top 15 most enriched GO terms in all cell types represented in Supplementary Figure 2.

**Figure 2:**
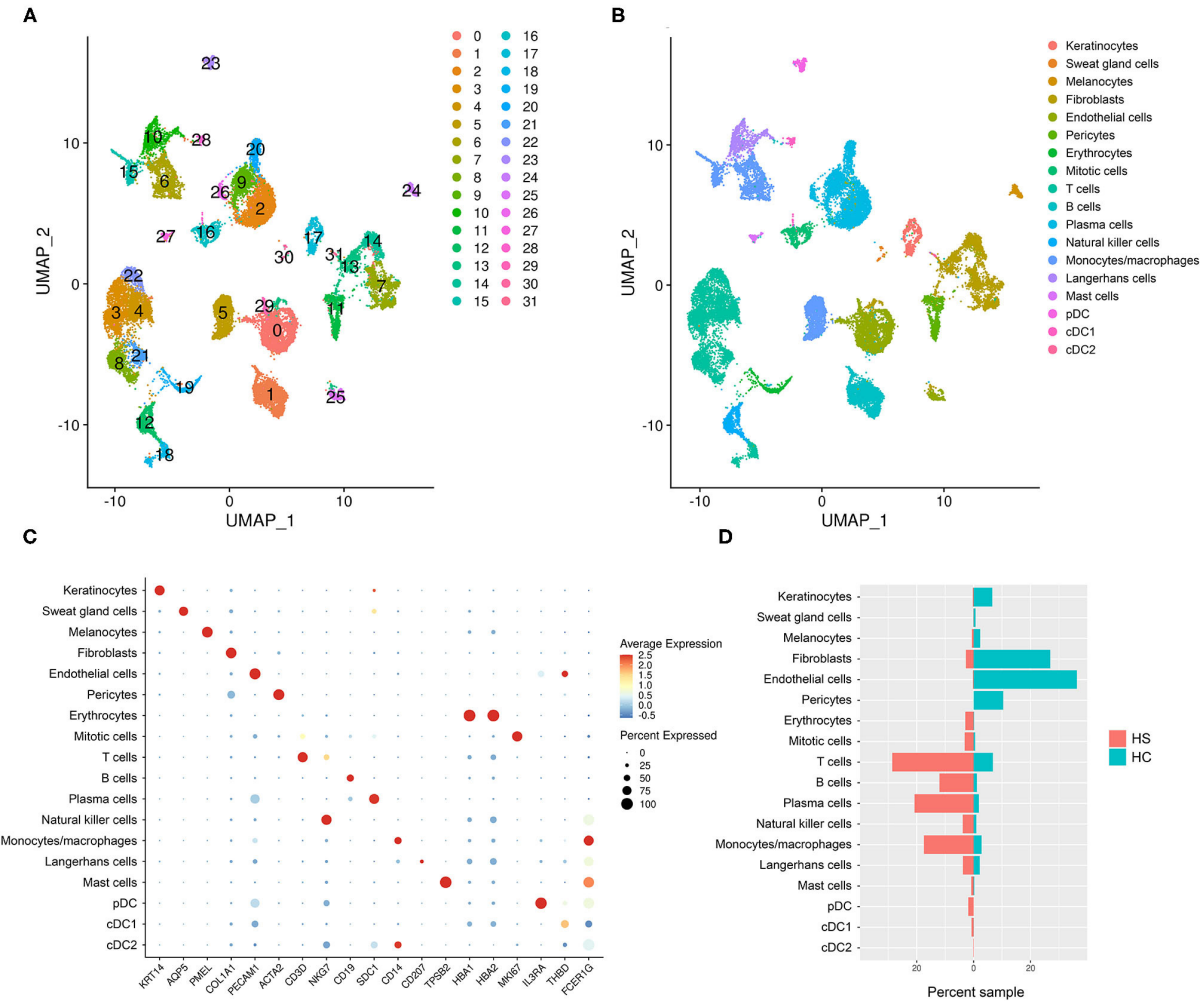
scRNA-sequencing reveals a relative abundance of immune cells in HS skin lesions. **(A)** Unsupervised clustering represented in a UMAP plot of skin samples collected from 3 patients with HS and 1 HC. **(B)** UMAP plot of clusters grouped by cellular identity. **(C)** Dot plot of the percent expressed and average expression of signature genes for clusters grouped by cellular identity. **(D)** Sample distribution of cell populations by percent of total sample organized by whether they came from HS or HC skin. cDC, conventional dendritic cell; HC, healthy control; pDC, plasmacytoid dendritic cell. “Mitotic cells” were defined as KI67-expressing cells in the mitotic phase of the cell cycle.

Gudjonsson and colleagues have recently reported enrichment of humoral and complement-related processes in HS skin and performed in-depth analysis of these immune compartments at a single-cell level (23). Likewise, although T cells were one of the greatest contributors to the immune cell population in our scRNA-seq analysis, their transcriptomic profile has been well-described by Lowe and colleagues (Figure 2D) (50). Given that our dataset comparison between HS lesions, DFUs, and HWs in the inflammatory phase revealed a shared antiviral, antimicrobial, and phagocytic gene signature, we next focused our attention on monocytes/macrophages and other pertinent innate immune components in our scRNA-seq analysis.

### Activated M1 Macrophages Enriched in Genes Relating to Phagocytosis, Respiratory Burst, and Antibody-Dependent Cellular Cytotoxicity Are Present in HS Skin Lesions

A key feature in the dataset comparison between HS and HW in the inflammatory phase and between HS and DFU was the shared upregulation of DEGs related to macrophage function, phagocytosis, and Fc receptor-mediated signaling (Figure 1A). Monocytes/macrophages not only contributed substantially to the cellular composition of HS lesions in our scRNA-seq analysis, but also play critical roles in wound healing and skin inflammation (Figure 2D). Therefore, we examined this cell population in depth through single-cell profiling.

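Monocyte/macrophage-like cells numbered 814, 314 and 324 in HS replicates 1 to 3, or 13.1%, 5.80% and 5.54% of the cells (mean 8.15% ± 4.30, SD, n = 3). In HC, 156 cells belonged to this class, or 2.10% (95% confidence interval 1.79 to 2.45%). Each HS library lay above this interval. The unnamed cluster led by C1QC was not counted here. It held 290 cells of HC (3.90%) and 83, 42 and 177 cells of HS replicates 1 to 3 (1.34%, 0.776% and 3.03%). Counting it would narrow the gap between HS and HC, and the shares were not computed with it. The cells had a median of 9822.5, 8536.5 and 16116.5 UMIs in the HS libraries and 4273.5 in HC, so that the HC sums hold 725849 UMIs against 3968834 or more in each HS library.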

Following extravasation from the blood, monocytes can differentiate into macrophages in tissues like the skin and under the influence of micro-environmental signals that drive the acquisition of a functional phenotype (51). In the skin, macrophages are important resident immune cells that can be classified by a pro-inflammatory (M1) or anti-inflammatory (M2) phenotype (12). Due to their dichotomous functions across multiple stages of wound healing, we sought to identify if monocytes/macrophages in HS lesions are polarized toward an M1 or M2 phenotype (14). We analyzed the expression of surface markers and transcription factors in the monocyte/macrophage clusters from our scRNA-seq analysis (Figure 3). Multiple genes associated with M1-like macrophages were upregulated in HS lesions as shown in Figure 3 (11). 

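Of 75 genes with a value for monocytes/macrophages in Figure 3, the text or Tables 1 to 3, 68 changed in the paper's direction in the edgeR comparison of monocyte/macrophage-like cells, of which 2 passed the threshold. With DESeq2 the same number of directions was found and 23 of these genes passed, and without HS replicate 1, 24 passed with 62 of 74 genes in the paper's direction. Without HS replicate 2 or without HS replicate 3, 0 passed, with 66 of 74 genes in the paper's direction each time. Across all genes, the median log2 fold change was 0.0938. Among the genes shown in Figure 3 alone, IDO1 rose by a log2 fold change of 6.81 (standard error 1.66, adjusted p = 0.151 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 278, 60.7 and 114 CPM in the HS libraries and 1.33 CPM in HC. IL4I1 rose by 3.98 (standard error 0.79, adjusted p = 0.117) and passed without HS replicate 1 (adjusted p = 0.00165). CCL4 fell by 1.51 on the log2 scale, with 141, 224 and 280 CPM in HS and 612 CPM in HC, and passed without HS replicate 1 (adjusted p = 0.0381).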

Notably, we found upregulation of MHC class II (*HLA-DRB5*, log_2_FC = 1.24, *p* = 1.43E-15) and *STAT1* (log_2_FC = 1.54, *p* = 3.92E-40) genes, which are characteristic of M1 macrophages (Figure 3) (11). 

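HLA-DRB5 (ENSG00000198502; chromosome 6, 32517353 to 32530287) had a log2 fold change of 6.53 in monocyte/macrophage-like cells (standard error 2.76, adjusted p = 0.277 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its reads can be shared with other HLA-DRB genes and its presence differs between people, so its value is uncertain and is given for the groups only.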

In agreement with M1 macrophage polarization in HS skin, genes characteristic of a M2 phenotype were downregulated (Figure 3) (11). For instance, we observed decreased expression of genes encoding for the M2 macrophage receptor *CD163* (log_2_FC = −1.23, *p* = 3.46E-44) and Mannose Receptor C-Type 1 *MRC1* (log_2_FC = −1.59, p = 4.59E-67) (Figure 3) (11). These genes are important for the anti-inflammatory response *via* scavenging of hemoglobin-haptoglobin complexes and endocytosis of pro-inflammatory glycoproteins, respectively (52, 53).

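CD163 (ENSG00000177575; chromosome 12, 7470811 to 7503893) had 164, 404 and 749 CPM in the monocyte/macrophage-like cells of the HS libraries and 997 CPM in HC, a log2 fold change of -1.18 (standard error 0.75, adjusted p = 0.434 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The HS libraries differ from each other by more than their mean differs from HC, and the gene passed the threshold in 0 of 17 settings. MRC1 (ENSG00000260314; chromosome 10, 17809348 to 17911164) had 93.2, 102 and 212 CPM in HS and 873 CPM in HC, a log2 fold change of -2.69 (standard error 0.50, adjusted p = 0.107), which passed the threshold without HS replicate 1 (adjusted p = 0.0127). MSR1, shown in Figure 3, fell by 1.85 on the log2 scale (standard error 0.35, adjusted p = 0.109) and passed without HS replicate 1 (adjusted p = 0.0179). LYVE1 (ENSG00000133800; chromosome 11, 10556966 to 10611689) had 1.93, 2.23 and 1.43 CPM in HS and 985 CPM in HC, a log2 fold change of -9.05 (standard error 0.34, adjusted p = 0.00845), and did not pass without HS replicate 2 (adjusted p = 0.0727) or without HS replicate 3 (adjusted p = 0.105). Neither MRC1 nor MSR1 passed without HS replicate 2 or without HS replicate 3. The proportions of the clusters joined in this class were not compared between HS and HC. A difference in their mixture is therefore not excluded for these falls. From the rise of genes of M1 macrophages and the fall of genes of M2 macrophages in HS relative to HC, the paper concludes that the monocytes/macrophages of HS lesions are polarized toward an M1 phenotype.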

**Figure 3:**
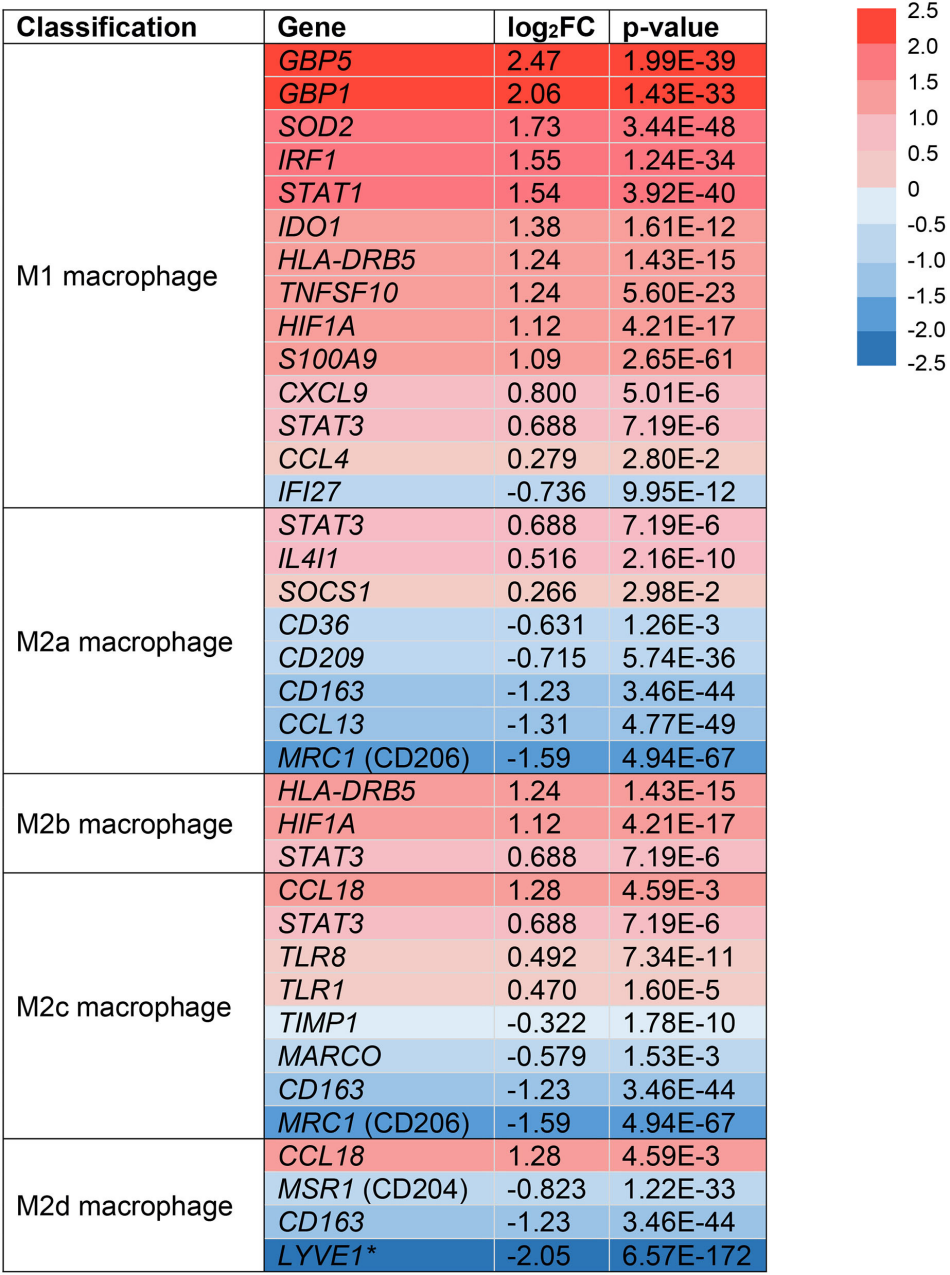
Monocyte/macrophage populations are transcriptionally polarized toward an M1 macrophage phenotype in HS skin. log_2_FC of gene expression was calculated by comparing HS samples to HC skin within the monocyte/macrophage clusters. Values that depict an increased log_2_FC gene expression in HS relative to HC are colored in red and those that depict a decreased expression are colored in blue. *Expressed in tumor-associated macrophages. FC, fold change; HC, healthy control.

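The level of GBP5 was compared between cell classes within the 3 HS libraries, over the 12 classes with at least 10 cells in each, by edgeR's quasi-likelihood test with library as a block. GBP5 (ENSG00000154451; chromosome 1, 89256189 to 89272860) was highest of the 12 in T-cell-like cells, at 168 ± 31.9 CPM, and ranked 3 in monocyte/macrophage-like cells, at 87.0 ± 37.1 CPM, behind erythrocyte-like cells. In monocyte/macrophage-like cells it was higher than in 9 of the 11 other classes, past the threshold in 7, and lower than in T-cell-like cells past the threshold. Neutrophil-like cells lay outside this comparison, because HS replicate 2 held 1 such cell. They had 1275 CPM of GBP5 in HS replicate 1 and 2532 in HS replicate 3, without TMM normalization, above the 219 and 289 CPM of T-cell-like cells on the same scale. With them counted among the monocytes/macrophages, GBP5 was higher than in 10 of the 11 and no class lay higher past the threshold.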

Between cell populations, key M1 macrophage genes such as *GBP5* and *STAT1* had high average expression and percentage expression in monocytes/macrophages but not in other immune cells (Figure 4A). To further investigate the apparent profile of M1 transcriptional polarization, we analyzed the average expression level and proportion of monocytes/macrophages expressing M1 and M2 macrophage genes between HS and HC skin. Indeed, M1 macrophage genes appeared to be more highly expressed across a greater proportion of cells in HS compared to HC skin (Figure 4B). 

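Shares of monocyte/macrophage-like cells with at least 1 UMI of a gene were computed after each cell was thinned to 1000 UMIs, because the HS cells held more UMIs than the HC cells. GBP1 was detected in 18.1% ± 7.33 (SD, n = 3) of HS cells and 1.43% of HC cells (95% confidence interval 0.174 to 5.07%). The shares were 8.49% ± 3.52 and 0.714% for GBP5 and 19.7% ± 7.00 and 8.57% for IRF1, and each HS library lay above HC for each of these genes. T-cell-like cells had GBP5 in 17.8% of HS cells and 5.09% of HC cells. Without thinning, the GBP1 shares were 59.9% in HS and 10.3% in HC. Among M1 genes, the log2 fold change in CPM was 3.01 for GBP1 (standard error 0.43, adjusted p = 0.0747 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 3.01 for GBP5 (standard error 0.71, adjusted p = 0.146). Both passed the threshold without HS replicate 1, with adjusted p = 0.00710 and 0.0280, and neither passed without HS replicate 2 or without HS replicate 3. GBP1 passed in 5 of 17 settings and GBP5 in 3 of 17.

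**Figure D2:**
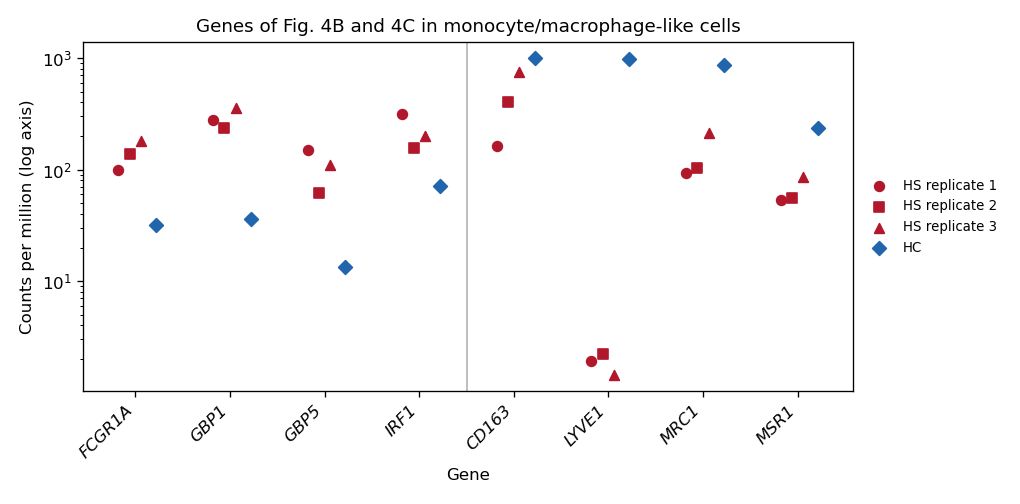
TMM-normalized CPM (log axis) of M1 and M2 macrophage genes in the monocyte/macrophage-like cells of the 3 HS libraries and the HC library, 1 point per library. The 3 HS libraries lie above HC for FCGR1A, GBP1, GBP5 and IRF1 and below HC for CD163, MRC1 and LYVE1.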

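Genes of M2 macrophages were detected in fewer monocyte/macrophage-like cells of HS than of HC after thinning to 1000 UMIs. CD163 was found in 27.7% ± 12.9 (SD, n = 3) of HS cells and 55.7% of HC cells (95% confidence interval 47.1 to 64.1%), MRC1 in 10.7% ± 3.97 and 47.1% (38.7 to 55.8%), MSR1 in 5.01% ± 1.51 and 19.3% (13.1 to 26.8%) and LYVE1 in 0.190% ± 0.169 and 32.9% (25.2 to 41.3%). Every HS library lay below HC for these 4 genes. T-cell-like cells, which should lack CD163, showed it in 0.0135% of HS cells and 0.255% of HC cells. Without thinning, CD163 was detected in 69.6% ± 18.6 of HS cells and 80.1% of HC cells, and 1 of the 3 HS libraries lay above HC. The class joins a cluster with C1QA, C1QB and CD163 among its leading genes and a cluster with FCN1 and S100A12 among them. Their proportions were not compared between HS and HC. A difference in this mixture is therefore not excluded as a source of the lower shares.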

On the contrary, there was reduced and less abundant expression of M2 macrophage genes in HS compared to HC skin (Figure 4C). At a bulk transcriptional level, genes associated with M1-like macrophages such as *GBP5* and *STAT1* were upregulated in HS tissue (Figure 4D). Given that these genes were most strongly and abundantly expressed by monocytes/macrophages compared to other cellular populations, the upregulation of M1 macrophage genes in HS lesions likely indicates transcriptional polarization of macrophages.

**Figure 4:**
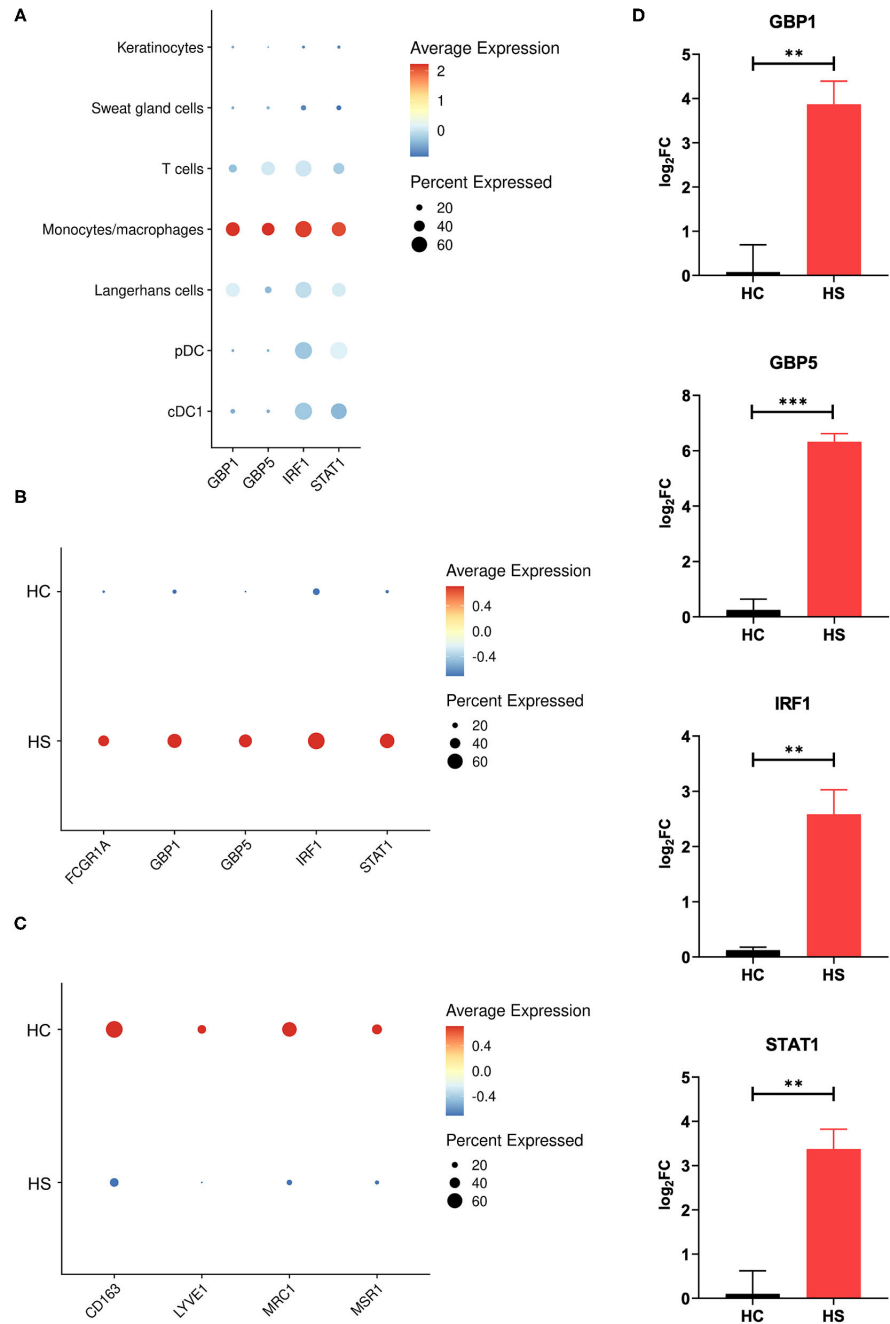
M1 macrophage genes are more abundantly expressed in HS skin. **(A)** Dot plot showing the percent expressed and average expression of select M1 macrophage genes between key cellular populations in HS skin. **(B)** Dot plot showing the percent expressed and average expression of select M1 macrophage genes between HS and HC skin in monocyte/macrophage populations. **(C)** Dot plot showing the percent expressed and average expression of select M2 macrophage genes between HS and HC skin in monocyte/macrophage populations. **(D)** qPCR of *GBP1* (log_2_FC = 3.87, **p < 0.01), *GBP5* (log_2_FC = 6.33, ***p < 0.005), *IRF1* (log_2_FC = 2.58, **p < 0.01), and *STAT1* (log_2_FC = 3.38, **p < 0.01) in HS lesions and HC skin. log_2_FC is expressed as an average of skin samples from 3 HS or HC patients relative to HC skin. Measurements were collected in duplicate. Data is represented as the mean log_2_FC value +/– standard error of the mean. cDC, conventional dendritic cell; HC, healthy control; pDC, plasmacytoid dendritic cell.

Many key functions of monocytes/macrophages are mediated *via* the Fc signaling pathway. Ligand binding to Fc receptor (FcR) leads to a signaling cascade mediated by immunoreceptor tyrosine-based motifs, resulting in activation or inhibition of an immune response (54). 

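Genes of Fcγ receptors were compared between the monocyte/macrophage-like cells of HS and HC. FCGR1A (ENSG00000150337; chromosome 1, 149782671 to 149791675) had 99.0, 138 and 179 CPM in HS and 31.9 CPM in HC, a log2 fold change of 2.12 (standard error 0.49, adjusted p = 0.142 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and passed the threshold without HS replicate 1 (adjusted p = 0.0111). FCGR1B rose by a log2 fold change of 0.77 (standard error 0.40, adjusted p = 0.356). FCGR3A (ENSG00000203747; chromosome 1, 161541759 to 161550968) rose by 2.49 (standard error 0.51, adjusted p = 0.121), and without HS replicate 1 by 2.22 (adjusted p = 0.0159). Neither FCGR1A nor FCGR3A passed without HS replicate 2 or without HS replicate 3. FCGR2A fell by 0.66 on the log2 scale (standard error 0.28, adjusted p = 0.279), with 302, 254 and 267 CPM in HS and 432 CPM in HC, and stayed below HC in each of the 17 settings with a test. FCGR3B had 16.9, 0.557 and 4.30 CPM in HS and 2.66 CPM in HC, a log2 fold change of 1.52 (standard error 2.30, adjusted p = 0.745) that rests on HS replicate 1, and without it the change was -0.05. FCGR1A and FCGR1B, and FCGR3A and FCGR3B, are near-identical pairs whose reads can be split between them, so their values are uncertain.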

We found that receptor genes associated with inflammatory immune responses *via* the FcγR signaling pathway were upregulated in the monocyte/macrophage population within HS skin. These genes included *FCGR1A* (log_2_FC = 1.28, *p* = 5.09E-24), *FCGR1B* (log_2_FC = 0.732, *p* = 1.97E-9), *FCGR2A* (log_2_FC = 0.548, *p* = 4.00E-4), *FCGR3A* (log_2_FC = 0.704, *p* = 1.11E-11), and. *FCGR3B* (log_2_FC = 1.23, *p* = 3.26E-12) (Figures 5A,B and Table 1). 

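LYN (ENSG00000254087; chromosome 8, 55879835 to 56014169) had 306, 234 and 314 CPM in the monocyte/macrophage-like cells of HS and 126 CPM in HC, a log2 fold change of 1.17 (standard error 0.34, adjusted p = 0.186 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PTPN6 rose by 0.98 (standard error 0.39, adjusted p = 0.255) and SYK by 0.64 (standard error 0.28, adjusted p = 0.291). All 3 HS libraries lay above HC for each of these genes, and the direction held in each of the 17 settings with a test.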

Genes involving the signaling cascade were also upregulated, including *LYN* (log_2_FC = 1.24, *p* = 2.33E-32), *PTPN6* (log_2_FC = 0.708, *p* = 1.62E-10), and *SYK* (log_2_FC = 0.266, *p* = 2.79E-3) (Table 1) (54).

**Figure 5:**
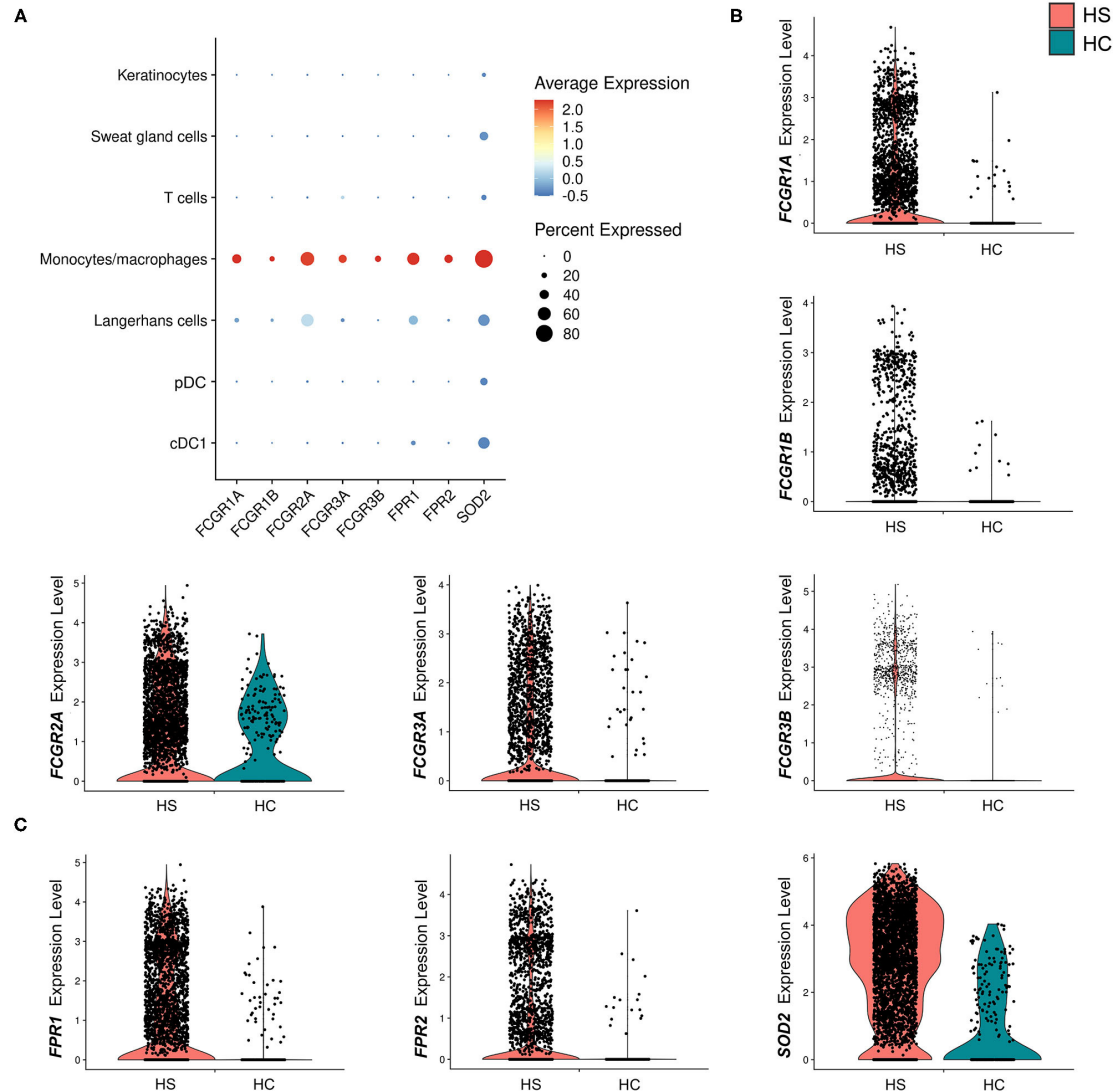
Macrophages in HS lesions show upregulation of markers associated with Fc signaling and metabolic activity. **(A)** Dot plot showing the percent expressed and average expression of genes related to phagocytosis and metabolic activity between key cellular populations in HS skin. **(B)** Violin plots for the monocyte/macrophage cluster of genes related to Fc signaling. **(C)** Violin plots for the monocyte/macrophage cluster of genes related to respiratory burst. cDC, conventional dendritic cell; HC, healthy control; pDC, plasmacytoid dendritic cell.

**Table 1:** Genes related to Fcγ signaling are upregulated in monocytes/macrophages of HS lesions compared to healthy control skin.

**Gene**	**Protein**	**log_**2**_FC**	***p*-value**	**Function in Fc signaling**	**Downstream effects**	**Ref**.
*FCGR1A*	FcγRIa (CD64a)	1.28	5.09E-24	Activating receptor	ADCC; phagocytosis; cytokine secretion	(54–56)
*FCGR1B*	FcγRIb (CD64b)	0.732	1.97E-9	Activating receptor	ADCC; phagocytosis; cytokine secretion	(54–56)
*FCGR2A*	FcγRIIa (CD32a)	0.548	4.00E-4	Activating/inhibitory receptor	Phagocytosis; cytokine secretion	(56, 57)
*FCGR3A*	FcγRIIIa (CD16a)	0.704	1.11E-11	Activating/inhibitory receptor	ADCC; phagocytosis; cytokine secretion; respiratory burst	(58–60)
*FCGR3B*	FcγRIIIb (CD16b)	1.23	3.26E-12	Activating/inhibitory receptor	Phagocytosis; neutrophil degranulation; respiratory burst	(59, 60)
*LYN*	Lyn	1.24	2.33E-32	Tyrosine kinase	Proliferation; migration; cytokine secretion (activation/inhibition)	(61)
*PTPN6*	SHP-1	0.708	1.62E-10	Tyrosine phosphatase	Phagocytosis (inhibition)	(62)
*SYK*	SYK	0.266	2.79E-3	Tyrosine kinase	Cytokine secretion; respiratory burst (activation)	(63)

*For genes encoding Fcγ receptors, activation/inhibition function is represented in “Function in Fc signaling” column. For genes encoding tyrosine kinase/phosphatase, activation/inhibition function is represented in “Downstream effects” column. log_2_FC of gene expression was calculated by comparing HS samples to healthy control skin within the monocyte/macrophage clusters. ADCC, antibody-dependent cellular cytotoxicity; FC, fold change; SHP-1, Src homology region 2 domain-containing phosphatase-1*.

Activation of macrophages by FcγR signaling leads to phagocytosis, oxidative burst, cytokine/chemokine production, and ADCC (54). Phagocytosis is a common process in wound healing that eliminates apoptotic myofibroblasts and vascular cells to maintain tissue homeostasis (64). It is known that macrophages promote wound healing through efferocytosis, a process that involves the engulfment of apoptotic cells *via* phagocytosis (65). Dysfunction of this process leads to accumulation of apoptotic cells and prolongs the inflammatory phase of wound healing (65). Additionally, impaired efferocytosis is associated with increased expression of pro-inflammatory cytokines and decreased expression of anti-inflammatory cytokines (65). The importance of this function led us to examine genes relating to phagocytosis in macrophages within HS lesions (Figures 5A,B). We found upregulation of the *FCGR1A* (log_2_FC = 1.28, *p* = 5.09E-24) and *FCGR1B* (log_2_FC = 0.732, *p* = 1.97E-9) genes, which encode for FcγRI (CD64), a receptor upregulated on M1 macrophages in chronic inflammatory diseases (Figures 5A,B, and Table 1) (55). 

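FCGR1A was detected in 12.4% ± 4.03 (SD, n = 3) of the monocyte/macrophage-like cells of HS and 3.57% of those of HC (95% confidence interval 1.17 to 8.14%) after thinning to 1000 UMIs. T-cell-like cells, which should lack the gene, held it in 0 of 393 HC cells, which allows a share of up to 0.934%. Over the 12 classes with at least 10 cells in each HS library, FCGR1A was at 112 ± 31.4 CPM in monocyte/macrophage-like cells and 25.0 CPM in Langerhans-like cells, the next of them, and was higher than in the 11 others past the threshold (edgeR's quasi-likelihood test with library as a block). Neutrophil-like cells lay outside this comparison and had more, 266 and 673 CPM in HS replicates 1 and 3 without TMM normalization, against 105 and 178 CPM in the monocyte/macrophage-like cells of the same libraries.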

Impaired efferocytosis prevents M2 macrophages from producing anti-inflammatory cytokines such as IL-10 (not differentially expressed in HS sample), which is required for normal wound healing (66). As expected, genes associated with M2 macrophage phagocytosis of apoptotic cells were downregulated in the HS sample, including *CD163* (log_2_FC = −1.23, *p* = 3.46E-44) and *CD209* (log_2_FC = −0.715, *p* = 5.74E-36) (Figure 3) (52, 67). 

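CD209 (ENSG00000090659; chromosome 19, 7739993 to 7747564) had 7.54, 4.46 and 5.57 CPM in the monocyte/macrophage-like cells of HS and 105 CPM in HC. The log2 fold change was -4.12 (standard error 0.32, adjusted p = 0.0223 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between -4.43 and -3.65 over the settings tried and passed the threshold in 15 of 17, but not without HS replicate 2 (adjusted p = 0.0744) or without HS replicate 3 (adjusted p = 0.156).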

The transcriptional profile of increased phagocytosis in M1-like macrophages but decreased phagocytosis in M2-like macrophages may contribute to continuous inflammation and impaired wound healing in longstanding HS skin.

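FPR1 (ENSG00000171051; chromosome 19, 51745172 to 51804115) had 175, 124 and 254 CPM in the monocyte/macrophage-like cells of HS and 74.4 CPM in HC, a log2 fold change of 1.31 (standard error 0.51, adjusted p = 0.247 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). FPR2 had 67.2, 28.4 and 68.1 CPM in HS and 34.6 CPM in HC, a change of 0.67 (standard error 0.62, adjusted p = 0.587), where HS replicate 2 lay below HC. Neither gene passed the threshold in any of the 17 settings with a test.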

We found that genes involved in the generation of reactive oxygen species (ROS) *via* N-formyl-Met-Leu-Phe were upregulated (*FPR1*, log_2_FC = 1.38, *p* = 6.32E-30; *FPR2*, log_2_FC = 1.36, *p* = 7.66E-19) (Figure 5C). In addition, monocyte/macrophage expression of superoxide dismutase (SOD) 2 (log_2_FC = 1.73, *p* = 3.44E-48) was greater in HS than in HC skin (Figure 5C). 

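SOD2 had 627, 1884 and 1959 CPM in the monocyte/macrophage-like cells of HS and 694 CPM in HC, a log2 fold change of 1.102 (standard error 0.72, adjusted p = 0.443 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and HS replicate 1 lay below HC. Without HS replicate 1 the change was 1.43 (adjusted p = 0.0348), and SOD2 did not pass without HS replicate 2 or without HS replicate 3. Within HS, the level of SOD2 was 1202 ± 591 CPM (SD, n = 3) in monocyte/macrophage-like cells and 862 CPM in fibroblast-like cells. Neutrophil-like cells, outside this comparison, had 4984 and 7479 CPM in HS replicates 1 and 3, without TMM normalization.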

In respiratory burst, the enzyme SOD converts superoxide radicals into hydrogen peroxide, which has antimicrobial activity.

In addition to direct antimicrobial activity *via* phagocytosis and respiratory burst, monocytes and macrophages can mediate antimicrobial and antitumor immunity *via* ADCC. *In vitro*, ADCC in monocytes is FcγRIII (CD16)-dependent and involves β2-integrin, which is encoded by *ITGB2* (58). This gene was upregulated (log_2_FC = 0.792, *p* = 8.01E-17) in the monocyte/macrophage cluster within HS lesions. 

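ITGB2 (ENSG00000160255; chromosome 21, 44885953 to 44931989) had 709, 799 and 907 CPM in the monocyte/macrophage-like cells of HS and 186 CPM in HC. Its log2 fold change was 2.11 (standard error 0.35, adjusted p = 0.0894 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without HS replicate 1 it was 2.16 (adjusted p = 0.0102). ITGB2 did not pass without HS replicate 2 or without HS replicate 3.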

M1 macrophages can prime NK cells and T cells to increase their cytotoxicity *via* ADCC (68, 69). *GZMK* (log_2_FC = 2.24, *p* = 1.42E-26) was the third most upregulated gene in NK cells. 

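GZMK (ENSG00000113088; chromosome 5, 55024256 to 55034570) had 612, 278 and 188 CPM in the natural-killer-like cells of HS and 10.4 CPM in HC, where 5 UMIs were counted. The log2 fold change was 5.12 (standard error 0.93, adjusted p = 0.0494 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold without each HS library in turn and in 13 of 15 settings. PLXNC1 also rose past the threshold. It had no UMI in HC and was at least 5.00-fold higher in HS, counted against 3 UMIs over the HC cells, and did not pass without HS replicate 3 (adjusted p = 0.0771) or with DESeq2 (adjusted p = 0.242).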

*GZMA* (log_2_FC = 0.514, *p* = 8.38E-5) was slightly upregulated in NK cells. 

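GZMA (ENSG00000145649; chromosome 5, 55102646 to 55110252) had 1530, 1043 and 801 CPM in the natural-killer-like cells of HS and 1267 CPM in HC. The log2 fold change of -0.17 (standard error 0.38, adjusted p = 0.887 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) is smaller than the spread between the HS libraries, and without HS replicate 3 it was 0.03.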

Granzymes (*GZMA*, log_2_FC = 0.817, *p* = 2.21E-42; *GZMB*, log_2_FC = 0.458, *p* = 7.45E-9; *GZMK*, log_2_FC = 1.28, *p* = 4.89E-24; *GZMH*, log_2_FC = 0.575, *p* = 6.38E-12) and perforin (*PRF1*, log_2_FC = 0.383, *p* = 3.66E-16) were transcriptionally increased in T cell populations within HS lesions. 

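In T-cell-like cells, GZMA had 745, 478 and 503 CPM in HS and 126 CPM in HC, a log2 fold change of 2.19 (standard error 0.37, adjusted p = 0.0463 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GZMB rose by 2.58 (standard error 0.41, adjusted p = 0.0416) and GZMK by 2.81 (standard error 0.42, adjusted p = 0.0341). None of the 3 passed the threshold without HS replicate 2 (adjusted p = 0.0984, 0.0809 and 0.0628) or without HS replicate 3 (0.0904, 0.0769 and 0.0717). They also fell short with the lower mitochondrial limit (0.0567, 0.0567 and 0.0732), and GZMA and GZMB with doublets kept (0.0559 and 0.0591). GZMH rose by 1.14 (standard error 0.37, adjusted p = 0.146) and PRF1 by 1.51 (standard error 0.51, adjusted p = 0.155), with each HS library above HC.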

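In the monocyte/macrophage-like cells, the genes past the threshold with the largest rises and all HS libraries above HC were APOC1, CHI3L1, SLAMF7 and VASH1, and those with the largest falls were LYVE1, MAMDC2, CCDC80, AC022239.1 and ADIRF. APOC1 rose by a log2 fold change of 7.96 (standard error 0.73, adjusted p = 0.0307 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and is also a leading gene of 1 of the clusters that define the class. CHI3L1 rose by 5.94, SLAMF7 by 5.29 and VASH1 by 3.50, from 3, 3 and 5 UMIs in HC. With doublets kept, APOC1 rose by 3.35 (adjusted p = 0.107) and SLAMF7 by 1.90 (adjusted p = 0.154). With the lower mitochondrial limit the 4 rises missed the threshold, with adjusted p from 0.0543 to 0.0770. MAMDC2 fell by 7.57 on the log2 scale and CCDC80 by 6.74. ADIRF and CCDC80 had 2062 and 1145 CPM in the other cells of HC against 79.8 and 90.4 CPM in its monocyte/macrophage-like cells, so RNA from those cells is not excluded for them. Each of the 50 genes past the threshold kept its direction in every setting in which it was tested, and none passed without HS replicate 2 or without HS replicate 3, for example APOC1 with adjusted p = 0.0809 and 0.125. Of all 12471 genes tested, 74.5% had their 3 HS libraries on 1 side of HC, where chance gives 50%.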

Overall, our data show that the monocytes/macrophages within HS lesions polarize toward an M1 phenotype and have increased transcription of genes involved in pro-inflammatory and antimicrobial functions, such as phagocytosis, respiratory burst, and activation of ADCC.

### Key Cell Populations in HS Lesions Demonstrate Transcriptional Changes Associated With a Type 1 Immune Response

The transcriptomic signature of M1 macrophage polarization and NK cell and T cell activity may suggest a skew toward a type 1 immune response in HS samples. Type 1 immunity is important for protection against intracellular microbes *via* activation of NK cells, Th1 cells, and mononuclear phagocytes (70). We identified upregulation of the chemokine gene *CXCL9* (log_2_FC = 0.800, *p* = 5.01E-6) in the monocyte/macrophage population (Figure 3). These chemokines are stimulated by IFNs and function in the recruitment of natural killer (NK) cells and effector T cells *via* interaction with the CXCR3 receptor, whose gene was upregulated in the NK cell cluster (log_2_FC = 0.773, p = 1.22E-11) and T cell cluster (log_2_FC = 0.414, *p* = 4.93E-32) (71). 

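CXCL9 (ENSG00000138755; chromosome 4, 76001275 to 76007509) had 495, 175 and 146 CPM in the monocyte/macrophage-like cells of HS and 99.7 CPM in HC, a log2 fold change of 1.45 (standard error 0.84, adjusted p = 0.398 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The rise rests in large part on HS replicate 1, and without it the change was 0.65.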

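CXCR3 (ENSG00000186810; chromosome X, 71615916 to 71618511) had 92.1, 54.3 and 31.1 CPM in the natural-killer-like cells of HS and 2.07 CPM in HC, a log2 fold change of 4.87 (standard error 1.16, adjusted p = 0.133 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which passed the threshold without HS replicate 1 (4.22, adjusted p = 9.02e-05). In T-cell-like cells it had 84.3, 62.4 and 32.4 CPM in HS and 11.6 CPM in HC, a change of 2.36 (standard error 0.72, adjusted p = 0.133).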

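In T-cell-like cells, CXCR6 (ENSG00000172215; chromosome 3, 45940933 to 45948351) had 346, 192 and 243 CPM in HS and 12.5 CPM in HC, a log2 fold change of 4.38 (standard error 0.52, adjusted p = 0.0194 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold in 14 of 15 settings, the exception being the setting without HS replicate 3 (adjusted p = 0.0547). IRF1 (ENSG00000125347; chromosome 5, 132440440 to 132508719) rose by 1.03 (standard error 0.27, adjusted p = 0.108). The rise of IRF1 in monocyte/macrophage-like cells minus that in T-cell-like cells was 0.69 on the log2 scale (standard error 0.46, adjusted p = 0.235 over 8 comparisons, edgeR's test of the interaction).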

We also observed upregulation of *CXCR6* (log_2_FC = 1.24, *p* = 3.35E-83), *IRF1* (log_2_FC = 0.610, *p* = 3.13E-65) and *STAT1* (log_2_FC = 0.568, *p* = 3.14E-52) in T cells within HS lesions. These genes are involved in Th1 differentiation, response to IFN-γ, and homing to inflamed tissue (70, 72, 73).

We further investigated the transcriptional changes associated with a type 1 immune response in LC, a unique population of tissue-resident immune cells that are ontogenically linked to macrophages (74). CD1a+ LC have been found at significantly increased levels in chronic HS lesions compared to early lesions (75). Within the LC population, we found increased expression of the chemokine genes *CXCL9* (log_2_FC = 1.45, *p* = 4.25E-12) and *CXCL10* (log_2_FC = 0.661, *p* = 2.04E-6) (Supplementary Table 4). These chemokines are induced by IFN-γ to recruit immune cells to sites of inflammation and regulate differentiation of naive T cells to a Th1 phenotype (71). 

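CXCL9 in Langerhans-like cells had 561, 161 and 242 CPM in HS and 3.30 CPM in HC, a log2 fold change of 6.60 (standard error 1.12, adjusted p = 0.0297 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold in 12 of 15 settings, but not without HS replicate 2 (6.93, adjusted p = 0.0635), with the lower mitochondrial limit (6.10, adjusted p = 0.0937) or with the reported genes kept in clustering (11.40, adjusted p = 0.101). CXCL10 (ENSG00000169245; chromosome 4, 76021118 to 76023497) had 278, 74.1 and 74.8 CPM in HS and 112 CPM in HC, a change of 0.38 (standard error 0.79, adjusted p = 0.820), and only HS replicate 1 lay above HC. Without that library the change was -0.60. The Langerhans-like class held 347, 57 and 97 cells in HS and 140 in HC. Its leading genes include CLEC10A and FCER1A of type 2 conventional DCs and CCL22 and CCL17 of mature DCs, so its values are those of a mixture.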

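IL18 (ENSG00000150782; chromosome 11, 112143253 to 112164096) had 310, 144 and 97.9 CPM in the Langerhans-like cells of HS and 120 CPM in HC, a log2 fold change of 0.63 (standard error 0.63, adjusted p = 0.609 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with HS replicate 3 below HC. Without HS replicate 1 the change of IL18 was -0.01. The class is not of Langerhans cells alone, since markers of type 2 conventional DCs are among its leading genes.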

We also identified upregulation of *STAT1* (log_2_FC = 0.995, *p* = 1.6E-33) and *IL18* (log_2_FC = 0.541, *p* = 6.62E-13) in LCs; the latter encodes for a pro-inflammatory cytokine that promotes type 1 immune responses *via* induction of IFN-γ production by Th1 cells in the presence of IL-12 (Supplementary Table 4) (76).

Importantly, upregulation of type 1 immune response genes in HS lesions does not preclude the expression of genes associated with other types of immune responses. For instance, *CCL18* (log_2_FC = 1.28, *p* = 4.59E-3) was strongly expressed in monocytes/macrophages and is associated with type 2 immune responses involving Th2 cells that produce IL-4, IL-5, and IL-13 (77). 

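CCL18 (ENSG00000275385; chromosome 17, 36064272 to 36072032) had 352, 9130 and 5938 CPM in the monocyte/macrophage-like cells of HS and 285 CPM in HC. The log2 fold change was 4.18 (standard error 1.91, adjusted p = 0.306 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and HS replicate 1 lay close to HC. Without HS replicate 1 the change was 4.69 (adjusted p = 0.00134), and CCL18 did not pass without HS replicate 2 or without HS replicate 3.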

Transcriptional and cellular changes associated with the immune responses involving Th2 and Th17 cells in HS is outside the scope of this paper but should be investigated in future studies.

### Type I and Type II Interferon-Stimulated Genes Are Upregulated in Monocytes/Macrophages Within HS Lesions

In our comparative analysis of the HS, DFU, and HW datasets, we identified the shared upregulation of many DEGs related to IFN signaling, including IFN-γ receptor genes, ISGs, and signal transducer and activator of transcription (STAT) genes (Figure 1A). IFNs are potent regulators of cutaneous immune responses to viral infection. Binding of IFN to receptor activates STAT complexes and other signaling cascades, which regulate transcription of ISGs. A previous scRNA-seq analysis by Gudjonsson and colleagues demonstrated a prominent type II IFN (IFN-γ) signature in HS skin, notably in T cells and keratinocytes (23). Given that IFN-γ can induce activation, FcγR expression, and polarization toward an M1 phenotype in macrophages, we sought to further characterize the downstream effects of IFN activation in this cell population (78). To do so, we first examined ISGs with γ interferon activation sites (GAS), which are critical for transcription of genes responding to type II IFN signaling, within their promoter regions (Table 2) (79). We found that many ISGs with GAS were indeed upregulated in the monocyte/macrophage population within HS lesions (Table 2). Many of these ISGs also possessed interferon-sensitive response elements (ISREs) within their promoter regions, which stimulate transcription of genes related to type I IFN signaling, the two most notable of which are IFN-α and IFN-β (Table 3) (79). 

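Of the 42 genes of Tables 2 and 3, 38 were higher in the monocyte/macrophage-like cells of HS than of HC and 4 were lower, and 33 had all 3 HS libraries above HC. No gene passed the threshold in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, 20 had an unadjusted p below 0.05, and 13 passed when adjusted over the list alone, which is not independent evidence because the genes were chosen on these samples. Without HS replicate 1, 12 passed over all genes. Without HS replicate 2, 0 passed over all genes, and without HS replicate 3 none passed even over the list alone. GBP4 rose by a log2 fold change of 3.74 (standard error 0.56, adjusted p = 0.0780), HLA-C by 2.38 (standard error 0.36, adjusted p = 0.0781) and PSMB8 by 2.07 (standard error 0.38, adjusted p = 0.105), and each passed without HS replicate 1 (adjusted p = 0.00940, 0.00629 and 0.0196). The genes that were lower were TRIM22, IFITM2, ISG15 and MX2. IFITM2 had 369, 96.1 and 118 CPM in HS and 459 CPM in HC, a change of -1.24 (standard error 0.77, adjusted p = 0.426), and passed without HS replicate 1 (-2.13, adjusted p = 0.00576). The HLA genes share reads with their relatives, so their values are uncertain.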

Importantly, we found that certain upregulated ISGs in our analysis of monocytes/macrophages only possessed ISRE or GAS sites within their promoter regions, while others harbored both GAS and ISREs (Tables 2, 3). Together, our data demonstrate that HS skin lesions have increased expression of ISGs induced by both type I and type II IFNs in the monocyte/macrophage population.

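A list of 60 other interferon-stimulated genes, none of them in Tables 2 and 3, was fixed before the counts were read, and 58 were tested in monocyte/macrophage-like cells. In HS, 48 were higher and 10 lower than in HC, and 43 had all 3 HS libraries above HC. The median log2 fold change was 1.17 and the mean 1.72, where 10000 random lists of like expression had a median of 0.16 and 100% of them lay below the list. No gene of the list passed the threshold over all genes in edgeR with all libraries, without HS replicate 2 or without HS replicate 3. When HS replicate 1 was left out, 16 of 56 tested genes passed and the median log2 fold change was 0.87. With all libraries, 25 had an unadjusted p below 0.05, and 10 rose and 2 fell past the threshold when adjusted over the list alone. The rotation test fry, which keeps the correlation between genes, gave p = 0.180 for a rise of the list and 0.0707 for the genes of Tables 2 and 3. For changes in either direction it gave 0.0355 and 0.0167. The camera test with its preset correlation gave p = 1.35e-08 for a rise of the list, which fry did not give at 0.05.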

**Table 2:** Interferon-γ stimulated genes are upregulated in monocytes/macrophages from HS lesions compared to healthy skin.

**Gene**	**log_**2**_FC**	***p*-value**
*GBP1*	2.06	1.43E-33
GBP2^*^	1.03	7.88E-15
*GBP3*	0.466	2.40E-6
*GBP4*	1.47	1.23E-25
*GBP5*	2.47	1.99E-39
*B2M*	0.888	2.66E-74
HLA-A^*^	0.914	1.75E-51
HLA-B^*^	0.985	2.07E-70
HLA-C^*^	1.60	1.95E-83
HLA-E^*^	0.440	1.73E-9
HLA-F^*^	0.905	1.69E-20
*HLA-DRB5*	1.24	1.43E-15
*IFI30*	0.288	2.72E-5
IRF1^*^	1.55	1.24E-34
IRF2^*^	0.475	2.31E-5
IRF7^*^	0.518	2.70E-8
IRF9^*^	0.543	1.46E-6
*FCGR1A*	1.28	5.09E-24
*FCGR1B*	0.732	1.97E-9
OAS1^*^	0.304	3.47E-7
*SP100*	0.578	2.58E-6
*ICAM1*	0.355	2.49E-3
*CD44*	0.722	2.09E-13
*PTAFR*	0.676	2.71E-10
*PML*	0.381	1.92E-4
*TRIM21*	0.305	2.47E-5
*TRIM22*	0.459	1.17E-2
*TRIM25*	0.312	1.46E-2
*TRIM38*	0.599	3.20E-9

*Upregulated genes have γ interferon-activated sequence (GAS) elements in the promoter regions of IFN-stimulated genes (ISGs). log_2_FC of gene expression was calculated by comparing HS samples to healthy control skin within the monocyte/macrophage clusters*.

* *These genes have both interferon-sensitive response elements (ISREs) and GAS in their promoters*.

**Table 3:** Type I IFN-stimulated genes are upregulated in monocytes/macrophages from HS lesions compared to healthy control skin.

**Gene**	**log_**2**_FC**	***p*-value**
GBP2^*^	1.03	7.88E-15
HLA-A^*^	0.914	1.75E-51
HLA-B^*^	0.985	2.07E-70
HLA-C^*^	1.60	1.95E-83
HLA-E^*^	0.440	1.73E-9
HLA-F^*^	0.905	1.69E-20
*IFIT2*	1.32	2.36E-11
*IFIT3*	1.28	5.09E-15
*IFIT5*	0.299	1.84E-3
*IFITM2*	0.835	6.38E-4
*IFI6*	0.577	7.82E-9
*IFI35*	0.405	5.26E-5
IRF1^*^	1.55	1.24E-34
IRF2^*^	0.475	2.31E-5
IRF7^*^	0.518	2.70E-8
IRF9^*^	0.543	1.46E-6
*ADAR*	0.990	1.60E-15
*PSMB8*	0.877	1.50E-16
*XAF1*	0.724	1.27E-7
*ISG15*	0.403	2.72E-3
*ISG20*	0.968	3.51E-7
*MX1*	0.278	1.06E-5
*MX2*	0.519	3.02E-4
OAS1^*^	0.304	3.47E-7

*Upregulated genes have interferon-sensitive response elements (ISREs) in the promoter regions of IFN-stimulated genes (ISGs). log_2_FC of gene expression was calculated by comparing HS samples to healthy control skin within the monocyte/macrophage clusters*.

* *These genes have both ISREs and γ-activated sequences (GAS) in their promoters*.

Though previous studies have uncovered a type I IFN signature in HS skin, the source of these IFNs is unclear (23, 25). An abundant source of type I IFNs are DCs, specifically the pDC subtype (80). With this important function in mind, we investigated the 32 initially identified clusters and defined 3 of these clusters as the DC population (Figures 2A,B). Notably, in the U-MAP plot, these 3 clusters were considerably apart, therefore, we kept these clusters separate in our analysis of different cell populations (Figures 2A,B). To further explore these differences, we found signature genes of different subsets of DCs using differentially-expressed markers (Supplementary Table 3) (81). Cluster 23 showed high levels of *CD4, CLEC4C* (CD303), *FCER1G* (FcεRI), *IL3R* (CD123), *NRP1, and TNFRSF21*, compatible with a well-characterized pDC phenotype (Supplementary Table 3) (81). 

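A cluster of 143 cells had CLEC9A, XCR1 and BATF3 of type 1 conventional DCs among its leading genes. It held 58, 39 and 41 cells of the HS libraries, 0.785% ± 0.129 (SD, n = 3), and 5 cells of HC, 0.0673% (95% confidence interval 0.0218 to 0.157%), too few for a comparison of HS with HC. A cluster of 289 cells had CLEC4C and LILRA4 of pDCs among its leading genes.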

“Classical” or “conventional” DCs (cDC) can be classified in two types: cDC1 and cDC2 (81). cDC1-like cells in cluster 28 expressed *BTLA, CADM1, CLEC9A*, and *THBD* (Supplementary Table 3). Finally, cluster 31 expressed genes associated with a cDC2-like phenotype, such as *CD68, CLEC4A, CLEC7A, FCER1G* (FcεRI), and *SIRPA* (Supplementary Table 3). Notably, we observed the presence of only 1 pDC in the HC sample while the HS sample contained hundreds of pDCs (Supplementary Figure 1A). In addition, cDC2 cells were absent in the HC sample, therefore, differential gene expression in HS vs. HC skin was unable to be performed for this cell population (Supplementary Figure 1A). 

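The pDC-like cells numbered 55, 97 and 137 in HS replicates 1 to 3, or 0.886%, 1.79% and 2.34% of the cells (mean 1.67% ± 0.736, SD, n = 3). In HC, 0 of 7434 cells were pDC-like, which allows a share of up to 0.0496%. With doublets kept, 1 HC cell of 7938 fell into this class.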

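No cluster separated as type 2 conventional DCs at the resolutions tried, so the absence of these cells from HC could be neither counted nor tested. CLEC10A, FCER1A and CD1C, which mark them, were among the leading genes of the Langerhans-like cluster, which held 140 HC cells.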

Given that pDCs are typically infrequent or absent in normal skin, the presence of this subtype may contribute to the type I IFN gene signature found within HS lesions (82).

### Antiviral Proteins and Antimicrobial Peptides and Proteins Are Transcriptionally Upregulated in Distinct Cell Populations Within HS Lesions

As previously described, comparison between the HS, HW, and DFU datasets revealed a prominent IFN-related gene signature (Figure 1A). Canonically, IFN signaling in the skin results in antiviral activity *via* production of AVPs by keratinocytes and skin immune cells (83). AVP production may also be stimulated in an IFN-independent manner (83). For instance, our group demonstrated that AVPs in the epidermis can be induced in keratinocytes in response to IFNs and the IFN-independent cytokine IL-27 (84). Given the shared upregulation of antiviral DEGs across the HS, HW, and DFU datasets, we sought to characterize AVP expression in multiple cell populations at a single-cell resolution.

Among cell clusters identified from scRNA-seq analysis, we found that pDCs were among the highest in per-cell expression and percent total population expression of the AVPs *OAS1* and *MX1* (Figure 6A). 

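Within the HS libraries, MX1 (ENSG00000157601; chromosome 21, 41420020 to 41470071) was highest of 12 classes in pDC-like cells, at 106 ± 7.71 CPM (SD, n = 3), followed by B-cell-like cells at 52.8 ± 3.01 CPM, and ranked first of the 12 in each library. It was higher than in each of the 11 others past the threshold of edgeR's quasi-likelihood test with library as a block. OAS1 (ENSG00000089127; chromosome 12, 112905856 to 112933219) was at 61.3 ± 12.6 CPM in pDC-like cells, 44.5 ± 31.2 CPM in monocyte/macrophage-like cells and 43.5 ± 5.58 CPM in B-cell-like cells, and was higher in pDC-like cells than in the 11 others, past the threshold in 8. By library, pDC-like cells ranked 1 of 12 for OAS1 in HS replicate 2 only. They ranked 2 in HS replicate 1, behind monocyte/macrophage-like cells, and 2 in HS replicate 3, behind B-cell-like cells. Neutrophil-like cells were not among the 12 classes. Without TMM normalization, they had 225 and 114 CPM of MX1 in HS replicates 1 and 3, against 149.7 and 158 CPM in the pDC-like cells of the same libraries, so in HS replicate 1 MX1 was higher in neutrophil-like cells, and 61.4 and 45.1 CPM of OAS1, against 109 and 68.2 CPM.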

*GBP1, GBP5, IRF1*, and *IFITM2* were highly expressed in monocytes/macrophages (Figures 4A, 6A,B). 

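In the HS libraries, GBP1 (ENSG00000117228; chromosome 1, 89051882 to 89065360) was at 235 ± 48.3 CPM (SD, n = 3) in monocyte/macrophage-like cells, second to Langerhans-like cells at 284 ± 110 CPM, a difference within the spread between libraries. It was higher in monocyte/macrophage-like cells than in 10 of 11 other classes, past the threshold in 9 (edgeR's quasi-likelihood test with library as a block). IRF1 was at 182 ± 69.5 CPM and ranked 4 of 12 classes, behind Langerhans-like cells at 247 CPM, natural-killer-like cells at 239 CPM and B-cell-like cells at 204 CPM, and was higher than in 8 classes, past the threshold in 2. IFITM2 (ENSG00000185201; chromosome 11, 303655 to 309397) was at 159 ± 128 CPM and ranked 6 of 12 classes, while natural-killer-like cells had 596 ± 104 CPM, and it was higher than in 5 classes, past the threshold in 3. Neutrophil-like cells were not among the 12 classes, and had 1473 and 1989 CPM of GBP1, 1343 and 1850 of IRF1 and 2775 and 3621 of IFITM2 in HS replicates 1 and 3 without TMM normalization.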

When examining differential gene expression between HS and HC skin within cell clusters, many immune cells demonstrated broad upregulation of AVPs, especially monocytes/macrophages (Figure 6B).

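Among antiviral genes in monocyte/macrophage-like cells, OAS1 had 97.0, 34.3 and 31.7 CPM in HS and 14.6 CPM in HC, a log2 fold change of 1.90 (standard error 0.97, adjusted p = 0.346 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MX1 rose by 1.95 (standard error 0.92, adjusted p = 0.317), IFIT3 by 1.91 (standard error 0.98, adjusted p = 0.351) and IFI6 by 1.53 (standard error 0.55, adjusted p = 0.226). IRF1 had 313, 158 and 200 CPM in HS and 71.8 CPM in HC, a change of 1.64 (standard error 0.51, adjusted p = 0.197). ISG15 had 122, 37.1 and 69.4 CPM in HS and 105 CPM in HC, a change of -0.45 (standard error 0.66, adjusted p = 0.732), with HS replicate 1 alone above HC.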

**Figure 6:**
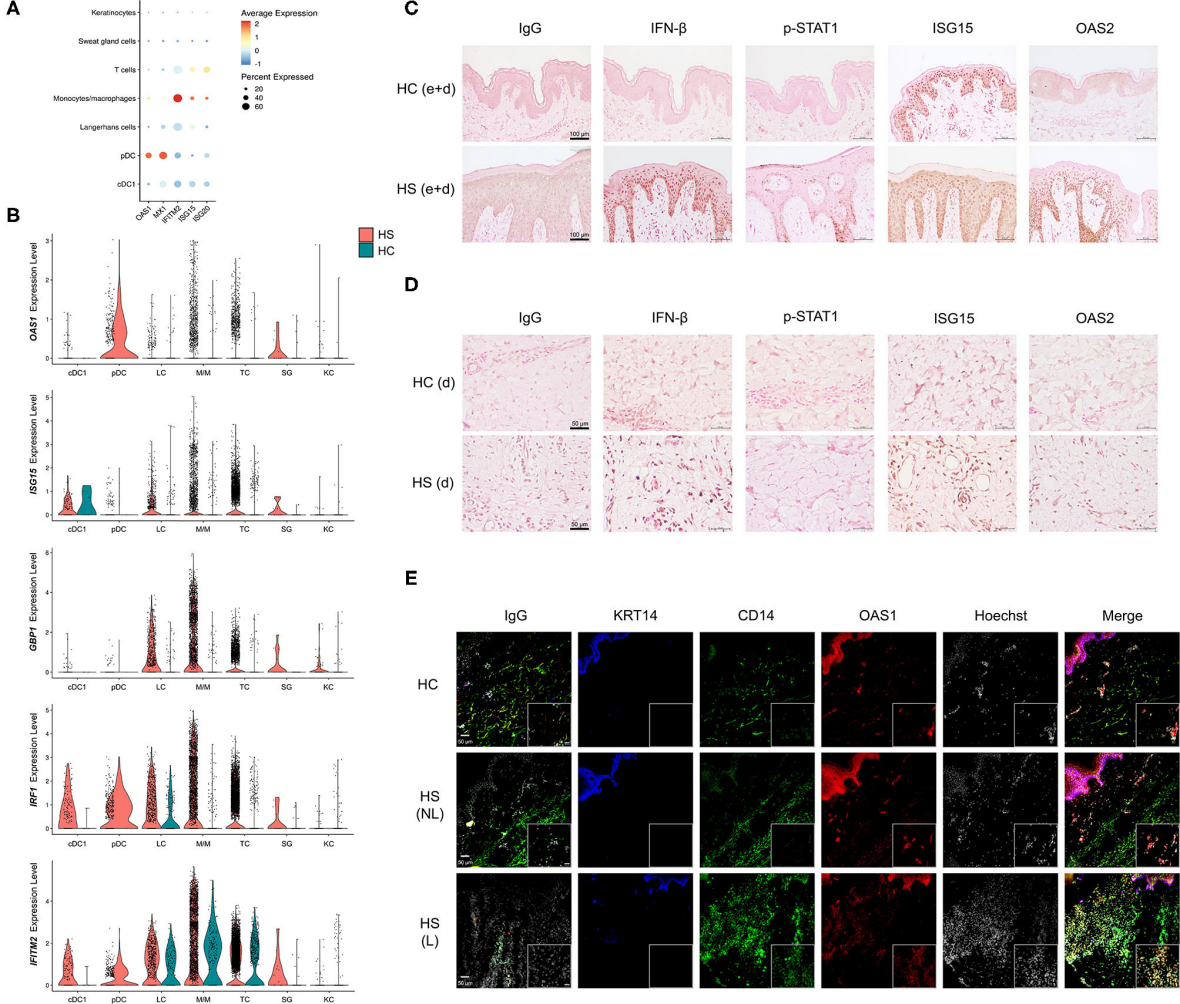
Key cell populations have increased expression and production of antiviral proteins within HS skin lesions. **(A)** Dot plot showing the percent expressed and average expression of antiviral proteins between key cellular populations in HS skin. **(B)** Violin plots of antiviral protein expression within key cellular populations within HS and HC skin. **(C,D)** Immunohistochemical staining of IFN-β, phospho (p)-STAT1, ISG15, and OAS2 in HS and HC skin with focus on **(C)** epidermis and dermis (e+d) at 20X (scale bar 100 μm) and **(D)** dermis (d) at 40X (scale bar 50 μm). **(E)** Immunofluorescence colocalization staining of CD14 (green) and OAS1 (red) at 20X. Scale bar for the 20X image is 50 μm, whereas, for the zoomed image is 20 μm. KRT (keratin)-14 (blue) staining visualizes the epidermis. cDC, conventional dendritic cell; HC, healthy control; KC, keratinocyte; LC, Langerhans cell; M/M, monocyte/macrophage; pDC, plasmacytoid dendritic cell; SG, sweat gland cell; TC, T cell; NL, non-lesional; L, lesional.

To investigate the production of AVPs in HS tissue, we performed immunohistochemistry (IHC) staining of multiple AVPs in HS lesions and HC skin (Figures 6C,D). Indeed, antibody reactivity against specific AVPs was stronger and more abundant within the epidermis and dermis of HS skin samples compared to HC skin (Figures 6C,D and Supplementary Figure 3). Specifically, we found that the AVPs IFN-β, p-STAT1, and OAS2 demonstrated more prominent staining throughout the epidermis of HS lesions, especially in the stratum basale, compared to HC skin (Figure 6C). Though ISG15 was expressed in HC skin, HS lesions contained higher levels of this protein (Figure 6C). Within the dermis of HS skin, we observed increased IFN-β, ISG15, and OAS2 relative to HC skin (Figure 6D). Some of these proteins were also elevated in ductal cells and sebaceous glands of HS samples (Supplementary Figure 3) We determined that key cell populations from our scRNA-seq analysis were likely contributing to the increased AVP visualization from IHC staining by performing immunofluorescence (IF) on patient-matched HS lesions and non-lesional skin samples, as well as HC skin. Consistent with our data, we found that CD14 colocalizes, at least in part, with OAS1 within the dermis of HS skin (Figure 6E). This corroborates our sc-RNA seq data by showing that CD14-positive monocytes/macrophages express AVPs in HS lesions (Figure 6E). CD14 expression was also observed in the epidermis with co-expression of OAS1 (Figure 6E).

Another important gene signature observed in the overlap analysis between HS, HWs, and DFUs was the upregulation of DEGs encoding for AMPs (Figure 1A). These molecules are important mediators of the innate immune response that inhibit microbial growth (83). In a previous study by our group, we found that the S100 family proteins S100A7, S100A7A, and S100A8 were transcriptionally upregulated in HS lesions compared to non-lesional skin (16). Within the same study, we found increased protein levels of S100A7 and S100A8 on IF of HS lesions compared to non-lesional skin (16). Therefore, we sought to characterize which cell types were contributing to the antimicrobial gene and protein signature in HS skin. 

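S100A8 (ENSG00000143546; chromosome 1, 153390032 to 153391073) and S100A9 (ENSG00000163220; chromosome 1, 153357854 to 153361023) were at 2192 ± 650 and 2880 ± 853 CPM (SD, n = 3) in the monocyte/macrophage-like cells of HS, and higher than in each of the 11 other classes of the comparison past the threshold of edgeR's quasi-likelihood test with library as a block. Neutrophil-like and keratinocyte-like cells were outside this comparison because HS replicate 2 held 1 cell of each. Without TMM normalization, neutrophil-like cells had 11000 and 11090 CPM of S100A8 in HS replicates 1 and 3, against 3252 and 3187 CPM in the monocyte/macrophage-like cells of the same libraries, and 7732 and 8404 CPM of S100A9, against 4741 and 3597 CPM. In the 40 keratinocyte-like cells of HS replicate 1 and the 19 of HS replicate 3, the level of S100A8 was 38.6 and 139 times that of all other cells of the library, and that of S100A9 20.4 and 124 times.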

When comparing AMP expression between different cell populations, we found that monocytes/macrophages and keratinocytes were the cells with the highest expression of *S100A8* and *S100A9* (Figures 7A,B). 

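S100A7 (ENSG00000143556; chromosome 1, 153457744 to 153460651) made up 12583 of 1139806 UMIs in the keratinocyte-like cells of HS replicate 1, or 1791 times its level in the other cells of that library, and 3095 of 74455 UMIs in those of HS replicate 3. S100A7A (ENSG00000184330; chromosome 1, 153416520 to 153423222) had 260 and 61 UMIs in the same cells. The single keratinocyte-like cell of HS replicate 2 had 0 UMIs of either gene, and its 2658 UMIs allow a level of up to 1388 CPM (upper 95% confidence limit). S100A7 is also a leading gene of the keratinocyte-like cluster but was left out of the clustering.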

Compared to other cell populations, keratinocytes expressed the highest levels of *S100A7A* and *S100A7* (Figures 7A,B). 

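LYZ (ENSG00000090382; chromosome 12, 69348381 to 69354234) was at 8142 ± 1470 CPM (SD, n = 3) in the monocyte/macrophage-like cells of HS, 4262 ± 821 CPM in cDC1-like cells and 3902 ± 1102 CPM in Langerhans-like cells, the 3 highest of 12 classes, and the next was the mitotic class at 482 CPM. In monocyte/macrophage-like cells it was higher than in 9 of the 11 other classes past the threshold of edgeR's quasi-likelihood test with library as a block.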

Monocytes/macrophages, cDC1, and LCs had the highest expression of *LYZ*, which encodes for an enzyme that hydrolyzes glycosidic bonds in bacterial peptidoglycan (85) (Figures 7A,B). In addition to examining AMP expression across cell clusters, we also compared AMP expression between HS and HC skin on a per-cell basis. 

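In keratinocyte-like cells, where HS replicates 1 and 3 could be compared with the 493 cells of HC, S100A7A had 228 and 771 CPM in HS and 1.80 CPM in HC, where 2 UMIs were counted. The log2 fold change was 7.96 (standard error 1.34, adjusted p = 2.11e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). S100A7 had 11030 and 39120 CPM in HS and 152 CPM in HC, a change of 7.36 (standard error 3.13, adjusted p = 0.464), S100A8 had 22710 and 49560 CPM and 310 CPM, a change of 6.86 (standard error 3.39, adjusted p = 0.687), and S100A9 had 17110 and 44860 CPM and 425 CPM, a change of 6.19 (standard error 3.14, adjusted p = 0.741). S100A7A passed in 8 of the 10 settings with a test, and S100A7, S100A8 and S100A9 each passed in 3 of 11. With either HS library alone there is no replicate to test, and the change of S100A7A was 8.74 without HS replicate 1 and 6.99 without HS replicate 3. S100A7 and S100A7A are close paralogs whose reads can be shared. The keratinocyte-like cells of HC held 854 UMIs of KRT25, 534 of KRT85 and 505 of KRT35, and those of HS held 0 of each. The class may thus hold different kinds of keratinocytes in HS and HC, which is not excluded for the rises.

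**Figure D3:**
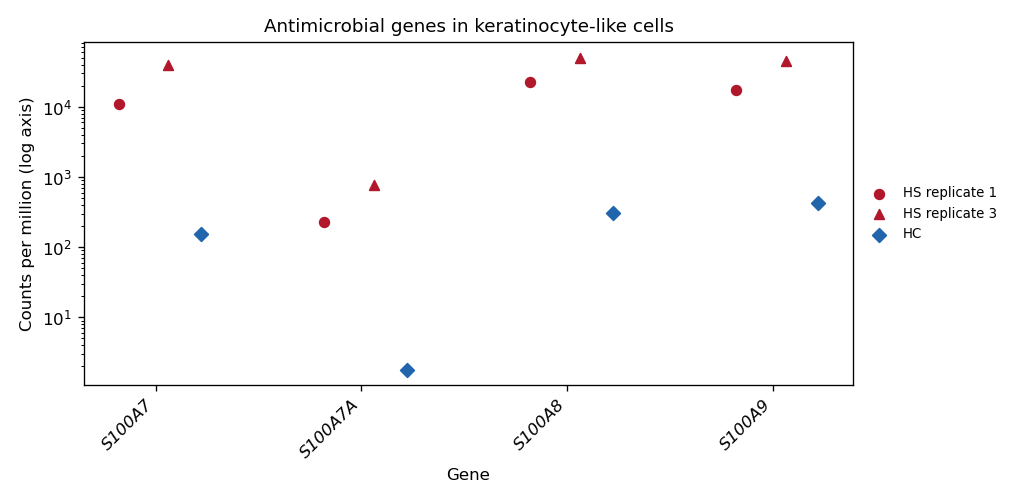
TMM-normalized CPM (log axis) of 4 S100 genes in the keratinocyte-like cells of HS replicates 1 and 3 and the HC library, 1 point per library. Both HS libraries lie above HC for each gene.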

Keratinocytes in HS had increased expression of *S100A7* (log_2_FC = 3.82, *p* = 9.46E-63), *S100A7A* (log_2_FC = 1.55, *p* = 8.53E-49), *S100A8* (log_2_FC = 4.03, *p* = 2.68E-74), and *S100A9* (log_2_FC = 3.79, *p* = 4.96E-65) when compared with HC skin (Figure 7B). 

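S100A8 had 3067, 1806 and 3206 CPM in the monocyte/macrophage-like cells of HS and 1288 CPM in HC, a log2 fold change of 1.06 (standard error 0.44, adjusted p = 0.267 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For S100A9 the values were 4472, 2514 and 3618 CPM in HS and 2064 CPM in HC, a change of 0.78 (standard error 0.41, adjusted p = 0.358). LYZ had 10900, 11190 and 7985 CPM in HS and 1923 CPM in HC, a change of 2.38 (standard error 0.35, adjusted p = 0.0768), and passed the threshold without HS replicate 1 (2.28, adjusted p = 0.00882). None of these genes passed without HS replicate 2 or without HS replicate 3.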

In monocytes/macrophages, *S100A8* (log_2_FC = 1.44, *p* = 1.03E-58), *S100A9* (log_2_FC = 1.09, *p* = 2.65E-61), as well as *LYZ* (log_2_FC = 1.42, *p* = 8.48E-21) were upregulated in HS samples (Figure 7B). *S100A7* (log_2_FC = 1.47, *p* = 4.39E-3), *S100A8* (log_2_FC = 1.73, *p* = 4.25E-4), and *S100A9* (log_2_FC = 1.25, *p* = 3.72E-6) were also upregulated within SG cells (Figure 7B).

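In the 52 sweat-gland-like cells of HC, 0 of 297939 UMIs came from S100A7, S100A8 or S100A9, which allows up to 12.4 CPM for each (upper 95% confidence limit). In the 9 cells of HS replicate 1, S100A7 had 1 of 221600 UMIs, S100A8 0 and S100A9 2. The single cell of HS replicate 3 held 34 UMIs of S100A8 and 56 of S100A9 among 59808. The HS values of S100A8 and S100A9 therefore rest on 1 cell, and no HS library reached the 10 cells needed for a test.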

**Figure 7:**
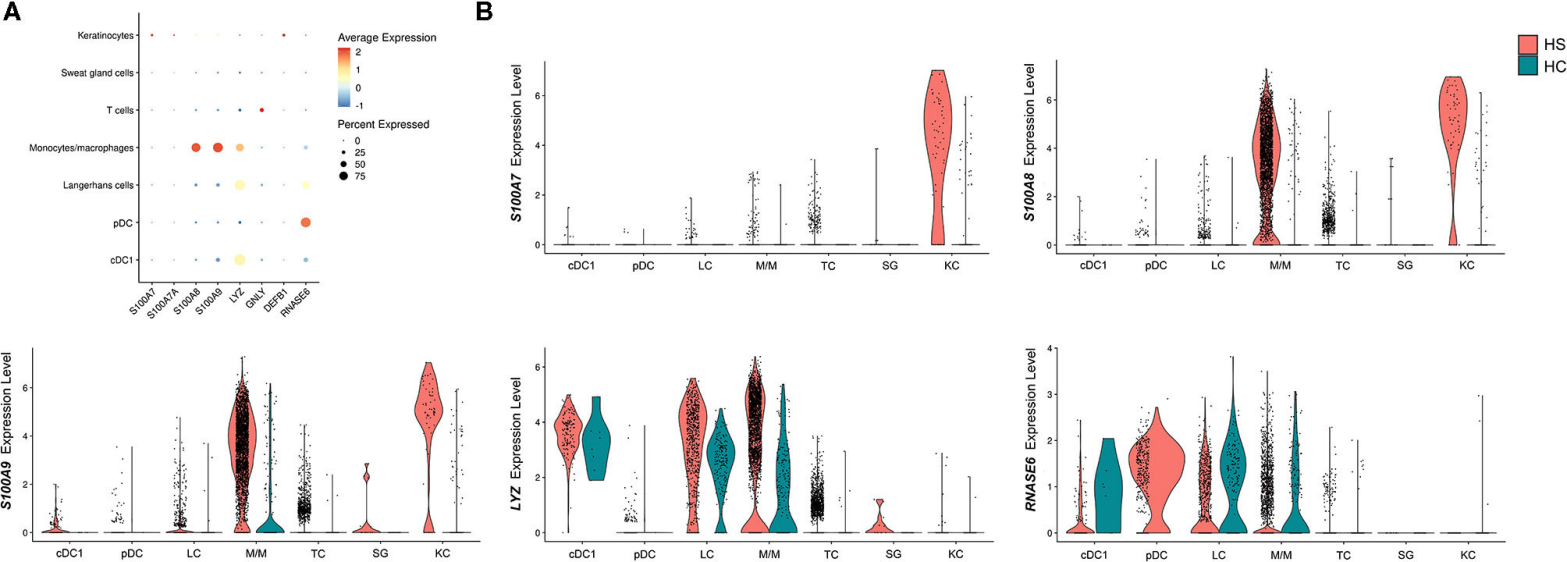
Antimicrobial peptides and proteins are transcriptionally upregulated in key cell populations within HS skin lesions. **(A)** Dot plot showing the percent expressed and average expression of AMPs between key cellular populations in HS skin. **(B)** Violin plots of AMP expression within key cellular populations in HS and HC skin. AMP, antimicrobial peptides and protein; cDC, conventional dendritic cell; HC, healthy control; KC, keratinocyte; LC, Langerhans cell; M/M, monocyte/macrophage; pDC, plasmacytoid dendritic cell; SG, sweat gland cell; TC, T cell.

In our overlap analysis, we found that DFUs and HS lesions have a shared downregulation of several SG-associated DEGs, such as *DCD, PIP*, and secretoglobins (Figure 1A). In fact, dermcidin (DCD), a SG-specific AMP, was one of the most downregulated DEGs in both the HS vs. non-lesional skin dataset (log2FC = −4.90, *p* = 2.01E-4) and DFU vs diabetic foot skin dataset (log_2_FC = −5.17, *p* = 1.27E-8) (30, 31). In contrast, in wounds that go on to heal, DCD was upregulated in the normal healing process (data not shown) (32). One limitation of microarray/bulk RNA-sequencing data is that it is not possible to identify if overall production of DCD in HS lesions and DFU is decreased and/or if tissue destruction due to inflammation results in loss of SG that produce DCD. With scRNA-seq, we were able to address this limitation. We found that fewer SGs were captured in the HS samples compared to HC and that expression of *DCD* in the SG cluster was not significantly decreased (log_2_FC = −0.361, *p* = 0.929) (Supplementary Figure 4). 

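Sweat-gland-like cells numbered 9 of 6209, 0 of 5413 and 1 of 5844 cells in HS replicates 1 to 3, a mean share of 0.0540% ± 0.0792 (SD, n = 3), and 52 of 7434 cells in HC (0.70%, 95% confidence interval 0.523 to 0.916%). DCD (ENSG00000161634; chromosome 12, 54644589 to 54648493) was at 55370 CPM in the 9 cells of HS replicate 1, 0 UMIs in the single cell of HS replicate 3 and 72860 CPM in HC, and 5 of the 9 cells and 21 of the 52 cells had at least 1 UMI. No HS library reached the 10 cells needed for a test between the conditions.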

Since we here identified a possible reduction of SG in HS lesions, we analyzed our scRNA-seq data for other genes related to SG function. Interestingly, SG-associated DEGs between lesional and non-lesional skin that we had previously demonstrated to be downregulated in bulk transcriptomic analyses were actually upregulated in HS vs. HC skin in our scRNA-seq analysis (16) (Supplementary Figure 4). For instance, in the SG cell population, the secretoglobins *SCGB2A1* (log_2_FC = 0.671, *p* = 1.51E-3), *SCGB2B2* (log_2_FC = 0.257, *p* = 9.30E-3), and *SCGB3A1* (log_2_FC = 1.21, *p* = 4.92E-5) were upregulated (Supplementary Figure 4). 

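SCGB2A1 had 64 UMIs in the sweat-gland-like cells of HS replicate 1 (289 CPM) and 15 UMIs in those of HC (50.4 CPM). SCGB2B2 had 94.8 CPM and 111 CPM, and SCGB3A1 had 375 CPM and 90.6 CPM. In the single cell of HS replicate 3, SCGB3A1 had 311 UMIs, SCGB2B2 6 and SCGB2A1 0. These secretoglobin genes belong to a family of close relatives whose reads can be shared, so their values are uncertain, and only HS replicate 1 gives a value from more than 1 cell.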

One exception to these findings is *AQP5* (log_2_FC = −1.21, *p* = 2.79E-3), a gene involved in sweat production, that was downregulated in both the scRNA-seq and microarray datasets (Supplementary Figure 4). 

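AQP5 (ENSG00000161798; chromosome 12, 49961872 to 49965682) had 83 UMIs in the 9 sweat-gland-like cells of HS replicate 1, 375 CPM (95% confidence interval 298 to 464 CPM), 0 in the single cell of HS replicate 3, and 414 UMIs in HC, 1390 CPM (1259 to 1530 CPM). The intervals cover counting error and not the difference between donors.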

To examine the distribution of SG cells in HS skin, we performed IF on patient-matched HS lesions and non-lesional skin. Indeed, pan-keratin staining demonstrated apparent reduction of skin appendages, including SGs, in HS compared to HC skin (Supplementary Figure 5). Our data suggest that bulk transcriptomic reduction of SG-associated genes is associated with loss of SG structures in HS lesions rather than decreased expression of these genes.

## Discussion

In our study, we first analyzed the shared upregulated and downregulated DEGs of microarray/RNA-seq datasets from HS, HWs in the inflammatory phase, and DFUs. We found that HS lesions share important gene signatures and biological processes with chronic non-healing wounds, most notably those involved in macrophage function and antimicrobial/antiviral responses. Next, we performed scRNA-seq of several HS lesions. Because of the notable gene signatures from our overlap analysis, we focused our investigation of scRNA-seq data on monocytes and macrophages. We identified that this cellular population has increased expression of genes involved in phagocytosis, respiratory burst, and ADCC. A notable transcriptomic signature we observed was the upregulation of genes suggestive of an M1-like phenotype, which we validated *via* qPCR on HS tissue. Monocytes/macrophages also had higher expression and production of AVPs, as we demonstrated *via* IHC co-staining, and AMPs. Together, we show that macrophages may be key components of HS pathogenesis and targets for therapy.

It is known that M1 macrophages serve a pro-inflammatory role in the skin, performing phagocytosis and removal of cellular debris, while M2 macrophages contribute to wound repair and resolution of skin inflammation through secretion of anti-inflammatory cytokines and remodeling of the extracellular matrix and vasculature (14). In DFUs, a longer duration of the M1 phenotype leads to a chronic pro-inflammatory response and lack of wound healing (86). Thus, our scRNA-seq data demonstrate similarities between late-stage HS and chronic, non-healing wounds since monocytes/macrophages in both diseases are transcriptionally polarized toward an M1-like phenotype. Our data support previous scRNA-seq performed by Lowe and colleagues, who found decreased abundance of CD163-expressing macrophages in active inflammatory HS lesions (50). As previously described, CD163 is a characteristic marker of anti-inflammatory M2 macrophages (11). Notably, the authors also observed decreased abundance of CD163-expressing macrophages in non-lesional skin adjacent to HS lesions (50). Since non-lesional skin may be predisposed to developing HS pathology, further research is needed to clarify the role of macrophages in the transition and pathogenesis from non-lesional skin into lesional skin (87).

We identified that molecules within the FcR signaling pathway are upregulated in the monocyte/macrophage clusters. Given the many downstream effects of FcR activation, identifying the sources of this activation may help limit aberrant macrophage activity. Recent studies have shown a prominent B cell and plasma cell signature in HS lesions with increased immunoglobulin production (23, 50). Together with our data, this may indicate significant cross-talk between B cells/plasma cells and monocytes/macrophages in HS *via* immunoglobulin binding to FcR. Interestingly, Lowe and colleagues found that patients with greater B cell signatures and increased immunoglobulin production are less responsive to treatment with the anti-TNF-α therapy adalimumab (50). Because macrophages are a predominant source of TNF-α, increased immunoglobulin binding to Fc receptors may stimulate excess macrophage activation and cytokine release, contributing to the treatment resistance observed. Alternatively, FcR binding to therapeutic antibody may confer a therapeutic resistance mechanism. More studies are needed to further characterize these phenomena and to provide a better understanding as to why HS patients respond so heterogeneously to therapy; this may uncover paths to potentially stratify patients based on likelihood of clinical response. Furthermore, the upregulated FcR signaling pathway may also present a unique target for therapy, such as against the FcγRI receptor (CD64). Immunotherapy targeting CD64 for chronic wounds decreases the production of pro-inflammatory cytokines by reducing the predominance of M1 macrophages (55).

A significant gene signature that we uncovered in the overlap analyses between HS/DFU and HS/DFU/HW is an increase in IFN signaling and antiviral immunity. Though the relationship between cutaneous wound healing and antiviral defense remains poorly understood, Yang and colleagues as well as current ongoing work from our laboratory found that wounded tissue induces AVP expression and epithelial cell proliferation in an IL-27-dependent manner (88). However, the significance of this pathway in HS skin is still unclear as we did not identify a consistently significant transcriptional change in IL-27 in our scRNA-seq analysis. When examining the expression of IFN-related and antiviral genes on a per-cell basis, we identified that many cell populations have increased expression of these genes in HS lesions. The augmentation of immune cells within HS skin, especially monocytes/macrophages, may be mostly responsible for the increased production of AVPs and IFN-signaling molecules observed in IHC and IF staining. Interestingly, many IFN-stimulated and IFN signaling-associated molecules stained strongly within the epidermis on IHC and IF, although keratinocytes did not demonstrate the highest expression intensity or frequency of AVPs amongst all analyzed cell types. This could be explained by differences in transcriptional and protein detection and by the fact that protein accumulation could be higher in the epidermis due to the proximity and number of keratinocytes, even though the per-cell expression was low.

Whether the AVP and IFN signature is a primary or secondary process in HS remains unclear. Canonically, type I and type II IFNs participate in antiviral immunity by stimulating cellular and protein responses to viral infection (20). Both type I and type II IFNs are also involved in antitumor immunity (89, 90). Thus, it is plausible that the prominent IFN signature observed in chronic HS lesions is a response to viral or (pre)malignant processes, although therapy against microbial invasion in HS is generally directed toward bacteria (1). Whether an “antitumor” IFN response may be aimed toward eliminating (pre)malignant cells and the development of cutaneous squamous cell carcinoma or other cancers associated with HS is not fully understood (91). On the other hand, changes in the IFN gene signature may be secondary to dysregulated immune responses from ongoing cytotoxicity and the sensing of nucleic acid material from dying cells (92). pDCs are one of the most potent sources of type I IFNs and respond potently to alarmins, including danger-associated molecular patterns and pathogen-associated molecular patterns (80). Byrd and colleagues showed that pDCs within HS lesions colocalize with neutrophil extracellular traps (NETs) (26). Given that NETs stimulate production of IFN-α from pDCs, the upregulation of type I IFN-related genes may be secondary to dysregulated neutrophil activity, although antiviral NETosis has also been described (93, 94). Studies that explore the treatment of HS with therapies targeting type I and type II IFNs are not yet underway, but may be beneficial in elucidating the role of these pathways in disease pathogenesis.

In our scRNA-seq analysis, we identified T cells within HS skin lesions. While many studies have characterized T cell involvement in HS pathogenesis, a better understanding of the contributors to pathogenic T cell responses can guide therapeutic investigation for HS (50, 87, 95). Considering the reciprocal stimulatory interactions between macrophages and T cells, our study highlights macrophages as a potential therapeutic target to limit aberrant type 1 immune responses.

The inclusion of the DFU dataset to the HS/HW overlap analysis yields an antimicrobial gene signature similar to our previous study that compared HS and HW alone (16). On a per-cell basis, multiple immune and skin-structural cell populations have increased transcription of AMPs in HS lesions. In normal healing skin, AMPs protect from microbial infections and perform effector functions important for wound repair and reepithelialization (96). Dysregulation of AMPs has been implicated in abnormal wound healing (96). As members of the epidermal differentiation complex, the increased expression of S100 family proteins in HS lesions may lead to enhanced keratinocyte terminal differentiation and cornification and reduced regenerative ability (16, 97). Singh et al. (98) found that expression of toll-like receptor 9 and its downstream effector S100A8 is increased in chronic diabetic wounds. We hope that our data can pave the way for future studies to elucidate which AMPs produced by what cell populations are most important for wound healing in HS.

Collective transcriptional changes of M1 macrophage polarization and function, enhanced NK cell and T cell cytotoxicity, and an IFN gene signature at a cellular level indicate an enriched type 1 immune response within HS lesions. Type 1 effector immunity involves cellular responses to intracellular pathogens such as bacteria and viruses (70). Interestingly, the microbiome is significantly altered in patients with late-stage HS such that gram-negative anaerobes predominate in suppurating lesions and sinus tracts (1). Given that our excisional samples were collected from patients with late-stage HS, the observed type 1 immune profile may indicate a response to intracellular bacterial growth. Bacteria frequently isolated from late-stage HS such as *Porphyromonas* and *Fusobacterium* are capable of switching from extracellular to intracellular replication in epithelial cells in an actin-dependent process (99, 100). Since the role of microbial changes in HS pathogenesis is poorly understood, future studies should explore the significance of this potential transition.

This study had several limitations. First, we did not identify the presence of neutrophils in our scRNA-seq analysis, even though these cells are known to infiltrate HS skin (50, 101). This may be explained by the fact that our skin dissociation protocol for scRNA-seq analysis involved gradient centrifugation of the skin cell suspensions, which removed cellular debris, as well as erythrocyte and neutrophil populations. Nevertheless, neutrophils play an important role in HS pathogenesis, promoting release of the proinflammatory cytokine IL-17 and the proinflammatory AMPs S100A8 and S100A9 (101). 

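A cluster of 1417 cells took the name of neutrophils, with PI3, FCGR3B, CXCL8, CSF3R and AQP9 among its leading genes. It held 114 cells of HS replicate 1 (1.84%, 95% confidence interval 1.52 to 2.20%), 1 of HS replicate 2 (0.0185%), 1295 of HS replicate 3 (22.2%, 21.1 to 23.25%) and 7 of HC (0.0942%, 0.0379 to 0.194%). The cells had a median of 753.5 UMIs in HS replicate 1 and 663 in HS replicate 3. CSF3R was at 1391 and 2092 CPM in these cells of HS replicates 1 and 3 and at 142 and 83.2 CPM in the monocyte/macrophage-like cells of the same libraries, and C1QA was at 20.5 and 21.1 CPM against 1192 and 1906 CPM.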

In-depth single-cell analysis of neutrophils and their pathways in ongoing and future studies may further elucidate disease mechanisms and areas of therapeutic exploration (23, 50). Our study was also limited by small sample sizes for HS and HC skin and lacked patient-matched peri-lesional and non-lesional skin. Additionally, the de-identified HS samples that we used for the scRNA-seq analysis were collected from surgical excisions of patients; this procedure is typically only indicated for patients with moderate to severe HS (102). Thus, the data may only reflect the transcriptional profile of chronic HS marked by cycles of inflammatory damage and structural distortion, which may narrow the generalizability of our results to a subset of HS patients, in particular those with severe disease.

## Conclusion

Hidradenitis suppurativa is a chronic inflammatory skin disorder that frequently impairs quality of life. Open HS lesions and sinus tracts characteristic of late-stage disease share features with chronic non-healing wounds such as DFUs and chronic venous leg ulcers. Here, we investigated the transcriptional and cellular landscape of HS lesions to better understand the immune processes and pathways that may underlie disease pathogenesis.

Transcriptome analysis of shared DEGs between HS lesions and DFUs reveals increased expression of AMPs, IFN-related proteins, and molecules involved in phagocytosis and FcR-mediated signaling. These gene signatures are reflected on a per-cell basis in key cell populations as revealed by scRNA-seq of HS lesions. On the basis of key transcriptional changes, monocytes/macrophages are polarized toward an M1 macrophage phenotype with increased phagocytosis, FcR signaling, respiratory burst, and execution of ADCC. These macrophage pathways are potential targets for therapy, such as the CD64 Fcγ receptor. Antiviral immunity is augmented across multiple cell types; importantly, many genes involved in type I and type II IFN responses are upregulated in monocytes/macrophages and their protein products can be visualized *via* IHC and IF. Antimicrobial immunity is also enhanced across various cell populations. Overall, we show that IFN signaling and macrophages contribute to the dysregulated expression of proinflammatory genes and pathways in HS lesions.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE175990.

## Ethics Statement

The studies involving human participants were reviewed and approved by Duke University Health System Institutional Review Board and UT Southwestern Institutional Review Board. The patients/participants provided their written informed consent to participate in this study.

## Author Contributions

PM and AM contributed to the overall conception and design of the study. AM directed the overall study and supervised all aspects of the study and writing. PM, SJ, CP, MC, DB, DE, TJ, and TH-T collected tissue and/or data. PM, SJ, CP, JS, MW, TH-T, and AM contributed to the interpretation of the results. VJ organized the single-cell sequencing database. VJ, SG, and DC performed statistical and biocomputational analyses. PM, SJ, and AM wrote the first draft of the manuscript. JS wrote sections of the manuscript. All authors contributed to manuscript edits, revision, and read and approved the submitted version.

## Conflict of Interest

AM consulted for Silab and received a project grant from Silab to support her lab. Silab did not have any insight into the current data and had no decision in publishing or ownership. AM served as a SEC member of the LEO Foundation in the recent past and is currently employed by Janssen. The spouse of AM was employed by Precision Biosciences and holds stock and stock options. The remaining authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

HS: hidradenitis suppurativa
IFN: interferon
DEG: differentially expressed gene
DFU: diabetic foot ulcer
SG: sweat gland
TNF: tumor necrosis factor
IL: interleukin
LPS: lipopolysaccharide
AMP: antimicrobial peptide and protein
AVP: antiviral protein
hBD: human β-defensin
OAS: oligoadenylate synthase
HW: healing wound
scRNA-seq: single-cell RNA sequencing
ADCC: antibody-dependent cellular cytotoxicity
pDC: plasmacytoid dendritic cell
Th: T-helper cell
IRB: Institutional Review Board
GEMS: gel beads in emulsion
UMAP: uniform manifold approximation and projection
ISG: interferon-stimulated gene
GOrilla: gene ontology enrichment analysis (and visualization tool)
DC: dendritic cell
LC: Langerhans cell
FcR: Fc receptor
ROS: reactive oxygen species
SOD: superoxide dismutase
NK: natural killer
STAT: signal transducer and activator of transcription
GAS: γ-interferon activated sequence
ISRE: interferon-sensitive response element
cDC: Classical dendritic cell
IHC: immunohistochemistry
IF: immunofluorescence
DCD: dermcidin
NET: neutrophil extracellular trap.

# Supplementary material for: Single-Cell RNA Sequencing Reveals Cellular and Transcriptional Changes Associated With M1 Macrophage Polarization in Hidradenitis Suppurativa
**Source:** Front Med (Lausanne). 2021 Aug 24;8:665873. doi: 10.3389/fmed.2021.665873
**Supplement:** Supplementary file 1

**Supplementary Table 1. Clinical characteristics of patients included in single-cell RNA sequencing.**

**Supplementary Table 2. Primer sequences and their melting temperatures for qPCR.**

| **Primer** | **Sequence** | **Tm (°C)** |
| --- | --- | --- |
| hGAPDH F | ATGGGAAGGTGAAGGTCGGA | 58.2 |
| hGAPDH R | CAGCGTCAAAGGTGGAGGAGT | 59.4 |
| hGBP1 F | CCAGTTGCTGAAAGAGCAAGAGA | 57.3 |
| hGBP1 R | TCCCTCTTTTAGTAGTTGCTCCTGTT | 57.5 |
| hGBP5 F | TCACTTCAAGGTGCCCATATC | 54.7 |
| hGBP5 R | CATTCTCCCTGCTTCCTCATAG | 54.8 |
| hIRF1 F | GGAAGTCGTGGAGATGCTATAC | 54.7 |
| hIRF1 R | GACAGAAGAGCAAGAGGCTATC | 54.9 |
| hSTAT1 F | ACCGCACCTTCAGTCTTTTCC | 57.7 |
| hSTAT1 R | TGAACTGGACCCCTGTCTTCA | 58.0 |

**Supplementary Table 3. Signature genes used to define cluster identity.**

| **Cluster** | **Cell type** | **Genes** |
| --- | --- | --- |
| 0 | Endothelial cells | *CD34, ICA1, PECAM1, SELE, VWF* |
| 1 | B cells | *CD19, CD22, CD27, CD79A, CD79B* |
| 2 | Plasma cells | *CD27, CD38, CD79A, SDC1 (CD138)* |
| 3 | T cells | *CD3D, CD3E, CD3G, CD4* |
| 4 | T cells | *CD3D, CD3E, CD3G, CD4* |
| 5 | Monocytes/macrophages | *CD14, FCGR1A (CD64), FCGR3B (CD16)* |
| 6 | Monocytes/macrophages | *CD11B, CD14, CD68, CD163, FCGR1A (CD64), FCGR3A (CD16), LYZ* |
| 7 | Fibroblasts | *CD81, COL1A1, DCN, LRP1, LUM, MME* |
| 8 | T cells | *CD3D, CD3E, CD3G, CD8A* |
| 9 | Plasma cells | *CD27, CD38, CD79A, SDC1 (CD138)* |
| 10 | Langerhans cells | *CD1A, CD1C, CD4, CD207* |
| 11 | Pericytes | *ACTA2, MCAM (CD146), NES, PDGFRB, RSG5* |
| 12 | Natural killer cells | *KLRD1 (CD94), NCAM1 (CD56), NCR1 (NKP46), NKG7* |
| 13 | Fibroblasts | *CD81, COL1A1, DCN, LRP1, LUM, VIM* |
| 14 | Fibroblasts | *CD81, COL1A1, DCN, ITGB1, LRP1, VIM* |
| 15 | Monocytes/macrophages | *CD11B, CD14, CD68, CD163, FCGR3A (CD16), LYZ* |
| 16 | Mitotic cells | *KI67, PCNA* |
| 17 | Keratinocytes | *DSG1, DSP, KRT5, KRT10, KRT14, KRT17, S100A2* |
| 18 | T cells | *CD3D, CD3E, CD3G, CD8A* |
| 19 | Erythrocytes | *HBA1, HBA2, HBB* |
| 20 | Plasma cells | *CD27, CD38, CD79A, SDC1 (CD138)* |
| 21 | T cells | *CD3D, CD3E, CD3G, CD8A* |
| 22 | T cells | *CD3D, CD3E, CD3G, CD4* |
| 23 | Plasmacytoid dendritic cells | *CD4, CLEC4C, FCER1G, IL3R (CD123), NRP1, TNFRSF21* |
| 24 | Melanocytes | *MLANA, PMEL, TYRP1* |
| 25 | Endothelial cells | *CD81, PECAM1, VIM, VWF* |
| 26 | Plasma cells | *CD27, CD38, CD79A, SDC1 (CD138)* |
| 27 | Mast cells | *ENPP3 (CD203C), FCER1A, KIT (CD117), TPSB2* |
| 28 | Conventional dendritic cells 1 | *BTLA, CADM1, CLEC9A, THBD* |
| 29 | Endothelial cells | *CD34, CD81, PECAM1, VIM, VWF* |
| 30 | Sweat gland cells | *AQP5, DCD, KRT8, KRT15, KRT18, PIP, SCGB1B2P, SCGB1D2* |
| 31 | Conventional dendritic cells 2 | *CD68, CLEC4A, CLEC7A, FCER1G, SIRPA* |

**Supplementary Table 4. Genes related to type 1 immunity and cellular activation are upregulated in Langerhans cells within HS lesions.** log_2_FC of gene expression was calculated by comparing HS samples to healthy skin within the LC clusters. FC = fold change; IFN = interferon; LC = Langerhans cell; Th1 = type 1 helper T cell

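In Langerhans-like cells, LAMP3 (ENSG00000078081; chromosome 3, 183122215 to 183163839) had 342, 494 and 649 CPM in HS and 20.9 CPM in HC, a log2 fold change of 4.56 (standard error 0.55, adjusted p = 0.0105 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and did not pass the threshold without HS replicate 2 (adjusted p = 0.0699). HLA-C rose by 2.08 (standard error 0.34, adjusted p = 0.0266), and without HS replicate 2 by 2.06 (adjusted p = 0.141). CD86 rose by 0.50 (standard error 0.31, adjusted p = 0.390) and CD40 by 0.63 (standard error 0.42, adjusted p = 0.427). HLA-DRB5 had a change of 5.30 (standard error 2.16, adjusted p = 0.220) and HLA-DQA2 of 1.17 (standard error 1.81, adjusted p = 0.750), both given for the groups only because the presence of the genes differs between people. LAMP3 is a leading gene of this cluster, as are markers of type 2 conventional and mature DCs, so a difference in its mixture of cells is not excluded. The HLA genes share reads with their relatives, so their values are uncertain.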

| **Gene** | **Protein class** | **log_2_FC** | **p-value** | **Function in LC** | **Ref.** |
| --- | --- | --- | --- | --- | --- |
| *CXCL9* | Chemokine | 1.45 | 4.25E-12 | Immune cell migration;  Th1 polarization | (1) |
| *CXCL10* | Chemokine | 0.661 | 2.04E-6 | Immune cell migration;  Th1 polarization | (1) |
| *STAT1* | Transcription factor | 0.995 | 1.60E-33 | IFN response and cellular maturation | (2) |
| *IL18* | Interleukin | 0.541 | 6.62E-13 | Induce IFN-γ secretion (IL-12-dependent) | (3) |
| *CD40* | Costimulatory protein | 0.441 | 1.81E-11 | Costimulation signal; prime T cells | (4) |
| *CD86* | Costimulatory protein | 0.292 | 2.82E-11 | Costimulation signal; prime T cells | (5) |
| *HLA-A* | MHC Class I | 0.805 | 1.02E-42 | Antigen presentation | (6) |
| *HLA-C* | MHC Class I | 1.34 | 2.22E-63 | Antigen presentation | (6) |
| *HLA-DQA2* | MHC Class II | 0.779 | 4.34E-8 | Antigen presentation | (6) |
| *HLA-DRB5* | MHC Class II | 1.63 | 2.23E-22 | Antigen presentation | (6) |
| *LAMP3* | Lysosome-associated membrane glycoprotein | 1.40 | 1.86E-22 | Activation and MHC Class II presentation | (7) |

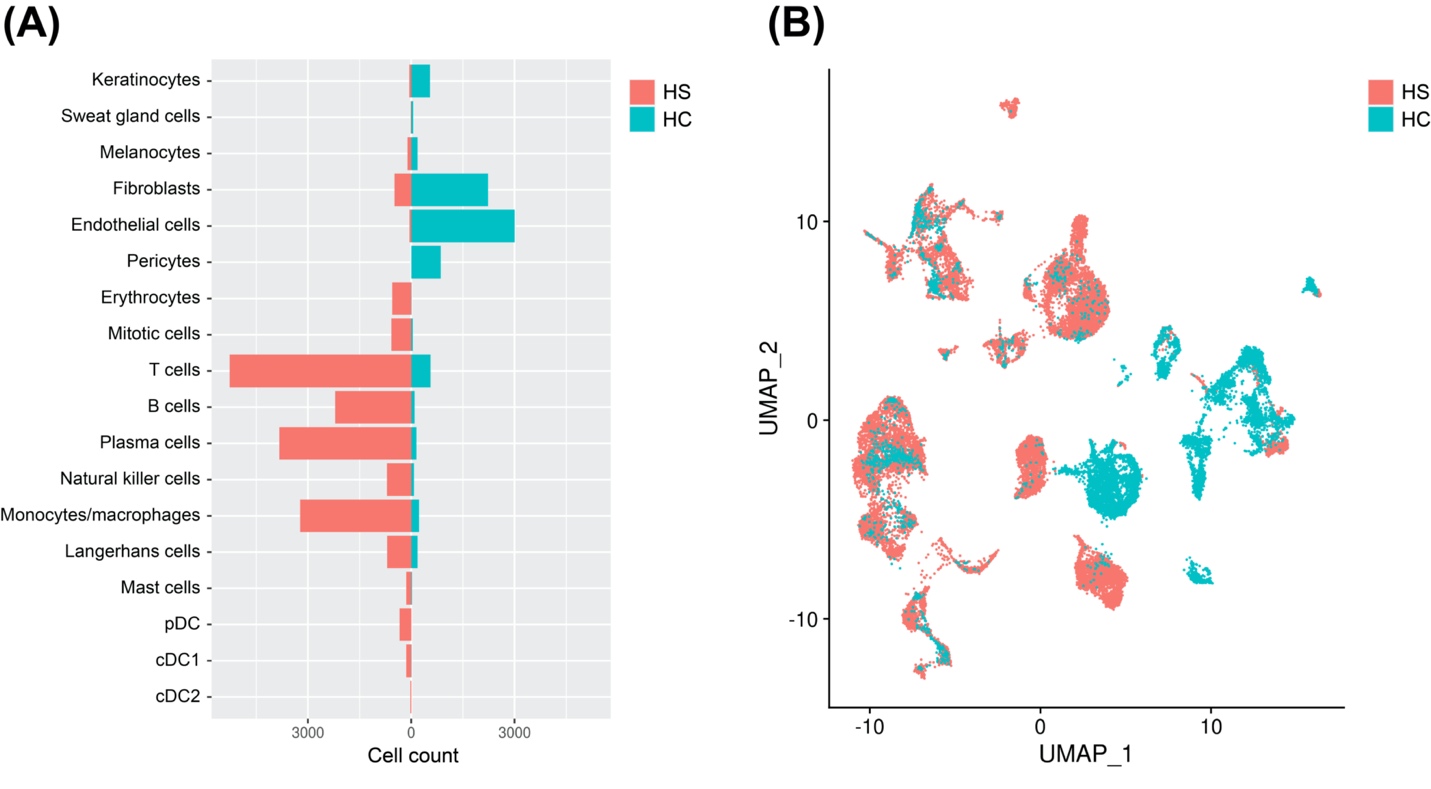

**Supplementary Figure 1. Distribution of cell clusters within HS and HC skin.** (A) Sample distribution of cell populations by cell count organized by whether they came from HS or HC skin. (B) UMAP plot of clusters organized by whether they came from HS or HC skin. cDC = conventional dendritic cell; HC = healthy control; pDC = plasmacytoid dendritic cell

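Counted after filtering, HS held 4497 T-cell-like, 3721 plasma-cell-like, 2065 B-cell-like, 1452 monocyte/macrophage-like, 1410 neutrophil-like, 1129 natural-killer-like and 501 Langerhans-like cells, and HC held 424, 103, 111, 156, 7, 144 and 140. Endothelial-like, fibroblast-like and pericyte-like cells numbered 89, 383 and 9 in HS and 2931, 1589 and 772 in HC.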

**
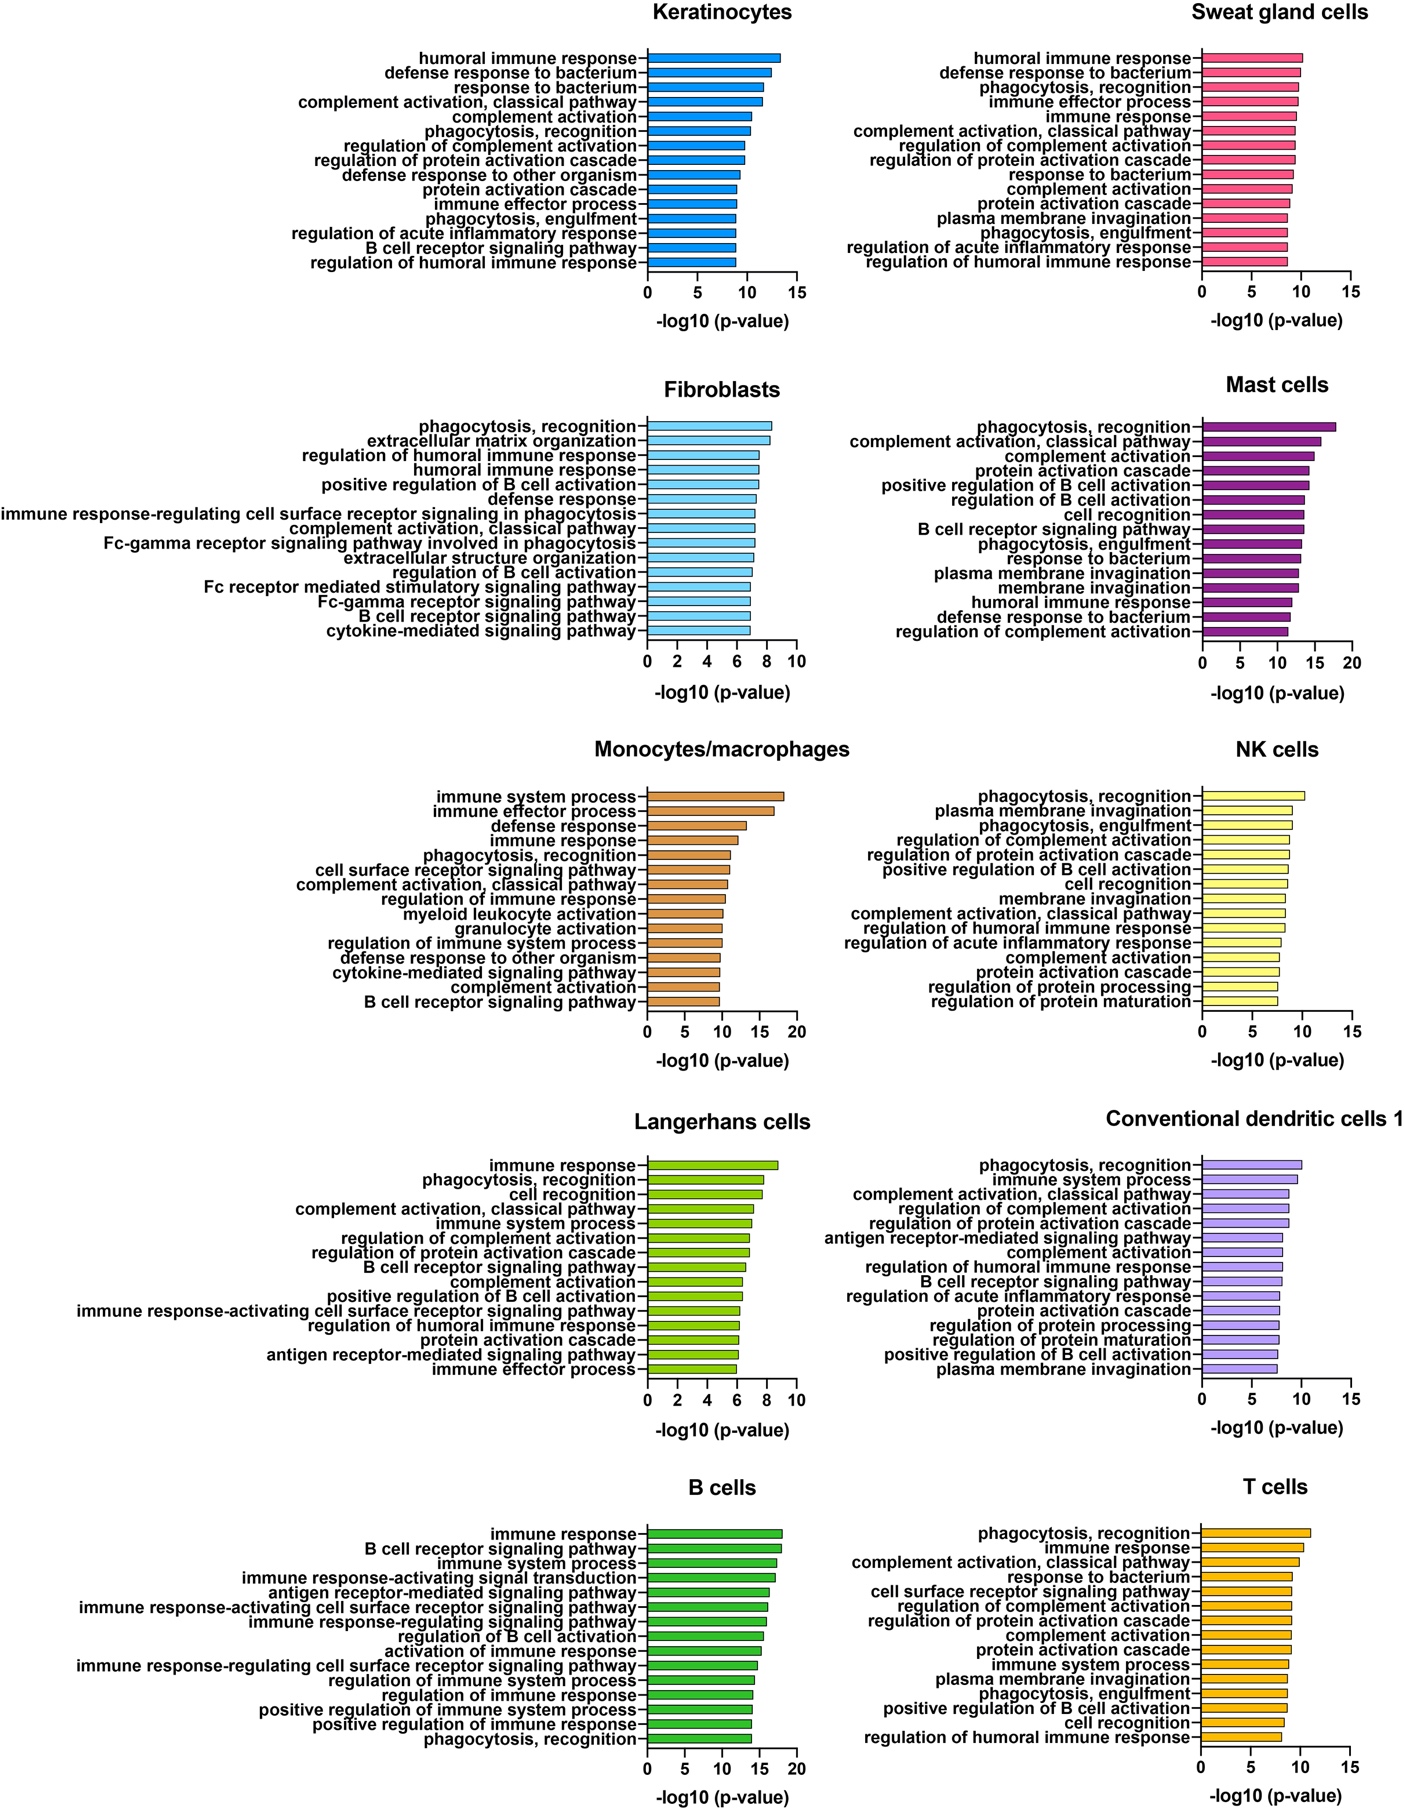
Supplementary Figure 2. Enriched biological processes among differentially-expressed genes between HS and healthy control skin.** Top 15 enriched GO terms with the lowest p-values are represented for select epithelial and immune cell clusters. p-values were calculated according to the minimum hypergeometric model.

**
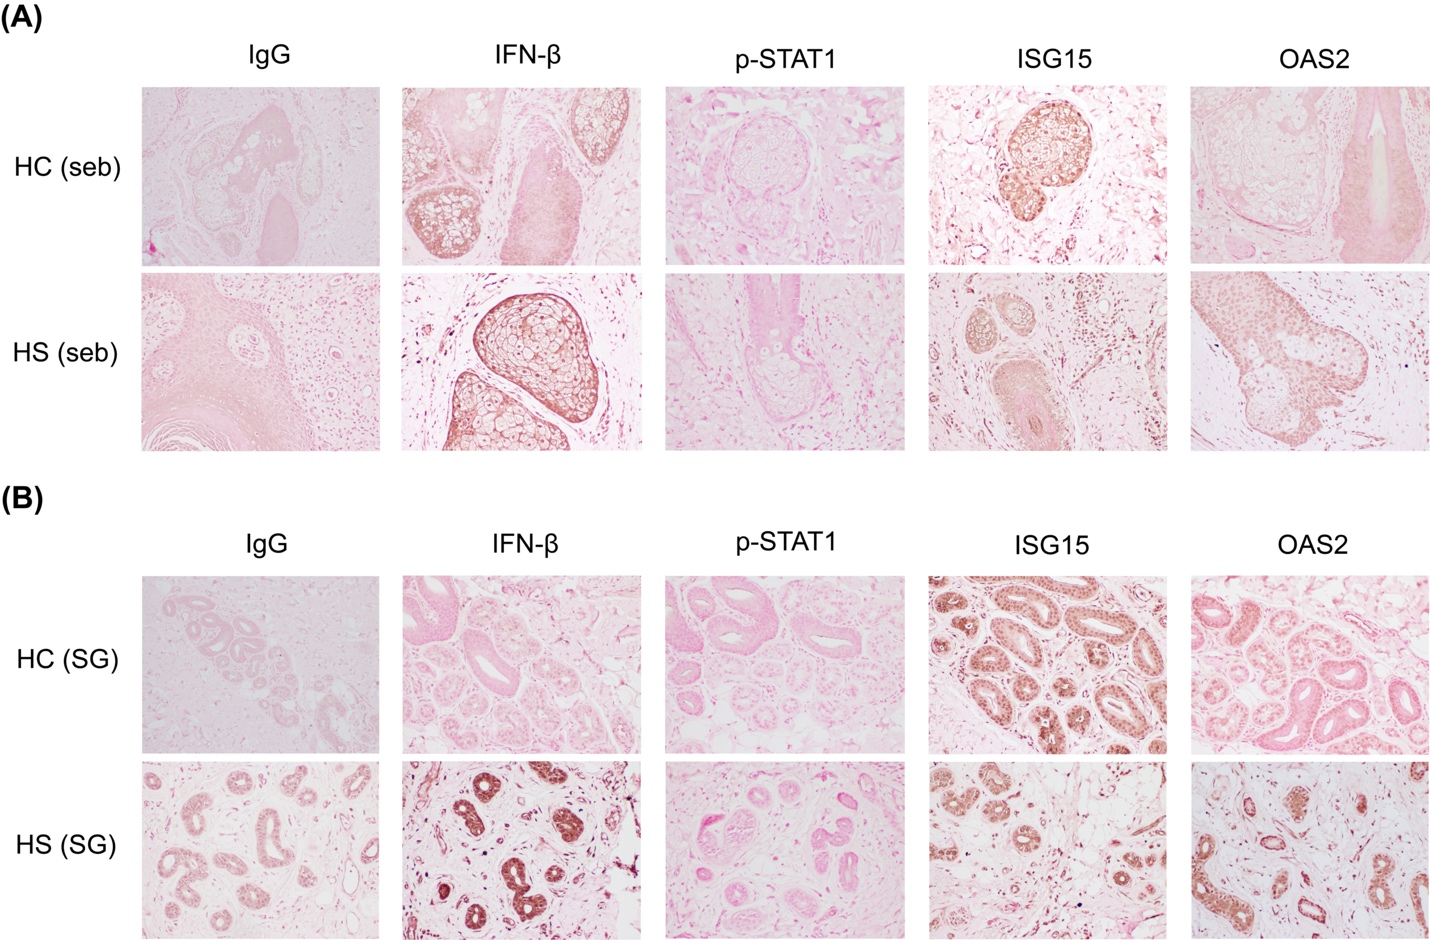
**

**Supplementary Figure 3. Immunohistochemistry reveals an AVP and IFN signature in HS skin.** IHC staining for IFN-β, phospho (p-)STAT1, ISG15, and OAS2 in HS and HC skin depicting (A) sebaceous gland (seb) and (B) sweat gland (SG) structures in dermal tissue samples at 20X magnification. AVP = antiviral protein; HC = healthy control; IFN = interferon; IHC = immunohistochemistry

**
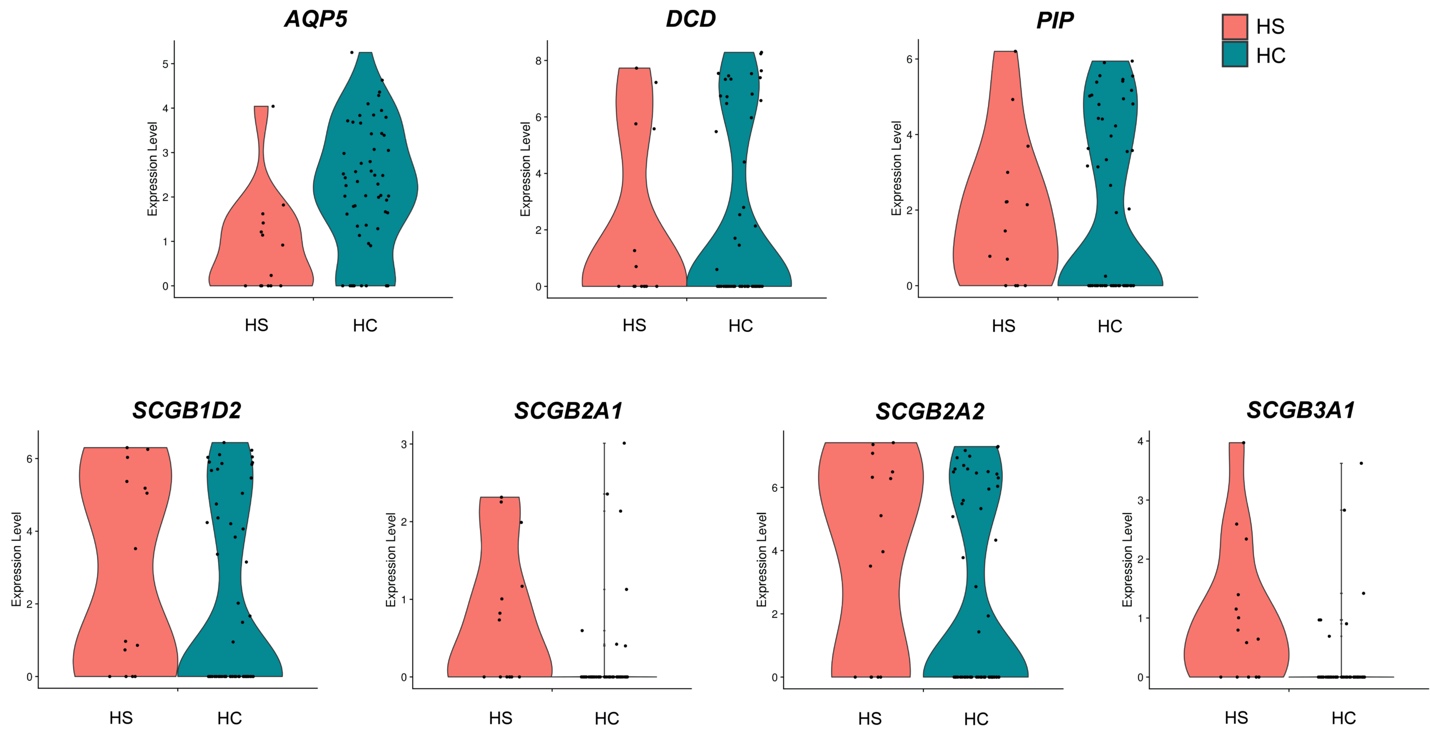
**

**Supplementary Figure 4. Sweat gland-associated genes are transcriptionally dysregulated in sweat gland cells within HS skin lesions.** Violin plots of sweat gland-associated gene expression within the sweat gland population in HS and healthy control (HC) skin.

**
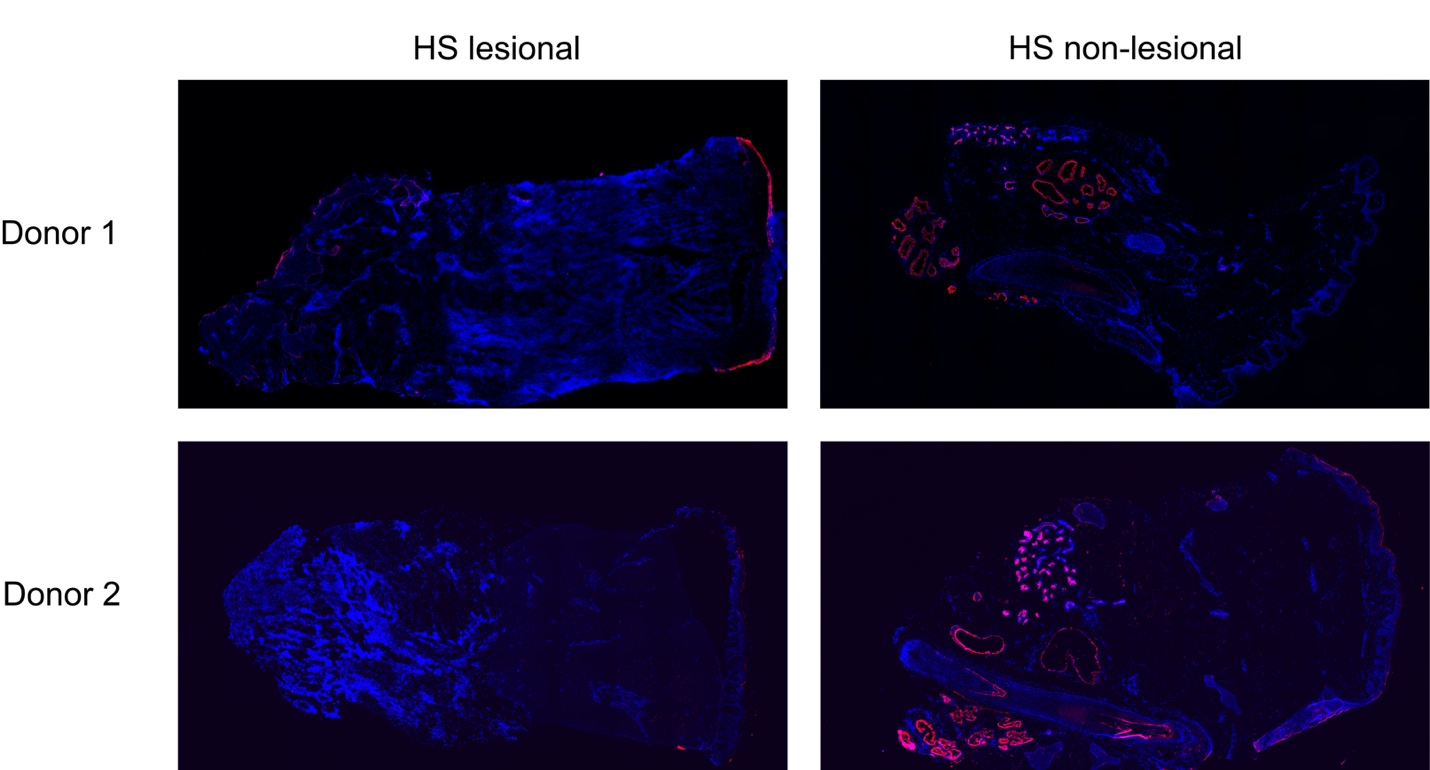
**

**Supplementary Figure 5. HS lesions demonstrate a loss of skin appendages compared to HC skin.** Pan-cytokeratin staining of whole tissue isolated from donor-matched HS lesional and non-lesional skin. HC = healthy control

**References**

1. Tokunaga R, Zhang W, Naseem M, Puccini A, Berger MD, Soni S, et al. CXCL9, CXCL10, CXCL11/CXCR3 axis for immune activation - A target for novel cancer therapy. Cancer Treat Rev [Internet]. 2017/11/26. 2018 Feb;63:40–7. Available from: https://pubmed.ncbi.nlm.nih.gov/29207310

2. Jackson SH, Yu C-R, Mahdi RM, Ebong S, Egwuagu CE. Dendritic Cell Maturation Requires STAT1 and Is under Feedback Regulation by Suppressors of Cytokine Signaling. J Immunol [Internet]. 2004 Feb 15;172(4):2307 LP – 2315. Available from: http://www.jimmunol.org/content/172/4/2307.abstract

3. Nakanishi K. Unique Action of Interleukin-18 on T Cells and Other Immune Cells [Internet]. Vol. 9, Frontiers in Immunology. 2018. p. 763. Available from: https://www.frontiersin.org/article/10.3389/fimmu.2018.00763

4. Gorbachev A V, Fairchild RL. CD40 Engagement Enhances Antigen-Presenting Langerhans Cell Priming of IFN-γ-Producing CD4&lt;sup&gt;+&lt;/sup&gt; and CD8&lt;sup&gt;+&lt;/sup&gt; T Cells Independently of IL-12. J Immunol [Internet]. 2004 Aug 15;173(4):2443 LP – 2452. Available from: http://www.jimmunol.org/content/173/4/2443.abstract

5. Rattis FM, Péguet-Navarro J, Staquet MJ, Dezutter-Dambuyant C, Courtellemont P, Redziniak G, et al. Expression and function of B7-1 (CD80) and B7-2 (CD86) on human epidermal Langerhans cells. Eur J Immunol. 1996 Feb;26(2):449–53.

6. Wieczorek M, Abualrous ET, Sticht J, Álvaro-Benito M, Stolzenberg S, Noé F, et al. Major Histocompatibility Complex (MHC) Class I and MHC Class II Proteins: Conformational Plasticity in Antigen Presentation. Front Immunol [Internet]. 2017 Mar 17;8:292. Available from: https://pubmed.ncbi.nlm.nih.gov/28367149

7. Malaguarnera L, Marsullo A, Zorena K, Musumeci G, Di Rosa M. Vitamin D3 regulates LAMP3 expression in monocyte derived dendritic cells. Cell Immunol [Internet]. 2017;311:13–21. Available from: https://www.sciencedirect.com/science/article/pii/S0008874916301137

How the deposited data were processed for this re-analysis (not part of the article)

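Single cells from lesional skin of 3 patients with HS and from the skin of 1 healthy control were measured, each donor as 1 library. The authors produced the UMI counts per gene and cell with Cell Ranger 3.1.0 on the GRCh38 reference and deposited these counts per library without normalization, and no filter on genes, mitochondrial share or doublets is seen in them. The authors then pooled the HS libraries and used Seurat 3.1.2 for normalization, clustering and comparison, and the resulting values were taken from the paper only.

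Cells with at least 200 detected genes and at most 20% mitochondrial UMIs were kept, and the cells with the highest Scrublet scores (scanpy 1.11.5) were removed at 0.8% per 1000 cells of a library. The libraries were normalized, integrated by anchors and clustered with Seurat 5.3.0, with 2000 variable genes, 30 dimensions and a resolution of 1. The genes the paper reports as results, immunoglobulin genes and sex-linked genes were left out of the clustering. Clusters were named from marker lists for 21 classes, with a pseudocount of 5 CPM for the ratio of a cluster to the other clusters. A name needed 3 markers detected in at least 10% of the cells, and no other class could have more markers among the 10 leading genes.

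Raw counts were summed over the cells of each class in each library, and a library entered with at least 10 cells. A class was tested when HC and at least 2 HS libraries entered. HS was compared with HC by the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 with TMM normalization, the filterByExpr filter and Benjamini-Hochberg adjustment over the genes of the class, at a threshold of 0.05. DESeq2 1.42.0 was run as an alternative. The lone HC library is assumed to vary like the HS libraries. An exact permutation test of 3 libraries against 1 cannot give a p below 0.25. Between HS libraries, counts summed over all cells gave a chi-square of 1785 to 5641 per degree of freedom, which includes differences in cell mixture between the donors.

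Levels of a gene were compared between classes within the HS libraries by edgeR with library as a block. Differences of the HS effect between 2 classes were tested by edgeR's interaction of class and condition with library as a block. Gene lists were tested with fry and camera of limma 3.58.1, and with 10000 random lists of like expression. The lists were 60 interferon-stimulated genes outside the paper's tables, the genes of Tables 2 and 3, 28 heat-shock and immediate-early genes and 10 neutrophil markers. The heat-shock list was written after the genes that fell had been seen. Shares of cells with a UMI of a gene were computed after each cell was thinned to 1000 UMIs. Pooled fold changes, with all HS cells of a class together, are differences of the logarithm of the mean of counts per 10000 plus 1, and have no test.

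The procedure was tested on simulated data with the same libraries, in which 200 genes were changed. For genes changed by 2 on the log2 scale, edgeR recovered 0% in monocyte/macrophage-like, 59.5% in T-cell-like and 42% in Langerhans-like cells, and DESeq2 recovered 34.5%, 63% and 42.5%. At that size 0 calls of edgeR and 18 calls of DESeq2 were false in monocyte/macrophage-like cells.

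The alternatives were DESeq2, no filter on low counts, each HS library left out in turn, no integration, doublets kept, a mitochondrial limit of 10%, the reported and immunoglobulin genes kept in clustering, a resolution of 0.5, at least 30 or 1 cells per library, thinned cells, immunoglobulin and haemoglobin genes left out, neutrophil-like cells added, and pooled HS cells. For the shares of classes, a minimum of 500 genes per cell was tried, and for the shares of cells with a UMI, thinning to 500 UMIs and no thinning. The genes named are those for which the paper gives a value, in the cell type it gives it for, and the 5 largest rises and falls of each tested class among genes past the threshold with every HS library on 1 side of HC. Marker and leading genes of clusters are named to describe the clusters, and other genes outside this rule are marked as chosen after their values were seen. Sex-linked genes and genes whose presence differs between people were not named by this rule. A few other genes are not reported here. They stay in the tests over many genes and in the adjustment over the 8 differences between classes, and are left out of the values, ranked genes and counts of named genes. HLA-DRB5 and HLA-DQA2 are named because the paper reports them, with values for the groups only. The paper's gene ontology terms were not analysed here, and genes shown only in a cropped or unreadable part of a supplementary file were left out. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and Matrix 1.6.5 were used, with GENCODE release 44 for positions.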

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

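The test of CXCL9 against other cells of the library and the test of the neutrophil-like cluster for low depth were chosen only after the result was seen, as were the settings that repeat the class differences. The difference of CXCL9 drew attention because the HS effect differed between 2 classes past the threshold in a test of the difference itself. The neutrophil-like cells and the immunoglobulin share did so because a signal appears in cells or genes that the paper does not analyse, above the level in HC.

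CXCL9 rose more in Langerhans-like than in monocyte/macrophage-like cells. The effect in monocyte/macrophage-like cells minus that in Langerhans-like cells was -5.22 (standard error 0.61, adjusted p = 0.000251 over 8 comparisons, edgeR's interaction test). All 3 HS libraries were above HC in both classes. The difference passed in every alternative tried for it, with adjusted p from 1.22e-07 to 0.0472, and in thinned cells it was -6.93. RNA from all other cells together cannot raise a gene above their joint level. CXCL9 in the Langerhans-like cells of HS lay above that level in the same library, with a smallest ratio of 4.95. RNA from monocyte/macrophage-like cells alone is not excluded, since their CXCL9 level in HS replicate 2 was similar. In HC the ratio was 0.616. The 2 classes lay closer to each other in HS than in HC, so their difference rests largely on HC, which the ratios in HS do not address. The level in the Langerhans-like cells of HC, 2.89 CPM, rests on few UMIs, and the single HC donor and the handling of its tissue stay open. The Langerhans-like class also holds cells with markers of type 2 conventional and mature dendritic cells, so a difference in this mixture between HC and HS stays open. A response that differs between the classes stays open as a hypothesis and was not tested by another experiment.

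Neutrophil-like cells made up 22.2% of the cells of HS replicate 3 and 1.84% of HS replicate 1, against 0.0942% of HC (95% confidence interval 0.0379 to 0.194%) and 0.0185% of HS replicate 2. The HS mean of 8.01% rests on HS replicate 3, and without it the mean was 0.927%. With cells of at least 500 genes only, the mean was 2.21% and the share of HS replicate 3 5.98%. The cells have few UMIs, so low-depth monocytes or macrophages were weighed. In HS replicate 3 the 10 neutrophil markers took 34.9 times the share of UMIs that they took in the monocyte/macrophage-like cells, and in HS replicate 1 20.8 times, while macrophage markers took 0.209 and 0.272 times theirs. These values argue against low depth with RNA from other cells. A difference in tissue handling or cell survival between donors, and a difference in neutrophil infiltration between lesions, stay open and were not tested.

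Immunoglobulin transcripts made up 3.95% ± 5.27 (SD, n = 3) of the UMIs of monocyte/macrophage-like cells in HS and 0.0254% in HC. The HS values were 1.34%, 10.0% and 0.497%, so the mean rests on HS replicate 2. That library also has the largest share of plasma-cell-like cells, 51.5%, and immunoglobulin transcripts made up 67.1% of all its UMIs. Of the 8 groups of cells outside the B lineage with at least 10 cells in each of the 4 libraries, the unnamed cluster among them, 7 had their largest immunoglobulin share in it, which is what RNA from other cells would give. The other libraries did not follow in the same way. HS replicate 1 lay above HS replicate 3 in 3 of the 8, monocyte/macrophage-like cells among them, although immunoglobulin transcripts made up 7.14% and 33.3% of all UMIs of these libraries, and 4 of the 8 followed the plasma-cell-like share over all 4 libraries. RNA from plasma cells in the suspension and uptake of plasma cell material by phagocytes cannot be told apart for monocyte/macrophage-like cells, because the order of the libraries goes with the former only in part. Uptake would not by itself raise T-cell-like cells, which had 2.98% in HS replicate 2. No biological explanation was tested.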

How the results depend on the processing

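The setting that adds the unnamed cluster with C1Q genes, the pooled fold changes with neutrophil-like cells added, the alternatives of the class differences and the settings that leave out a replicate from the interferon list were chosen only after the result was seen. No paired analysis was possible because HC is 1 library. No mature dendritic cells separated from the Langerhans-like cells in the clustering used, so adding them was not run. They separated only with the reported and immunoglobulin genes kept in clustering, with 274 HS and 6 HC cells. Keratinocyte-like cells could not be tested with at least 30 cells per library, since HS replicate 3 had 19, and leaving out an HS library leaves 1 there, a value with no test. Sweat-gland-like cells could be tested only with at least 1 cell per library, where 40 genes rose and 30 fell of 3677. Where 2 HS libraries are compared with 1 HC library, the HC library is assumed to vary like them.

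Of 144 genes named by the rule, 129 had the direction of the edgeR comparison in every setting in which they were tested, 52 also stayed on their side of the threshold, and 15 reversed in at least 1 of 16 settings. With DESeq2, 111 of 144 kept direction and side, 27 came to pass and 6 no longer passed. Without a filter on low counts 22 more passed. Leaving out HS replicate 1, 25 of 131 came to pass and 7 reversed, whereas without HS replicates 2 and 3, 28 and 23 no longer passed. Thinning left 117 genes to test, of which 9 no longer passed, 9 came to pass and 5 reversed. With resolution 0.5, with at least 30 cells per library, and with immunoglobulin and haemoglobin genes left out, no gene changed its side among 144, 130 and 141 tested. The number that no longer passed was 8 without integration, 8 with doublets kept, 16 with the lower mitochondrial limit, 11 with the reported genes kept in clustering and 6 with at least 1 cell per library.

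The number of genes past the threshold changed with the processing, and the cause was not tested. In monocyte/macrophage-like cells 50 genes passed. DESeq2 gave 491, no filter 463, the lower mitochondrial limit 27, thinning 76 and the added cluster with C1Q genes 552. All 50 were among the genes that passed with DESeq2, without the filter and with that cluster, and 28 of the 38 tested passed in thinned cells. Leaving out an HS library gave from 0 to 1017. The highest was 1017 without HS replicate 1, and without HS replicate 2 or 3 edgeR called 0, with 1572 and 1759 genes at an unadjusted p below 0.05. DESeq2 was run on all libraries only. With neutrophil-like cells added, 49 genes passed, 467 with DESeq2, 346 without the filter and from 0 to 591 when an HS library was left out, with the highest without HS replicate 1.

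In T-cell-like cells the count was 265, against 673 with DESeq2, 1384 without the filter and 54 to 849 when an HS library was left out, lowest without HS replicate 2 and highest without HS replicate 1. In natural-killer-like cells it was 76, against 472 without the filter, 48 without integration, 139 with doublets kept and 50 to 392 with a library left out, lowest without HS replicate 3 and highest without HS replicate 1. In Langerhans-like cells it was 375, against 1472 without the filter, 247 in thinned cells and 59 to 1343 with a library left out, lowest without HS replicate 2 and highest without HS replicate 1. In keratinocyte-like cells it was 129, against 27 with DESeq2, 75 without the filter, 85 without integration, 17 with the reported genes kept in clustering, 14 in thinned cells and 38 with at least 1 cell per library, which adds the single cell of HS replicate 2. Apart from that addition the cause was not tested. In thinned cells only 417 genes were tested in keratinocyte-like and 2376 in Langerhans-like cells, so depth limits these counts.

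Among the differences between classes, of IRF1, CXCL9, HLA-C and HLA-DRB5, 1 passed, that of CXCL9, and it alone passed in every alternative. HLA-DRB5 was not tested with a library left out. For the interferon list, camera gave 1.35e-08 for a rise where fry gave 0.180, and fry gave no rise at 0.05 with neutrophil-like cells added or with any HS library left out. For changes in either direction fry gave 0.0355 for the list, 0.0880 with neutrophil-like cells added and 0.0713 to 0.224 with an HS library left out. The cause was not tested.

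Each gene that reversed was short of the threshold in the edgeR comparison, and the cause was not tested. In thinned monocyte/macrophage-like cells the log2 fold change was -0.0874 for SP100, -0.13 for TRIM25, 0.39 for MX2, 0.25 for TIMP1 and 0.0434 for MARCO, against 0.60, 0.15, -0.28, -0.48 and -0.48. With doublets kept it was -0.15 for ICAM1 and 0.0616 for MX2. With the lower mitochondrial limit it was -0.0847 for ICAM1, -0.15 for TRIM25 and -0.0435 for ISG20, with neutrophil-like cells added 0.0693 for MX2, and with the cluster of C1Q genes added -1.04 for IFI27. In Langerhans-like cells, with the reported genes kept in clustering, it was -0.56 for CXCL10 and -0.28 for CD40.

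Leaving out an HS library gave log2 fold changes of -0.10 to 0.97 for IFI30, -0.0421 to 0.25 for TRIM25, -0.0504 to 2.02 for FCGR3B and -1.80 to 0.0377 for MARCO in monocyte/macrophage-like cells, where the sign changed without HS replicate 1. The range was -0.0976 to 0.22 for ISG20, reversed without HS replicate 1 and without HS replicate 2, -0.14 to 0.29 for ICAM1 and -0.76 to 0.00940 for MX2, reversed without HS replicate 2, and -0.0436 to 0.11 for STAT3, reversed without HS replicate 3. In Langerhans-like cells it was -0.60 to 0.70 for CXCL10 and -0.00670 to 0.95 for IL18, reversed without HS replicate 1, and in natural-killer-like cells -0.46 to 0.0310 for GZMA, reversed without HS replicate 3. The cause was not tested.

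The shares of HC, which are those of 1 library, moved with the filters, and the cause was not tested. With the lower mitochondrial limit the HC share was 1.14% for B-cell-like, 1.68% for monocyte/macrophage-like, 1.56% for Langerhans-like, 44.1% for endothelial-like and 9.50% for pericyte-like cells. With cells of at least 500 genes only it was 0.0775% for plasma-cell-like, 0.775% for B-cell-like, 0% for neutrophil-like, 44.3% for endothelial-like, 23.2% for fibroblast-like, 11.6% for pericyte-like and 2.57% for keratinocyte-like cells. Without integration it was 0% for B-cell-like, 2.34% for Langerhans-like, 25.4% for fibroblast-like and 7.48% for keratinocyte-like cells, and with doublets kept 0.252% for B-cell-like and 19.9% for fibroblast-like cells. The mean HS share of endothelial-like cells was 0.0879% without integration and 0.301% with resolution 0.5, and that of pericyte-like cells 0% without integration and 0.150% with doublets kept.

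With cells of at least 500 genes only, the mean HS share of neutrophil-like cells was 2.21%, against 8.01%. Without HS replicate 1 the mean HS share was 2.76% for natural-killer-like, 1.36% for Langerhans-like and 0.172% for keratinocyte-like cells, against 6.23%, 2.77% and 0.329%. Without HS replicate 2 it was 7.87% for plasma-cell-like cells, against 22.4%, and without HS replicate 3 it was 0.927% for neutrophil-like cells. The cause was not tested. The mean HS shares of T-cell-like, B-cell-like, monocyte/macrophage-like and fibroblast-like cells moved by at most 1.5-fold in the settings tried for shares.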

Differences from the paper's values

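The setting that pools the HS cells with neutrophil-like cells added, the SDs exchanged between the pooled settings, the setting that adds the unnamed cluster with C1Q genes, the count of neutrophil-like cells in the share of monocytes/macrophages and the use of the natural log scale were chosen only after the values were seen. The paper gives its fold changes as log2 values. The pooled values here came closer to the paper's on the natural log scale than on the log2 scale, with a median gap of 0.0535 against 0.501 over 11 genes in Langerhans-like cells, 0.0463 against 0.578 over 9 in T-cell-like cells and 0.0624 against 1.59 over 4 in keratinocyte-like cells. The exception was natural-killer-like cells, with 0.391 against 0.324 over 3 genes. The gap was 0.263 against 0.324 over 61 genes in monocyte/macrophage-like cells. The values of the edgeR comparison are therefore set against the paper's on the natural log scale, and are given on the log2 scale as well. A fold change is counted as differing when its sign is opposite or when the gap exceeds 1 standard error of the edgeR fold change on that scale, or for pooled values the SD between libraries. This tolerance varies by gene, so a gene with a wide error can lie far from the paper's value and not be counted. The pooled values add 1 to the scaled mean count before the logarithm is taken, and the edgeR fold changes are not formed in this way. The added count shrinks a pooled value most where the level of a gene is low. Changing the log scale therefore does not make the edgeR values and the pooled values like measures. A value counted as differing can reflect this difference in measure. With the HS cells pooled, 20 of 55 such values no longer differed and 35 still did. A share is counted as differing when the gap exceeds 1 SD between the HS libraries and the ratio exceeds 1.5.

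In monocyte/macrophage-like cells, 31 of 59 values of the text and tables differ on the natural log scale, and 5 have the opposite sign. Which genes are counted depends on the scale, so the counts of differing values hold for the natural log scale only. On the log2 scale, IRF1, ADAR, S100A8 and S100A9, counted here, lie within 1 standard error of the paper's value. GBP1 and HLA-C, not counted here, lie further from it than that. The paper's log fold change is 0.466, 1.47 and 0.905 for GBP3, GBP4 and HLA-F, and the values here are 0.909, 2.59 and 1.38 on the natural log scale, or 1.31, 3.74 and 1.99 on the log2 scale. The paper gives 1.24, 1.55 and 0.543 for HLA-DRB5, IRF1 and IRF9, against 4.52, 1.14 and 1.38 here, or 6.53, 1.64 and 2.00 on the log2 scale. The paper gives 0.304, 0.676 and 0.381 for OAS1, PTAFR and PML, against 1.32, 1.05 and 0.684 here, or 1.90, 1.51 and 0.99 on the log2 scale. The paper gives 0.305, 0.459 and 0.835 for TRIM21, TRIM22 and IFITM2, against 0.831, -0.324 and -0.857 here, or 1.199, -0.47 and -1.24 on the log2 scale. The paper gives 0.577, 0.405 and 0.990 for IFI6, IFI35 and ADAR, against 1.06, 0.743 and 0.772 here, or 1.53, 1.07 and 1.11 on the log2 scale. The paper gives 0.877, 0.403 and 0.968 for PSMB8, ISG15 and ISG20, against 1.44, -0.315 and 0.0250 here, or 2.07, -0.45 and 0.0361 on the log2 scale. The paper gives 0.278, 0.519 and 0.548 for MX1, MX2 and FCGR2A, against 1.35, -0.195 and -0.454 here, or 1.95, -0.28 and -0.66 on the log2 scale. The paper gives 0.704, 1.24 and -0.715 for FCGR3A, LYN and CD209, against 1.72, 0.813 and -2.86 here, or 2.49, 1.17 and -4.12 on the log2 scale. The paper gives 1.38, 1.36 and 1.73 for FPR1, FPR2 and SOD2, against 0.906, 0.463 and 0.764 here, or 1.31, 0.67 and 1.102 on the log2 scale.

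The paper gives 0.792, 1.28, 1.44 and 1.09 for ITGB2, CCL18, S100A8 and S100A9, against 1.46, 2.89, 0.738 and 0.538 here, or 2.11, 4.18, 1.06 and 0.78 on the log2 scale.

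For genes shown in Fig. 3 alone, 11 of 16 values differ, and 2 have the opposite sign. The paper's Fig. 3, read by eye, shows about 1.4 for IDO1 and about 0.69 for STAT3, against 4.72 and 0.0449 here, or 6.81 and 0.0648 on the log2 scale. The paper's Fig. 3, read by eye, shows about 0.28 for CCL4 and about -0.74 for IFI27, against -1.05 and 0.606 here, or -1.51 and 0.87 on the log2 scale. The paper's Fig. 3, read by eye, shows about 0.52 for IL4I1 and about 0.27 for SOCS1, against 2.76 and 0.906 here, or 3.98 and 1.31 on the log2 scale. The paper's Fig. 3, read by eye, shows about -0.63 for CD36 and about -1.3 for CCL13, against -0.382 and -3.67 here, or -0.55 and -5.30 on the log2 scale. The paper's Fig. 3, read by eye, shows about 0.49 for TLR8, about -0.82 for MSR1 and about -2.1 for LYVE1, against 1.45, -1.28 and -6.27 here, or 2.09, -1.85 and -9.05 on the log2 scale.

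In Langerhans-like cells, 3 of 9 values differ. The paper's log fold change is 1.45, 1.63 and 1.40 for CXCL9, HLA-DRB5 and LAMP3, and the values here are 4.58, 3.67 and 3.16 on the natural log scale, or 6.60, 5.30 and 4.56 on the log2 scale.

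In T-cell-like cells, 6 of 8 values differ. The paper's log fold change is 0.817, 0.458 and 1.28 for GZMA, GZMB and GZMK, and the values here are 1.52, 1.79 and 1.95 on the natural log scale, or 2.19, 2.58 and 2.81 on the log2 scale. The paper gives 0.383, 0.414 and 1.24 for PRF1, CXCR3 and CXCR6, against 1.05, 1.64 and 3.04 here, or 1.51, 2.36 and 4.38 on the log2 scale.

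In natural-killer-like cells, 3 of 3 values differ. The paper's log fold change is 2.24, 0.514 and 0.773 for GZMK, GZMA and CXCR3, and the values here are 3.55, -0.118 and 3.38 on the natural log scale, or 5.12, -0.17 and 4.87 on the log2 scale.

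In keratinocyte-like cells, 1 of 4 values differ. The paper's log fold change is 1.55 for S100A7A, and the values here are 5.51 on the natural log scale, or 7.96 on the log2 scale.

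Of the alternatives set before the data were examined, resolution 0.5, at least 30 cells and at least 1 cell per library brought none of the differing values within the paper's. With DESeq2, 4 of 55 no longer differed, PML, TRIM21, IFI35 and ADAR in monocyte/macrophage-like cells. Without the filter on low counts, 1 of 55 no longer differed, ADAR in monocyte/macrophage-like cells. With immunoglobulin and haemoglobin genes left out, 1 of 55 no longer differed, ADAR in monocyte/macrophage-like cells. When HS replicate 1 was left out, 2 of 53 no longer differed, PML and IFI6 in monocyte/macrophage-like cells. Without HS replicate 2, 5 of 52 no longer differed, IRF1, ADAR, FPR1, CCL18 and CD36 in monocyte/macrophage-like cells. Without HS replicate 3, 4 of 53 no longer differed, IRF1, ADAR, CCL18 and CD36 in monocyte/macrophage-like cells. Without integration, 3 of 55 no longer differed, IRF1, PML and CD36 in monocyte/macrophage-like cells.

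With doublets kept, 6 of 55 no longer differed, OAS1, PTAFR, PML, IFI6, ISG20 and ITGB2 in monocyte/macrophage-like cells. With the reported genes kept in clustering, 2 of 55 no longer differed, IRF1 and ADAR in monocyte/macrophage-like cells. With the lower mitochondrial limit, 5 of 55 no longer differed, IRF1, PML, IFI6, IFI35 and ADAR in monocyte/macrophage-like cells. In thinned cells, 16 of 51 no longer differed, GBP3, GBP4, HLA-F, PML, IFI35, PSMB8, ISG20, MX1, MX2, LYN, FPR1, SOD2, S100A9, STAT3, SOCS1 and CD36 in monocyte/macrophage-like cells. With neutrophil-like cells added, 7 of 42 no longer differed, IRF1, ADAR, ISG20, MX2, LYN, FPR1 and FPR2 in monocyte/macrophage-like cells. With the HS cells pooled, 20 of 55 no longer differed, HLA-DRB5, OAS1, IFI6, ISG15, MX1, CCL18, S100A8, S100A9, IDO1, IL4I1 and MSR1 in monocyte/macrophage-like cells, CXCL9, HLA-DRB5 and LAMP3 in Langerhans-like cells, GZMK and CXCR3 in natural-killer-like cells, GZMK, CXCR3 and CXCR6 in T-cell-like cells and S100A7A in keratinocyte-like cells.

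With the HS cells pooled and neutrophil-like cells added, a setting chosen after seeing the values, 37 of 42 no longer differed, and CD209, IFI27, CCL13, MSR1 and LYVE1 still did. Adding these cells also widened the SD that a gap must exceed, from a median of 0.141 to 0.397. With the narrower SD, also chosen after seeing the values, 34 of the 42 no longer differed. Pooled without these cells, 11 of the same 42 no longer differed with the narrower SD and 22 with the wider one. With the unnamed cluster of C1Q genes added, also chosen after seeing the values, 8 of 42 no longer differed, IRF1, IFI6, ADAR, LYN, FPR1, S100A9, IFI27 and MSR1.

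The paper's Fig. 2D, read by eye, shows monocytes/macrophages as about 17% of HS cells, against a mean of 8.15% ± 4.30 (SD, n = 3) here, and 5.67 to 9.47% under the alternatives set before the data were examined, all of which differ. Counting neutrophil-like cells among them, which was chosen after seeing the values, gives 16.4% of the HS cells pooled and a mean of 16.2% ± 11.0. The paper's number of HC cells is 9713, and the deposited counts hold 9773.

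Of 99 genes with a direction in the paper, 91 changed in it here and 8 did not. The paper states the opposite direction in monocytes/macrophages for TRIM22, IFITM2, ISG15, MX2, FCGR2A, CCL4 and IFI27, with -0.47, -1.24, -0.45, -0.28, -0.66, -1.51 and 0.87 here on the log2 scale, and in natural-killer-like cells for GZMA, with -0.17. With the HS cells pooled 94 of 99 had the paper's direction, and with neutrophil-like cells added as well, chosen after seeing the values, 75 of the 75 in monocytes/macrophages. The paper calls all of these genes changed, whereas 11 passed in the paper's direction here. That number was 38 with DESeq2, 33 without the filter on low counts, 33 of 96 without HS replicate 1, 2 of 92 without HS replicate 2, 4 of 96 without HS replicate 3 and 19 of 93 in thinned cells. With the cluster of C1Q genes added, chosen after seeing the values, 12 of 75 passed in monocytes/macrophages, against 2 without it. The other settings gave 8 to 11 over all classes.

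Within HS, the paper states that GBP5 is high in monocytes/macrophages but not in other immune cells, and that GBP1, GBP5, IRF1 and IFITM2 are high in them. Over the 4 genes, the level in monocyte/macrophage-like cells was higher than in 10 of 11 other classes for GBP1, 9 for GBP5, 8 for IRF1 and 5 for IFITM2. Among the 12 classes compared, GBP5 was highest in T-cell-like cells, past the threshold, and 1 class was higher for IFITM2 past the threshold. Neutrophil-like cells were outside this comparison, and had 1275 and 2532 CPM of GBP5 in HS replicates 1 and 3, against 219 and 289 CPM in T-cell-like cells and 157 and 109 CPM in monocyte/macrophage-like cells. With DESeq2 3 classes were higher for IFITM2 and 1 for GBP5. With neutrophil-like cells counted among the monocytes/macrophages the numbers were 10 for GBP5 and 7 for IFITM2, and no class was higher for GBP5 past the threshold.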

Other observations

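The tests of the 10 fallen genes with most of their counts in other classes, of their ranks against single markers, of DCN, MGP and ADIRF, of the heat-shock and immediate-early genes and of S100A8 and S100A9 in keratinocyte-like cells were chosen only after the result was seen, as were the level comparison of the genes that fell and the use of the natural log scale.

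The paper's fold changes in monocytes/macrophages were compared with pooled fold changes of the monocyte/macrophage-like cells, for 60 genes. On the natural log scale, the paper's value minus the pooled value rose with the level of the gene in neutrophil-like cells, with a Spearman correlation of 0.918 across genes and a permutation p of 0.0001, the smallest the permutations can give. Adding the neutrophil-like cells brought the median gap from 0.262 to 0.0629, and 52 of 60 genes came closer. On the log2 scale the correlation was 0.782, but the gap went from 0.317 to 0.447 and 22 genes came closer, so the second part of the test depends on the scale. The paper's monocytes/macrophages may include neutrophil-like cells, which cannot be shown directly because the paper's cell labels were not used here. Genes abundant in neutrophil-like cells are also found in monocytes, and CSF3R, FPR1 and S100A8 were at 83.2, 253 and 3187 CPM in the monocyte/macrophage-like cells of HS replicate 3, against 2092, 1316 and 11090 CPM in the neutrophil-like cells.

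Taking each library in turn as the lone library in monocyte/macrophage-like cells gave 50 genes past the threshold of edgeR for HC and at most 2 for an HS library. As many genes as with HC were found in 1 of 4 splits, the real one, and 4 splits cannot give a share under 0.05. Whether the 50 genes follow the disease or any 1 donor apart from the others cannot be told apart with 1 HC library. Depth per cell was also weighed. Of the 50 genes, 38 could be tested in cells thinned to 1000 UMIs, 38 of them in the same direction. The median ratio of the thinned to the full log2 fold change was 0.966. Thinning draws UMIs at random and leaves the expected share of a gene in a cell unchanged. A ratio near 1 would follow either way, so the test cannot decide whether depth was the cause.

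The 46 genes that fell in monocyte/macrophage-like cells were weighed against RNA from other cells of the HC library. In the test set beforehand, their level in the other classes was higher in HC than in HS, with a median log2 ratio of 2.58 where random lists of like level had 0.51, which is what such RNA would give. They also fell in T-cell-like cells, 28 of 32 tested. RNA from other cells cannot lift a gene above those cells, however, and 36 of the 46 genes were higher in the monocyte/macrophage-like cells of HC than in its other cells, with a median ratio of 3.86 over all 46. For the other 10 the median ratio was 0.198, where markers of fibroblasts, endothelial cells and pericytes had ratios of 0.0385, 0.0407 and 0.0389. Of the 10, 5 lay above 3 times the highest of these ratios, 3 at or below it and the rest between, at 0.0789 and 0.101. These 5 had ratios of 0.295 to 0.925, above those of the marker sets. Single markers had ratios from 0 to 1.23, and 2 of 26 reached 0.295. A permutation test of ranks put the 10 genes above the 25 markers not among them, with p = 0.00550, but genes that fell in HS were chosen for a high level in HC, which raises this ratio. DCN, MGP and ADIRF, chosen after their values were seen, had ratios of 0.0175, 0.0231 and 0.0387, at or below those markers. For the 10 genes, these 3 among them, a fall in the cells and less RNA from other cells in HS cannot be told apart, because the genes were chosen for this pattern and single markers reach the same ratios.

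Heat-shock and immediate-early genes stood out among the genes that fell. Of 28 such genes, 28 of 28 were lower in HS in monocyte/macrophage-like cells, 6 of them past the threshold, with a median log2 fold change of -2.16. They were lower in other classes as well, with a median of -1.44 in T-cell-like cells, -0.84 in natural-killer-like cells and -2.09 in Langerhans-like cells, and 24 of 28, 21 of 27 and 28 of 28 genes lower. None of 10000 random lists of like expression had so low a median in any of the 4 classes. A fall across classes is what a difference in the handling of the HC tissue before capture may give, and a difference between donors would give it too. The 2 cannot be told apart, because the HC library is 1 donor handled 1 time. The genes that fell past the threshold may therefore hold a share that reflects handling.

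S100A8 and S100A9 were higher in HS in several classes that should lack them, with a log2 fold change of S100A8 of 4.09 in T-cell-like cells (standard error 1.89, adjusted p = 0.257, edgeR), 0.72 in B-cell-like cells and 1.75 in fibroblast-like cells. The levels were 14.5 CPM in HS and 0.892 CPM in HC in T-cell-like cells. The rise was larger in endothelial-like cells, at 6.30 for S100A8 (73.3 CPM in HS, 0.888 in HC, adjusted p = 0.100) and 7.35 for S100A9 (172 and 1.04 CPM, adjusted p = 0.0898). RNA from other cells and expression by these cells cannot be told apart, because none of these changes passed the threshold and their sizes differ between the classes. In keratinocyte-like cells the 2 genes were at least 20.4 times higher than in the other cells of the same HS library, which argues against RNA from other cells. The change between HC and HS in that class rests on 2 HS libraries. For each of the 2 genes it did not pass in the main edgeR comparison, and it passed in 3 of the 11 settings with a test. Expression in the lesion, a difference between donors and a difference in the kinds of keratinocytes in the class stay open. KRT25, KRT85, KRT35, MT4 and KRT71 were found in its HC cells and had no UMI in its HS cells.

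The interferon list fixed beforehand rose without the neutrophil-like cells, with a median log2 fold change of 1.17 in monocyte/macrophage-like cells, and by 1.35 with them. This argues against neutrophil-like cells as the cause of the rise. The single HC donor and tissue handling stay open, and a response to interferon in the lesion is a hypothesis, for which the camera test of a rise passed. The fry test of a rise gave 0.180 and that of changes in either direction 0.0355.

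The unnamed cluster with C1Q genes held 3.90% of HC cells (95% confidence interval 3.47 to 4.37%) and 1.34%, 0.776% and 3.03% of the HS libraries. In T-cell-like cells, among the 5 largest each way past the threshold, the rises were NFS1, HPS6, COL5A3, CXCR6 and APOL1 and the falls CCDC27, ADIRF, SPARCL1, SLC18A2 and IGFBP5. In natural-killer-like cells they were PLXNC1, GZMK, NCF1, HLA-DRA and SRGAP3, and CCL1, CRISP3, MGP, IGFBP5 and ADIRF. In Langerhans-like cells they were IGHG4, RHOH, ANXA3, SH2B2 and IGKC, and CXCL3, TIMP3, VGF and LINC02185, and in keratinocyte-like cells PI3, SPRR2A, HBB, LGALS7 and SERPINB3, and KRT25, KRT85, KRT35, MT4 and KRT71. Of these, NFS1, HPS6, PLXNC1, IGHG4, RHOH, ANXA3, SH2B2 and PI3 had no UMI in HC, so their place rests on fitted values, and counted against 3 UMIs over the HC cells they were at least 4.45, 4.16, 5.00, 244, 8.41, 7.16, 8.04 and 249-fold higher in HS. In the same way, CCL1, CRISP3, TIMP3, VGF, KRT25, KRT85, KRT35, MT4 and KRT71 had no UMI in HS and were at least 528, 250.2, 89.2, 79.3, 279, 175, 165, 138 and 129.8-fold lower. The falls of ADIRF in T-cell-like and natural-killer-like cells and of MGP in natural-killer-like cells were not tested against RNA from other cells of HC, which hold 2062 and 1961 CPM outside monocyte/macrophage-like cells. IGHG4, IGKC and HBB in these lists are abundant transcripts of other cells, NCF1 and HLA-DRA can share reads with relatives, and no biological explanation was tested.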
